# Sarcospan protects against LGMD R5 via remodeling of the sarcoglycan complex composition in dystrophic mice

**DOI:** 10.1172/JCI187868

**Published:** 2025-06-19

**Authors:** Ekaterina I. Mokhonova, Daniel Helzer, Ravinder Malik, Hafsa Mamsa, Jackson Walker, Mark Maslanka, Tess S. Fleser, Mohammad H. Afsharinia, Shiheng Liu, Johan Holmberg, Z. Hong Zhou, Eric J. Deeds, Kirk C. Hansen, Elizabeth M. McNally, Rachelle H. Crosbie

**Keywords:** Cell biology, Muscle biology, Skeletal muscle

## Abstract

The dystrophin-glycoprotein complex (DGC) is composed of peripheral and integral membrane proteins at the muscle cell membrane that link the extracellular matrix with the intracellular cytoskeleton. While it is well established that genetic mutations that disrupt the structural integrity of the DGC result in numerous muscular dystrophies, the 3D structure of the complex has remained elusive. Two recent elegant cryoEM structures of the DGC illuminate its molecular architecture and reveal the unique structural placement of sarcospan (SSPN) within the complex. SSPN, a 25 kDa tetraspanin-like protein, anchors β-dystroglycan to the β-, γ- and δ-sarcoglycan trimer, supporting the conclusions of biochemical studies that SSPN is a core element for DGC assembly and stabilization. Here, we advance these studies by revealing that SSPN provides scaffolding in δ-sarcoglycanopathies, enabling substitution of δ-sarcoglycan by its homolog, ζ-sarcoglycan, leading to the structural integrity of the DGC and prevention of limb-girdle muscular dystrophy R5. Three-dimensional modeling reveals that ζ-sarcoglycan preserves protein-protein interactions with the sarcospan, sarcoglycans, dystroglycan, and dystrophin. The structural integrity of the complex maintains myofiber attachment to the extracellular matrix and protects the cell membrane from contraction-induced damage. These findings demonstrate that sarcospan prevents limb-girdle muscular dystrophy R5 by remodeling of the sarcoglycan complex composition.

## Abstract 2

Transgenically expressed sarcospan selectively prevents gamma-sarcoglycanopathy by stabilizing a sarcoglycan subcomplex where zeta-sarcoglycan replaces gamma-sarcoglycan restoring membrane stability.

## Introduction

Muscular dystrophies encompass a spectrum of muscle wasting diseases characterized by progressive muscle weakness caused by myofiber damage and degeneration with subsequent fatty-fibrotic replacement of muscle tissue (1). Over 30 muscular dystrophies have been classified, with the most well studied being Duchenne muscular dystrophy (DMD) caused by mutations in the dystrophin gene (2, 3). Dystrophin is a core intracellular component of the dystrophin-glycoprotein complex (DGC) which links the intracellular cytoskeleton of skeletal muscle fibers to the extracellular matrix (ECM), conferring lateral force transmission, signal transduction, and sarcolemmal stability during muscle contraction (4–8). Loss of dystrophin impairs these functions, causing severe contraction-induced muscle injury (9, 10). As disease progresses, perpetual muscle fiber injury and loss of contractile tissue leads to whole-muscle weakness, respiratory impairment, cardiomyopathy, and premature death in the second or third decade of life (11).

The limb-girdle muscular dystrophies (LGMDs) primarily affect the muscles surrounding the scapular and pelvic girdles and result from various autosomal dominant and recessive pathogenic mutations in many genes (2, 12). Genetic mutations in any of the proteins in the sarcoglycan (SG) complex result in a subset of autosomal recessive LGMDs known as the sarcoglycanopathies (13, 14). The canonical SGs in skeletal muscle consist of three type II transmembrane glycoproteins (β-, γ-, and δ-SG) and one type I transmembrane glycoprotein (α-SG), with roles in DGC formation, ECM linkage, and mechanical signaling (15, 16). Mutations in the α- (*SGCA*), β- (*SGCB*), γ- (*SGCG*), and δ- (*SGCD*) SG genes cause the four sarcoglycanopathies termed LGMD R3, R4, R5, and R6, respectively (17). Two other SGs, ε- and ζ-SG, have been shown to produce alternative, low abundance SG complexes that are more enriched in nonmuscle cell and tissue types (18, 19). The sarcoglycanopathies are variable diseases initially described by their DMD-like pathology in patients (13, 20–24). Deficiency of any of the SGs typically result in secondary reduction of the entire subcomplex (25). The severity and biological effects of sarcoglycanopathy depend on precise mutations in sarcoglycans and varies between patients (25, 26). The diseased phenotypes have been recapitulated in both naturally occurring and genetically engineered animal models (13, 27–35). Animal model research reveals that gene therapy approaches to replace the defective sarcoglycan hold promise (36–38), and clinical studies are continually refining gene-based therapeutics (39, 40).

A commonality between several muscular dystrophies is membrane fragility caused by destabilization of the DGC (41, 42). Preclinical testing of synthetic membrane interacting molecules called poloxamers (43–45) and clinical trials of the steroid vamorolone (46–48) stabilize the sarcolemma. Additionally, skeletal muscle possesses redundant molecular mechanisms that partially or fully compensate for loss of gene function. For example, upregulation of cell-ECM adhesion complexes such as the utrophin-glycoprotein complex (UGC), in which dystrophin is replaced by its autosomal paralog utrophin, or the α7β1 integrin complex provides compensatory myofiber attachment (49, 50). In DMD patients and the *mdx* mouse model of DMD (51, 52), increased sarcolemmal abundance of the UGC and α7β1 integrin complexes partially compensated for the lack of dystrophin (53). Therefore, targeting these compensatory complexes offers valuable therapeutic potential.

Sarcospan (SSPN) is a 25 kDa transmembrane core component of the DGC and UGC (54) and forms a subcomplex with the SGs to stabilize α-dystroglycan to the cell surface. In addition, SSPN interacts with the α7β1 integrin complex (26, 54, 55). SSPN has been shown to relocalize to the membrane after gene therapy delivery of δ-SG in the δ-SG deficient hamster (55). SSPN expression at the muscle cell membrane is diminished as a consequence of complete or partial loss of the SGs in cases of LGMD (26) as well as multiple animal models (56, 57). Assembly of the SG-SSPN subcomplex remains to be completely understood but is thought to require initial association of β- and δ-SG followed by α- and γ-SG in the endoplasmic reticulum (58, 59). Interaction with SSPN likely occurs during transport to the membrane (60). There has been little investigation of the orthologous relationships within the sarcoglycan subcomplex of the DGC. Given the capacity for SSPN to rewire cell-matrix interactions in the context of DMD, we tested whether SSPN overexpression in murine models of sarcoglycanopathy (*Sgca*, *Sgcb*, and *Sgcg*) would affect muscle cell adhesion in the LGMD disease context. SSPN-transgenic expression in the sarcoglycanopathy models (*Sgca*^TG^, *Sgcb*^TG^, *Sgcg*^TG^) revealed that disease pathology was mitigated in the *Sgcg*, but not *Sgca* or *Sgcb*. Mechanistically, SSPN stabilized expression of a compensatory SG subcomplex in *Sgcg*^TG^ muscle that restored membrane stability. Enhancing SSPN expression can be used to stabilize the membrane and reduce disease severity in both dystrophin and γ-SG deficiency, demonstrating therapeutic potential for treating muscular dystrophies.

## Results

### SSPN ameliorates muscle histopathology in Sgcg skeletal muscle.

To investigate the effect of SSPN overexpression in the sarcoglycanopathies, we crossed α-, β-, and γ-SG–deficient mice with C57BL/6J WT SSPN transgenic mice in which the SSPN transgene is expressed under control of the human skeletal α-actin promotor (61), resulting in skeletal muscle–specific overexpression at threefold normal levels (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI187868DS1).

Features of LGMD include early onset skeletal muscle hypertrophy followed by muscle loss and cardiac impairment as disease progresses (62, 63), and many of these features are recapitulated in mouse models. Muscular dystrophy is characterized by ongoing degeneration alongside regeneration within the same muscle. Accordingly, we assessed muscle fiber cross section area (CSA) as a reflection of these pathological processes. *Sgca*, *Sgcb*, and *Sgcg* muscles exhibited a higher percentage of extremely large (> 5,000 μm^2^) and small (< 500 μm^2^) fibers than WT and *Sgca*^TG^, *Sgcb*^TG^, and *Sgcg*^TG^ (Figure 1, A–C). While mean fiber CSA did not drastically differ between genotypes (Figure 1, D–F), muscle fiber CSA distributions were significantly different between genotypes, with all transgenic muscles shifting toward smaller CSA. This outcome was most pronounced in *Sgcg*^TG^ quadriceps muscle (Figure 1D). Smaller myofiber CSA was associated with lower muscle mass in transgenic mice (Supplemental Figure 2C). Lower CSA variation suggested reduced injury and regeneration in transgenic muscles. Next, we performed H&E staining to assess central nucleation as an indicator of regeneration (64–66) and found an approximately 10% and approximately 20% reduction in central nucleation in *Sgca*^TG^ (Figure 2, C–D) and *Sgcb*^TG^ muscle (Figure 2, E and F) compared with *Sgca* and *Sgcb*, respectively. However, decreased central nucleation was not accompanied by improved membrane stability, reduction of collagen deposition, or increased muscle function in *Sgca*^TG^ or *Sgcb*^TG^ mice (Supplemental Figure 3). Reduced muscle mass and myofiber CSA is likely a result of transgenic SSPN expression, since transgenic WT mice exhibit a similar reduction in muscle mass and fiber CSA (Supplemental Figure 4). In contrast to the *Sgca*^TG^ and *Sgcb*^TG^, *Sgcg*^TG^ muscle exhibited very low levels of central nucleation, indistinguishable from WT (Figure 2, A and B), reflecting near complete prevention of muscle injury.

The sarcoglycanopathies exhibit mild to severe respiratory impairment (67, 68) and patients die from cardiac and respiratory failure. The diaphragm is the predominant inspiratory muscle and undergoes structural and functional changes in muscular dystrophy. Diaphragm fibrosis is a prominent feature in dystrophic mouse models and in human patients, and increased diaphragm thickness in mouse models reflects both fibrosis and hypertrophy (57, 69, 70). Reduced diaphragm thickness, indicative of correction to normal, was seen in *Sgcg*^TG^ mice compared with *Sgcg* (Figure 2, G and H). *Sgca* and *Sgcb* diaphragms were similar to transgenic counterparts (Figure 2, I–L), suggesting that both limb muscles and diaphragms are protected from injury specifically in the *Sgcg*^TG^ mice.

Given the data indicating amelioration of dystrophic hallmarks in the *Sgcg*^TG^ mice, we next assessed muscle fibrosis in the *Sgcg* and *Sgcg*^TG^ models. Picrosirius Red staining of 12-week-old muscles revealed increased collagen deposition in both the quadriceps (Figure 3, A and B) and diaphragm (Figure 3, C and D) of *Sgcg* mice and a reduction to WT levels in *Sgcg*^TG^ muscle. Together, these data reveal that SSPN prevents histopathological features in *Sgcg* muscle, but not *Sgca* or *Sgcb* muscle.

### SSPN restores membrane stability and after-exercise activity in Sgcg mice.

Membrane instability is the primary deficiency in sarcoglycanopathies, resulting from dysfunctional cytoskeleton to ECM connection. A clinical readout of sarcolemmal instability is elevated blood levels of muscle specific creatine kinase (CK), which is leaked from damaged myofibers, making it a common biomarker of muscle disease and injury (62, 71). Plasma CK concentration was elevated in all SG-deficient mice relative to WT mice (Figure 4A and Supplemental Figure 2D), with comparable levels between *Sgca*^TG^ and *Sgcb*^TG^ and nontransgenic counterparts. However, plasma CK in *Sgcg*^TG^ mice was reduced to WT levels (Figure 4A), revealing the membrane protective effects of SSPN in *Sgcg* muscle. We also directly assessed skeletal muscle tissue samples for indicators of membrane stability. Since muscle fiber injury and membrane damage result in an unregulated exchange of circulating factors such as IgG or IgM between the blood and the myofiber interior (72), the presence of intracellular IgG can be used as an alternative to the in vivo tracer Evan’s Blue dye assay (73). Immunofluorescence analysis revealed high variance of permeabilized myofibers across *Sgcg* samples and a greater number of IgG^+^ myofibers compared with WT (Figure 4, B and C). By contrast, *Sgcg*^TG^ muscle exhibited lower numbers of IgG^+^ myofibers compared with *Sgcg*. We next assessed newly regenerated myofibers using embryonic myosin heavy chain (eMHC), which similarly exhibited high variation in *Sgcg* muscle. There were significantly more eMHC^+^ myofibers in *Sgcg* muscle than WT muscle, which was corrected in *Sgcg*^TG^ muscle (Figure 4, D and E). Taken together, SSPN overexpression reduced membrane damage and elicited sarcolemmal stability in γ-sarcoglycanopathy.

Since SSPN overexpression prevented muscle injury, we next interrogated the effect of SSPN on muscle function. WT, *Sgcg*, and *Sgcg*^TG^ mice (30 weeks old) were subjected to a forelimb grip strength test followed by an after-exercise ambulation test. We performed 10 consecutive trials on each mouse 5 times and found that *Sgcg* mice were weaker than WT mice (data not shown). *Sgcg*^TG^ mice did not increase forelimb grip strength compared with nontransgenic littermates; however, they appeared to be more active than *Sgcg* littermates after exercise. Based on this observation, we conducted an open-field assay to test voluntary activity after grip strength exercise (74). Immediately following grip strength testing, mice were placed in a chamber and allowed to explore freely for 6 minutes, mimicking the clinically implemented 6-minute walk test used to assess disease status and progression (75). Mouse ambulation was video recorded to enable distance tracking over the testing period (Figure 4F). While *Sgcg* mice moved very little during the 6-minute after-exercise interval, the ambulatory distance of *Sgcg*^TG^ littermates was significantly increased throughout the trial, with a total walking distance similar to WT mice (Figure 4, G and H). This outcome may be attributed to SSPN-mediated treatment of fatigue-related aspects of dystrophic physiology (74).

### Dysregulated basement membrane composition in early stage Sgcg muscle is ameliorated by SSPN.

In skeletal muscle, the extracellular matrix is composed of 2 layers: the interstitial matrix and the basement membrane. We have shown that the interstitial matrix, which is mainly comprised of type I and type III collagens (76), is expanded in *Sgcg* muscle (Figure 3). The basement membrane directly interacts with receptors α-/β-dystroglycan and a7b1 integrins, localized at the myofiber sarcolemma. We sought to determine how loss of the SG-SSPN subcomplex in *Sgcg* muscle affected deposition of the basement membrane at an early stage of disease (8–12 weeks old). For these studies, we employed a sequential extraction method that enabled assessment of protein solubility by calculating the distribution of protein signals identified in the soluble and insoluble ECM fractions (77–79) (Figure 5A). These methods reveal the importance of using a wide range of detergents and chaotropic agents for extensive ECM digestion, enabling more complete protein recovery. We employed an absolute quantitative proteomics approach where protein fractions prepared for LC-MS/MS were combined with stable isotope–labeled quantitative concatemers (QconCATs) representing over 80 ECM and ECM-associated proteins (80, 81). We found that the basement membrane was expanded in both *Sgcg* and *Sgcg*^TG^ muscle relative to WT muscle (Figure 5, B and C) with notable distinctions between the models. In diseased *Sgcg* muscle, increased HSPG2, endorepellin (matrikine generated from C-terminus of HSPG2), and NID1 likely reflect a state of injury and regeneration (82, 83) and account for a large proportion of the expanded basement membrane in *Sgcg* muscle (Figure 5, B and C, and Figure 6, A–D). In *Sgcg*^TG^ muscle, there was an increase in the absolute quantity and proportion of type IV collagen (Figure 5B, Figure 6B, and Supplemental Tables 1 and 2). Type IV collagen provides an overall scaffolding function and binds various basement membrane proteins (83), which may be a unique feature of *Sgcg*^TG^ basement membrane. Several laminins, including LAMA2, LAMB1, and LAMC1 (constituents of the most abundant laminin trimer in skeletal muscle, laminin-211 [refs. 84, 85]), were elevated in both *Sgcg* and *Sgcg*^TG^ muscle (Figure 5, D–F, and Figure 6A) despite reduced injury and regeneration in *Sgcg*^TG^. Basement membrane proteins in *Sgcg* muscle are likely products of myogenic lineage cells (e.g., activated satellite cells and newly regenerated myofibers) and not ECM-producing cells derived from fibroadipogenic progenitors, as these cells downregulate several basement membrane genes (Supplemental Figure 5). Dysregulated basement membrane composition in *Sgcg* muscle may result from a perpetual state of myogenesis (86). Increased basement membrane deposition in *Sgcg*^TG^ muscle, however, is not a result of regeneration and is not evidently controlled at the transcriptional level (Supplemental Figure 5), suggesting protein level regulation.

### Presence and glycosylation of α-dystroglycan and its laminin binding capacity is unaffected in Sgcg muscle.

Dystroglycan is translated as a single polypeptide that is posttranslationally processed to produce α- and β-subunits that span the membrane to connect dystrophin, localized to the intracellular face of the membrane, with the extracellular matrix (87). α-dystroglycan is heavily glycosylated with the matriglycan carbohydrate moiety that directly interacts with perlecan, laminin, and agrin matrix proteins to mediate cell adhesion (87–89). While it has been documented that laminin, β-dystroglycan, and dystrophin are normally expressed at the membrane in γ-sarcoglycan–deficient muscle (31), neither the integrity of the DGC nor its laminin-binding function have been investigated. Given our findings of increased laminin in *Sgcg* and *Sgcg*^TG^ muscle, we first probed the localization of laminin and dystroglycan by indirect immunofluorescence analysis of transverse muscle cryosections from all genotypes and found that SSPN increased laminin levels at the *Sgcg*^TG^ sarcolemma relative to WT and *Sgcg* muscle, while membrane dystroglycan levels were indistinguishable between the 3 genotypes (Figure 7, A and B). Laminin and dystroglycan were also localized to the membrane in both *Sgca* and *Sgca*^TG^ but reduced in *Sgcb* muscle (Supplemental Figure 6A). Next, we performed succinylated wheat germ agglutinin (sWGA) enrichment of skeletal muscle lysates from WT, *Sgcg*, and *Sgcg*^TG^ muscles. The sWGA lectin specifically binds glycoproteins with GlcNAc modifications (90), which are abundant in the DGC (primarily α-dystroglycan), making this enrichment useful for isolating dystroglycan and its associated proteins. Consistent with their membrane localization, analysis of sWGA enrichments revealed robust isolation of α- and β-dystroglycan from all samples (Figure 7C). We also detected glycosylated α-dystroglycan using IIH6 antibodies that bind to the matriglycan epitope, which comprises the major site for laminin binding (4). α-dystroglycan levels were similar between *Sgcg* and *Sgcg*^TG^ eluates (Figure 7C) while dystroglycan abundance in whole muscle lysate and mRNA expression were reduced in *Sgcg* and *Sgcg*^TG^ compared with WT (Figure 7, D and E). These data suggest that α-dystroglycan is properly glycosylated to support laminin interaction. To directly assess whether the enriched α-dystroglycan possesses different laminin binding capacity between genotypes, we performed 2 laminin binding assays. In a laminin binding overlay, purified laminin-111 was bound to denatured sWGA eluates immobilized by SDS-PAGE. In a solid phase laminin binding assay, purified laminin-111 was bound to sWGA enrichments immobilized on microtiter plate (91). Both the laminin binding overlay and solid phase laminin binding assay support that *Sgcg* muscle retains WT levels of laminin binding, even in the absence of the SG-SSPN subcomplex (Figure 7, F and G). This is likely a result of retained α-dystroglycan–laminin binding capacity and may also reflect integrin-laminin binding (Supplemental Figure 7). Additionally, these results revealed that laminin-binding capacity is preserved and not negatively impacted by SSPN in *Sgcg*^TG^ samples (Figure 7, F and G).

### SSPN restores sarcoglycan membrane localization in Sgcg muscle.

Since dystroglycan membrane association and laminin binding were not responsible for amelioration of pathology in *Sgcg*^TG^ muscle, we next assessed membrane localization of DGC components by immunofluorescence staining. The SGs were absent or reduced in SG-deficient models, with a slight retention of α- and β-SG in *Sgcg* muscle, consistent with previously published results (32) (Figure 8A and Supplemental Figure 6B). SSPN abundance was substantially increased in all transgenic models (Figure 8A and Supplemental Figure 6B). Interestingly, α-, β-, and δ-SG were present at the membrane of *Sgcg*^TG^ muscle despite the absence of γ-SG, while SG were not membrane localized in *Sgca*^TG^ or *Sgcb*^TG^ muscle (Figure 8A and Supplemental Figure 6B). Fluorescence intensity quantification revealed that α-, β-, and δ-SG intensities return to or approach WT levels in *Sgcg*^TG^ muscle (Figure 8, B–D). Semiquantitative proteomics analysis of WT, *Sgcg*, *Sgcg*^TG^ quadriceps revealed that protein levels of α-, β-, and δ-SG were reduced in *Sgcg* muscle relative to WT while SG levels in *Sgcg*^TG^ muscle were increased above *Sgcg* (Supplemental Figure 8, A–C). Differences in SG abundance and membrane localization occurred, despite similar mRNA expression levels between genotypes (Supplemental Figure 8, D–I).

We further analyzed sWGA-enriched muscle lysates as an approach to interrogate assembly of the DGC complex (54, 91). Immunoblotting of sWGA enrichments showed that α-, β-, γ-, and δ-SG were reduced or absent in *Sgcg* samples (Figure 8, E–H). However, we found a restoration of α-, and β-, and δ-SG in *Sgcg*^TG^ samples, in accordance with immunostaining. hSSPN was abundant in *Sgcg*^TG^ samples, whereas mouse SSPN was reduced in *Sgcg* and *Sgcg*^TG^ samples (Figure 8, I and J). Reduced mouse SSPN in *Sgcg* sWGA fractions reflects DGC destabilization, whereas reduction in *Sgcg*^TG^ may result from regulatory downregulation by transgenic hSSPN (61). Together, these experiments revealed that SSPN overexpression restored membrane localization and association of α-, β-, and δ-SG in the absence of γ-SG.

The prior experiments revealed that SSPN compensates for γ-SG, resulting in normal membrane localization of the SG subcomplex. Based on this, we hypothesized that SSPN induced formation of alternative SG complexes in the absence of γ-SG. We assessed ε-SG, a protein highly related to α-SG, and ζ-SG, a protein related to γ-SG. Membrane localization of ε- and ζ-SG were similar between genotypes (Figure 9, A and B). In sWGA fractions, ζ-SG was reduced in *Sgcg* but restored in *Sgcg*^TG^ muscle (Figure 9C). Reduced ζ-SG in heavy microsomes from *Sgcg* muscle, which includes the sarcolemma, has been documented previously (92). The restoration ζ-SG in *Sgcg*^TG^ sWGA lysates represents a compensatory SSPN-induced stabilization of a lower abundance SG-complex where ζ-SG takes the place of absent γ-SG, demonstrating that, in addition to sequence homology, there is functional homology between these proteins.

### SSPN restores function and integrity of the laminin-dystroglycan-dystrophin axis in γ-sarcoglycan deficiency.

We next assessed whether interactions with dystroglycan-associated cytoskeletal linkers, dystrophin and utrophin, were impacted in *Sgcg* and *Sgcg*^TG^ muscle. We found WT levels of dystrophin at the sarcolemma of *Sgcg* muscle (Figure 10, A and B) as previously reported (31). *Sgcg*^TG^ muscle also exhibits robust levels of sarcolemmal dystrophin (Figure 10, A and B). Sarcolemmal dystrophin in *Sgca* and *Sgcb* muscle was also similar to WT (Supplemental Figure 6A). Interestingly, sarcolemmal utrophin was increased in *Sgcg* and *Sgcg*^TG^ muscle relative to WT (Figure 10, A and B). Proteomics analysis of skeletal muscle from all 3 genotypes revealed decreased levels of dystrophin in *Sgcg* and *Sgcg*^TG^ muscle, while utrophin levels were similar (Figure 10, C and D). *Dmd* mRNA expression remained high in all genotypes, while *Utrn* expression slightly increased in *Sgcg* muscle (Figure 10, E and F), suggesting that the membrane localization of these proteins is due to improvements in protein transport or complex assembly rather than increased translation. We next assessed association of dystrophin and utrophin with dystroglycan by analysis of their abundance in sWGA eluates. We found that, while dystrophin was robustly localized at the *Sgcg* sarcolemma, it was weakly associated with dystroglycan, as revealed by its reduction in sWGA enrichments (Figure 10G). Dystrophin association with dystroglycan was restored in *Sgcg*^TG^ samples, thereby reinstating integrity of the protein-protein interactions within the DGC, including the vertical axis across the membrane, mediated by laminin-dystroglycan-dystrophin. These data also reveal that a compensatory SG-SSPN subcomplex in *Sgcg*^TG^ muscles possesses structural elements needed for dystrophin interaction either through direct interaction with dystrophin or by altering the conformation of the dystrophin binding site within the β-dystroglycan C-terminus (93) to enable dystrophin attachment. Increased association of utrophin with dystroglycan in *Sgcg* relative to weak association in WT samples (Figure 10H), together with increased membrane localization of utrophin in *Sgcg* muscles, suggests a compensatory role of utrophin in γ-sarcoglycan deficiency similar to DMD (94–96). Increased dystrophin association in *Sgcg*^TG^ coincided with increased utrophin association with the dystroglycan complex (Figure 10, G and H), suggesting that utrophin and dystrophin coexist at the *Sgcg*^TG^ skeletal muscle sarcolemma, as previously described in WT mice with moderate utrophin overexpression (97).

### SSPN binding sites are conserved in the compensatory DGC.

With the finding that SSPN overexpression restores localization and formation of a compensatory SG subcomplex consisting of α-, β-, δ-, zeta-SGs, we were interested in comparing the predicted structures of the α-, β-, δ-, γ-SG and α-, β-, δ-, zeta-SG complexes and their associations with SSPN. Recent studies of sarcoglycan complex have reported an intriguing structure of the SG-SSPN subcomplex (98, 99). The extracellular portion contains a trimeric b-helix with a bend in the middle consisting of β-, δ-, γ-SG, and α-SG ascends along the β-helix with cadherin-like domain adjacent to the bend (99, 100). Since the finding of this β-helix structure, there has been no analysis of the predicted structure of SG complexes other than α-, β-, δ-, γ-SG complex, nor of their interactions with SSPN. Using AlphaFold 3 Server, we generated predicted structures of murine α-, β-, δ-, γ-SG and α-, β-, δ-, ζ-SG complexes with SSPN. The experimental structure of the DGC (98) containing SG-SSPN served as a reference for evaluating the plausibility of the predicted models. As expected, based on the 53% pairwise identity between γ-SG and ζ-SG, the general structures of the complexes were extremely similar, with ζ-SG occupying the same location as γ-SG in the trimeric bent β-helix, and α-SG maintaining its position in the structure (Figure 11, A–D). The other SGs were undisturbed between the 2 complexes, and key binding sites between the SGs and SSPN were also maintained. The large extracellular loop of SSPN has been found necessary for association between SSPN and the sarcoglycans (101), aligning with our predicted structures where Leu145 of SSPN’s large extracellular loop within the murine sequence is situated in a hydrophobic pocket on the side of the trimeric β-helix formed by Tyr125 of β-SG and Phe88 of γ-SG (Figure 11B). Leu145 is conserved in rabbit and human SSPN sequences (Supplemental Figure 9). This binding site was conserved in the α-, β-, δ-, ζ-SG structure, with the only change being Leu101 of ζ-SG replacing Phe88 of γ-SG (Figure 11E). Tyr125 of β-SG formed the other side of the hydrophobic pocket. The predicted structures also revealed another conserved binding site between the 2 complexes that has not previously been described between SSPN and the SGs. Arg57, located at SSPN’s transition from its first transmembrane loop to its small extracellular loop, was predicted to form a salt bridge with Asp64 of δ-SG at the base of the β-helix in an interaction that occurred between the same residues in both structures (Figure 11, C and F). Based on multiple sequence alignments of mammals, the participating residues of these binding sites were found to be highly conserved across species, with 97%–100% identity and 100% similarity (Supplemental Table 3). Since the function of the sarcoglycan complex is highly associated with its interactions with dystroglycan, we also compared these predicted structured in the presence of the transmembrane segment of β-dystroglycan (Supplemental Figure 10). We found a similar conservation of structure and interaction sites as in the SG-SSPN complex alone. The conserved structure and predicted interactions between the canonical and compensatory DGCs support that SSPN ameliorates pathology in *Sgcg* mice through direct binding and recruitment of ζ-SG into the SG-SSPN subcomplex, followed by assembly of dystrophin-dystroglycan at the sarcolemma.

Based on the compensatory sarcoglycan complex underlying the *Sgcg* rescue mechanism, we next sought to determine whether phylogenic analysis could be valuable for predicting compensatory protein-protein interactions. We employed mutual information analysis using a residue-pairing approach between all components within the SG-SSPN subcomplex (Figure 12A). The most pronounced coevolutionary relationship was identified between SSPN and γ-SG, suggesting a functional association between these 2 proteins (Figure 12B). Heatmap visualization of significant coevolution relationships (*q*-value < 0.05) revealed that the highest fraction of interprotein coevolving residue pairs was between SSPN and γ-SG (Supplemental Figure 11). Furthermore, the majority of the 20 coevolving residue pairs ranked by mutual information (MI) score were between SSPN and γ-SG (Supplemental Table 4). These data suggest that the high degree of coevolution between SSPN and γ-SG may support interaction between SSPN and proteins highly similar to γ-SG, such as ζ-SG.

## Discussion

Using transgenic overexpression of SSPN, we show a robust amelioration of γ-sarcoglycan–deficient muscular dystrophy through corrected histopathology and muscle function. Proper membrane localization of the SG-SSPN subcomplex in the absence of γ-SG was associated with an upregulation of ζ-SG, which shares 74% sequence identity with γ- and δ-SG (92). The current model of the SG-SSPN complex assembly suggests that β-SG initiates the formation of the SG complex in the endoplasmic reticulum, forming a tightly associated “core” with δ-SG (58, 59). Following the β-, δ-SG “core,” α- and γ-SG are recruited for complete complex formation (58, 102). To complete the formation, SSPN likely interacts with the SG complex during transport from the Golgi apparatus in the trans-Golgi network, resulting in membrane localization of the SG-SSPN subcomplex (60).

The 6 vertebrate sarcoglycan genes evolved from 3 ancestral genes, with α- and ε-SG deriving from a prevertebrate common ancestor and δ-, γ-, and ζ-SG deriving from a different prevertebrate common ancestor (18). This is evident in invertebrates, having only 3 sarcoglycan genes corresponding to the 3 vertebrate ancestral genes. β-SG does not seem to have undergone duplication and is maintained as a single gene in both vertebrates and invertebrates. 

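In the mouse, the 6 sarcoglycan genes lie on 5 chromosomes (positions in mm10 from GENCODE vM21). *Sgcg*, which encodes the γ-SG that *Sgcg* and *Sgcg* TG mice lack, lies on the minus strand of chromosome 14 from 61219115 to 61258490. Its listed peaks from quadriceps nuclei, 1 library per genotype, numbered 6 in WT, 8 in *Sgcg*, and 6 in *Sgcg* TG muscle within 2000 bases of the gene. Which part of the gene the null allele lacks is not given in the sources used here, so these peaks do not check the genotype. *Sgcd* lies on chromosome 11 from 46896253 to 47988969 and, at 1093 kb, is far longer than *Sgcg* at 39.4 kb. It held 30 peaks in WT, 14 in *Sgcg*, and 22 in *Sgcg* TG muscle. The library with the fewest peaks at *Sgcd* is the one with the most peaks over the whole genome. Of the 30 WT peaks, 11 overlapped a peak of the *Sgcg* library and 17 a peak of the *Sgcg* TG library by at least 1 base. In each library 2 peaks lay within 1000 bases of an *Sgcd* transcription start site, and the others lay in introns, 28 in WT, 12 in *Sgcg*, and 19 in *Sgcg* TG muscle, apart from 1 exon peak in *Sgcg* TG muscle. *Sgcz*, which encodes ζ-SG, spans 1139 kb of chromosome 8 from 37522298 to 38661508. It held 1 peak in WT muscle, listed from 38660138 to 38660912 at the start site, and 2 in *Sgcg* muscle, at the start site from 38659834 to 38660922 and in an intron from 37788474 to 37789381. No peak was listed there for *Sgcg* TG muscle, the library with the fewest peaks.

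*Sgca*, on chromosome 11 from 94962791 to 94976327, held 3 peaks in each library. *Sgce*, on chromosome 6 from 4674350 to 4747207, held 8 in WT, 9 in *Sgcg*, and 9 in *Sgcg* TG muscle. *Sgcb*, on chromosome 5 from 73632749 to 73647790, held 2, 3, and 3. Peak starts and ends are given as the authors list them. A peak that is listed in 1 library and not in another is not shown to differ, since the depth of the libraries is unknown and there is no replicate.

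**Figure D1:**
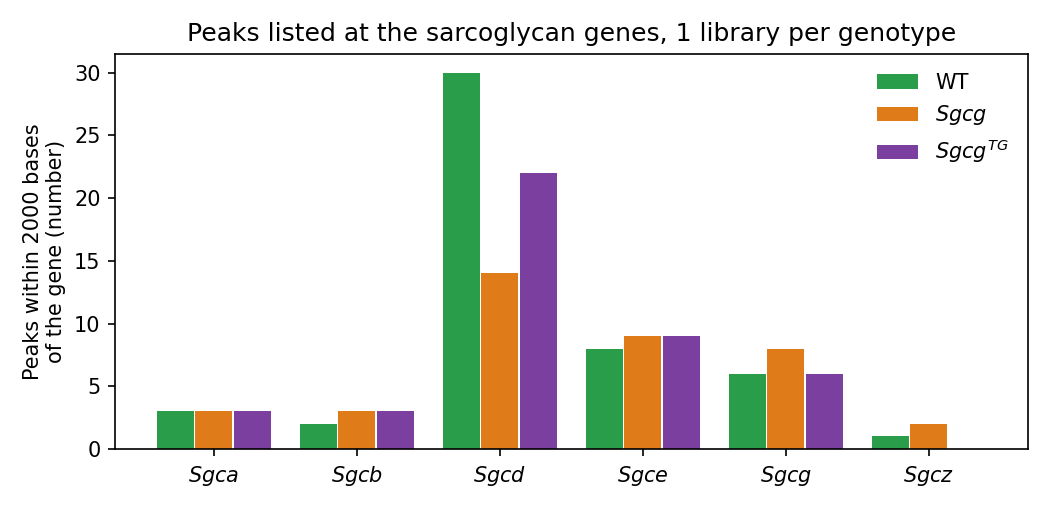
Number of peaks within 2000 bases of each sarcoglycan gene (vertical axis) in the WT, *Sgcg*, and *Sgcg* TG libraries (bars, 1 library per genotype, no error bars). *Sgcd* has 30, 14, and 22 peaks, and the other genes have 9 or fewer in every library.

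**Figure D2:**
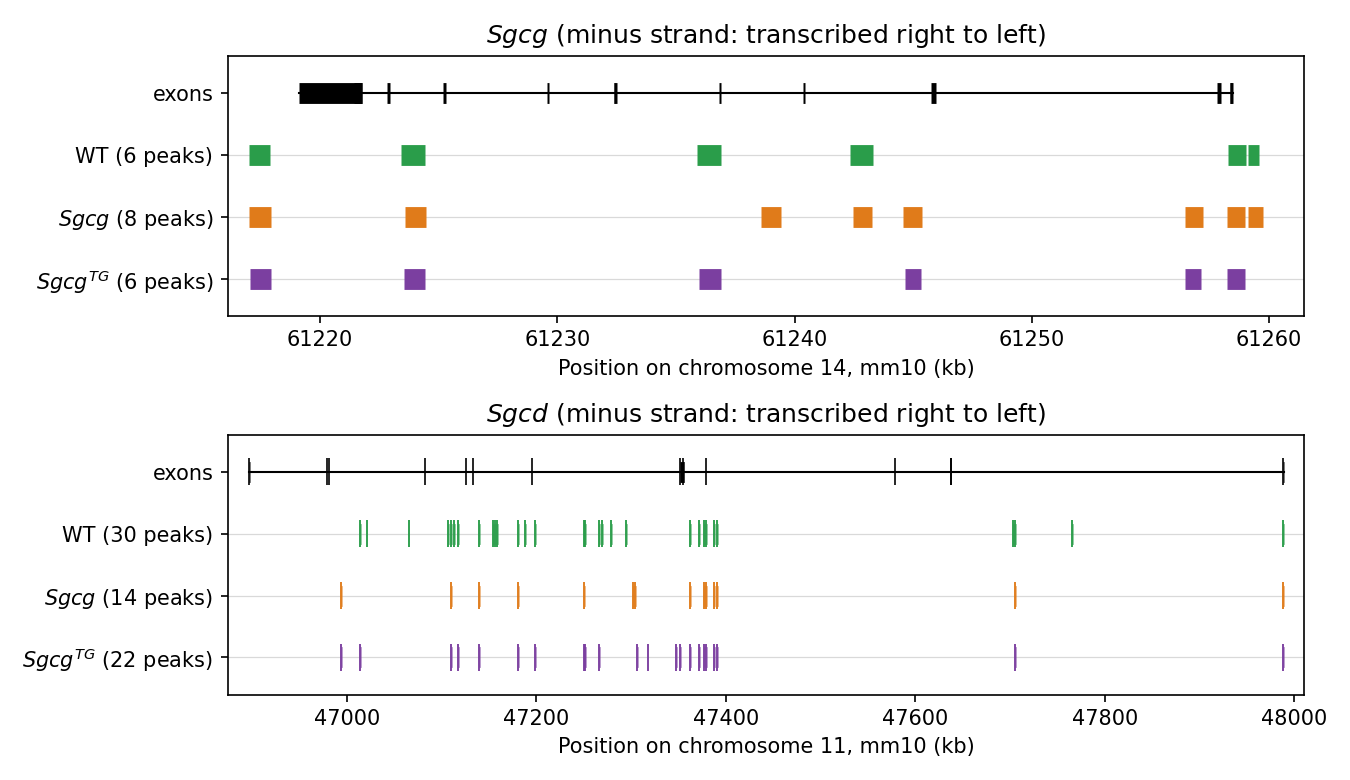
Exons (black) and listed peaks (coloured by genotype) at *Sgcg* on chromosome 14 and *Sgcd* on chromosome 11, with the position in mm10 in kb on the horizontal axis. At *Sgcd* each exon and peak is also marked by a line at its left end, which is wider than the feature is at this scale. *Sgcg* has 6, 8, and 6 peaks and *Sgcd* 30, 14, and 22 in WT, *Sgcg*, and *Sgcg* TG muscle.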

Paralogous genes generally demonstrate beneficial redundancy in protection against loss of function mutations (103). Amelioration of sarcoglycanopathies through compensation by the remaining functional sarcoglycans is likely due to these paralogous genetic relationships. This results in enough similarity between the proteins to functionally replace each other in the sarcoglycan complex. For instance, α-SG deficiency has been shown to be compensated for by replacement of α-SG with ε-SG (19). In agreement with this paralogous protective effect, we found that SSPN ameliorates *Sgcg* through recruitment of ζ-SG.

SSPN amelioration of γ-SG deficiency but not α- or β-sarcoglycan deficiency may also result from the distinct physiological roles of each SG. For instance, α-SG has been shown to harbor an ATP binding domain and ATPase activity (104, 105), and Ca^2+^ binding capacity has also been proposed (106). As mentioned above, β- and δ-SG are likely crucial in forming the SG complex. Therefore, it is conceivable that β- or δ-SG deficiency thwart the initial formation of the complex, making complete assembly impossible, in part contributing to a lack of effect with SSPN overexpression. Whether SSPN overexpression is effective in *Sgcd* mice is not known, although it would likely require ζ-SG to adopt a configuration with β-SG and γ-SG that seems unsupported by predicted sequence interactions and previous biochemical studies. Additionally, amelioration by SSPN overexpression might not occur because δ-SG is absent and does not have a known potential replacement in the complex that can form the initial core complex with β-SG (55, 107). These hypotheses are consistent with the inability of γ-SG to compensate in *Sgcd* muscle, where γ-SG is destabilized and undetectable in *Sgcd* muscle (15). Expression of SGs and the C-terminal end of dystrophin in COS-1 cells showed that dystrophin cannot be immunoprecipitated with individual SGs, but is immunoprecipitated with coexpressed β- and δ-SG, suggesting that the β- and δ-SG “core” is responsible for the interaction between the SG complex and dystrophin (108). Loss of this interaction may decrease dystrophin binding and cause DGC destabilization, providing an additional requisite role of the SG core. Biochemical and cell biological evidence is supported by patient biopsy immunofluorescence images demonstrating a complete loss of the SG complex in β- or δ-SG–deficient muscle (representing a loss of the “core” for complex formation) while α- or γ-SG deficiency can cause a reduction, but not complete ablation, of SG membrane localization (109).

One of the notable observations in this study is the restoration of dystroglycan associated ζ-SG in *Sgcg*^TG^ muscle while it is absent or reduced in *Sgcg* mice. Diminished sarcolemmal ζ-SG in *Sgcg* and *Sgcd* mice has been reported previously (92). SSPN overexpression improves many aspects of the *Sgcg* phenotype by stabilizing a compensatory SG complex consisting of α-, β-, ζ-, δ-SG. This is supported by AlphaFold-predicted structures, showing a conservation of overall structure and of SSPN binding sites between the WT and compensatory complexes. This compensatory complex has been suggested previously by in vitro data (18). However, ζ-SG exhibits low expression in murine contractile tissue relative to γ-SG (18), likely favoring the formation of the α-, β-, γ-, δ-SG complex under physiological conditions. Our α-, β-, ζ-, δ-SG stabilization hypothesis is supported by a similar competitive nature of α- and ε-SG in the SG complex seen in C2C12 myoblasts, with the α-, β-, γ-, δ-SG being dominant (29), and the ability of ε-SG overexpression to compensate for loss of α-SG (19) while knockout of both α- and ε-SG exacerbates dystrophic severity (110). While not directly assessed in this study, it is conceivable that ζ-SG overexpression can similarly compensate for γ-SG loss by completing the mature SG complex. Microsomal α-, β-, δ-SG multimers are present in γ-SG–deficient skeletal muscle but do not localize to the membrane, suggesting a missing maturation step in the complex formation (15). This absent maturation step may be in the form of the addition of ζ-SG, stabilized by association with SSPN in *Sgcg*^TG^ muscle in this study. γ- and ζ-SG seem to both be able to associate and function as the third member of the extracellular β-helix along with the required β- and δ-SG. Given the considerable similarity between δ-, γ-, ζ-SGs, it would be interesting to investigate what parts of δ-SG make it necessary for SG complex formation in comparison to its more interchangeable paralogues. The results of this study, and prior evidence showing that ζ-SG is reduced in both γ- and δ-SG deficient microsomes (with the larger reduction occurring in δ-SG deficiency), suggests that the formation of canonical and compensatory complexes is indeed contingent upon the β-, δ-SG core, and that the low abundance α-, β-, ζ-, and δ- may be stabilized in *Sgcg*^TG^ muscle. SSPN likely provides a platform to stabilize the low abundance of the α-, β-, ζ-, δ-SG complex and its association with the DGC, localizing the complex to the membrane in the absence of γ-SG and preventing sarcolemmal fragility and muscle injury (Figure 13).

Although we found substantial improvement in muscle histology and function in *Sgcg*^TG^ mice, the smaller CSA and smaller lower muscle mass may explain the inability of *Sgcg*^TG^ mice to perform equivalent to WT mice on grip strength assessment. Nonetheless, this lack of restoration of muscle force production to WT levels does not directly indicate dystrophic muscle weakness. It may be that, while muscle strength is reduced, the lack of muscle pathology itself is indicative of otherwise healthy muscle. It is conceivable that this healthy muscle will not progressively weaken to the point of ambulatory loss and respiratory failure characteristic of dystrophic progression. The long-term effects of SSPN overexpression on disease progression will be interrogated in the future. Taken together, we show that SSPN improves hallmarks of dystrophic pathology in *Sgcg* mice and provides valuable potential rescue mechanisms, including membrane stabilization of alternative SG protein complex(es) in vivo. This study further expounds on the observation that SSPN overexpression in *mdx* mice is also effective in ameliorating disease pathology (57, 111). Prior evidence in the *mdx* model and those in *Sgcg* mice shown here implicate SSPN as a promising target in at least 2 forms of muscular dystrophy. Further development of SSPN-related therapies may enhance treatment of DMD and LGMD R5, either alone or in combination with current treatment strategies. Thus, increasing SSPN abundance, either pharmacologically or genetically, can directly target the source of dystrophic pathology by enhancing DGC and membrane stability and effectively reduce disease burden.

## Methods

### Sex as a biological variable.

Our study examined male and female mice, since the diseases modeled are relevant to both sexes. Sex was differentiated in the figures with males represented as filled circles and females as filled triangles. No formal statistical tests were conducted to parse sex differences.

All procedures are described in detail in Supplemental Material.

### Statistics.

Data are presented as mean ± SD or median, interquartile range, and minimum and maximum values (box plots). Raw data values or residuals (in the case of ANOVA) were assessed for normality using quantile-quantile plots, histograms, and Shapiro-Wilk test. For ANOVA, heteroscedasticity was assessed using Brown-Forsythe test and Bartlett’s test, and residuals were visually inspected. Unless otherwise stated in figure legends, 1-way ANOVA with Tukey’s post hoc was used for multiple comparisons. Statistical analysis of immunofluorescence intensity was conducted by fitting a generalized linear regression model using the gamma distribution family using the “identity” link function. Model fit was assessed by quantile-quantile plots (of deviance residuals) and by simulation-based diagnostics using the DHARMa package (112). To account for nonindependence/cluster-correlation resulting from multiple measurements per mouse, we employed the sandwich estimator (“sandwich” R package) (113–115), which uses clustered covariances to control for overestimation of parameter estimate precision. Pairwise comparisons with Tukey’s multiple comparisons test correction was conducted using the emmeans R package (116). Data are presented as mean ± SD within each mouse and mean ± SD of all measurements per genotype. Global proteomics differential expression analysis was performed using pairwise 2-sided *t* tests and resultant *P* values were adjusted for multiple comparisons using the Benjamini–Hochberg procedure (117). All analysis was performed with GraphPad Prism 9, R statistical software (version 4.3.2), or Python (version 3.12.5). Statistical significance was accepted for *P* less than 0.05 or *q* less than 0.05.

### Study approval.

The mice were maintained following the guidelines established by the Institutional Animal Care and Use Committee at the University of California, Los Angeles, and approval for the mice in this study was granted by the UCLA Institutional Animals Care and Use Committee (IACUC) (protocol #2000-029-61G, approval date: 08/06/2019).

### Data availability.

Data are available in supporting data files. Single nuclei RNA-seq data were deposited in the NCBI’s Gene Expression Omnibus (GEO) under accession number GSE291423. Analytic code was deposited in Github (https://github.com/dphelzer/Sgcg.git; commit ID 46a98e3). The code for mutual information analysis is available upon request from the corresponding author. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

All authors worked closely as a team and contributed to the study design and methodology. EIM created sarcoglycan-deficient mice overexpressing sarcospan by cross breeding. EIM and RM performed initial histological and immunofluorescent analysis. EIM, RM, DH, JW, TSF, and JH performed histology, immunofluorescence analysis, and quantification. MM and KCH performed proteomics analysis and DH further analyzed and interpreted the proteomics data. HM designed and performed sWGA affinity purification experiments. EIM performed laminin binding assay. JW generated predicted structures of SG-SSPN complexes using AlphaFold and performed in vivo ambulation experiments and data analysis. SL and ZHZ provided the SG-SSPN complex model with dystroglycan using AlphaFold. EIM, RM, DH, HM, and JW prepared the figures, DH wrote the initial manuscript draft, and all authors reviewed and contributed revisions to the manuscript. EMM provided γ-sarcoglycan-deficient mice. MHA performed coevolution analysis with oversight from EJD. The order of the first coauthors was determined based on their contribution to the project and resulting manuscript. RHC conceptualized the project, oversaw the project, and consulted on all experiments, data analysis, and manuscript preparation. All authors reviewed and contributed revisions to the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
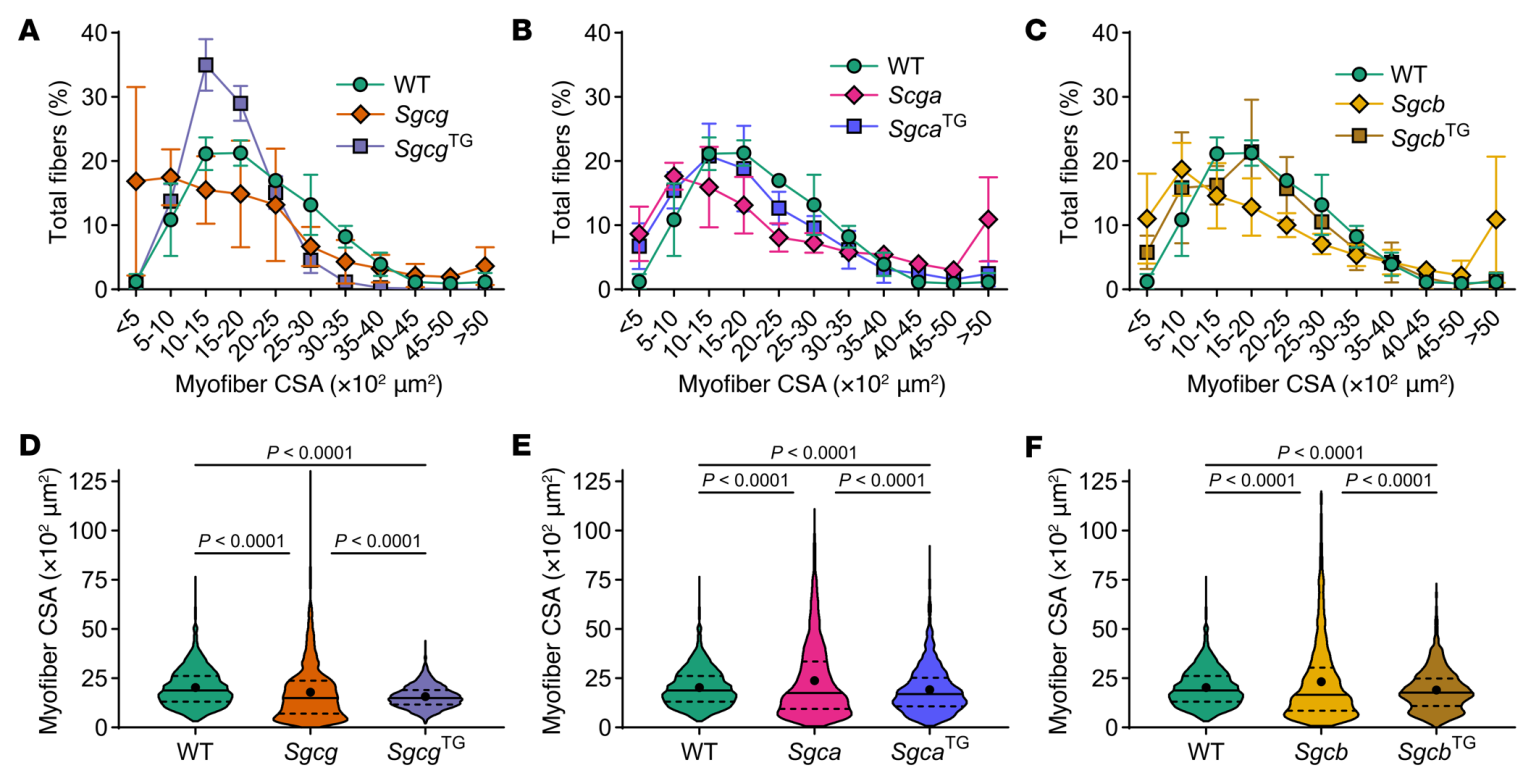
SSPN reduces fiber crosssectional area and fiber size variability. Crosssectional area analysis of quadriceps muscle fibers from g-sarcoglycan deficient (**A** and **D**), α-sarcoglycan–deficient (**B** and **E**) and β-sarcoglycan-deficient mice and (**C** and **F**) SSPN-transgenic littermates. Overexpression of SSPN reduced crosssectional area and fiber size variability across all three lines, most notable in γ-sarcoglycan–deficient muscle overexpressing SSPN. Data in (**D**–**F**) shows muscle fiber crosssectional area distributions (total 1,500 individual fibers), median (solid black line), mean (solid black circle), and first and third quartiles (dashed black line). Muscle fiber crosssectional area distributions were compared using pairwise Kolmogorov–Smirnov tests with Bonferroni correction. *n* = 3 mice per genotype, 500 fibers were measured per mouse.

**Figure 2:**
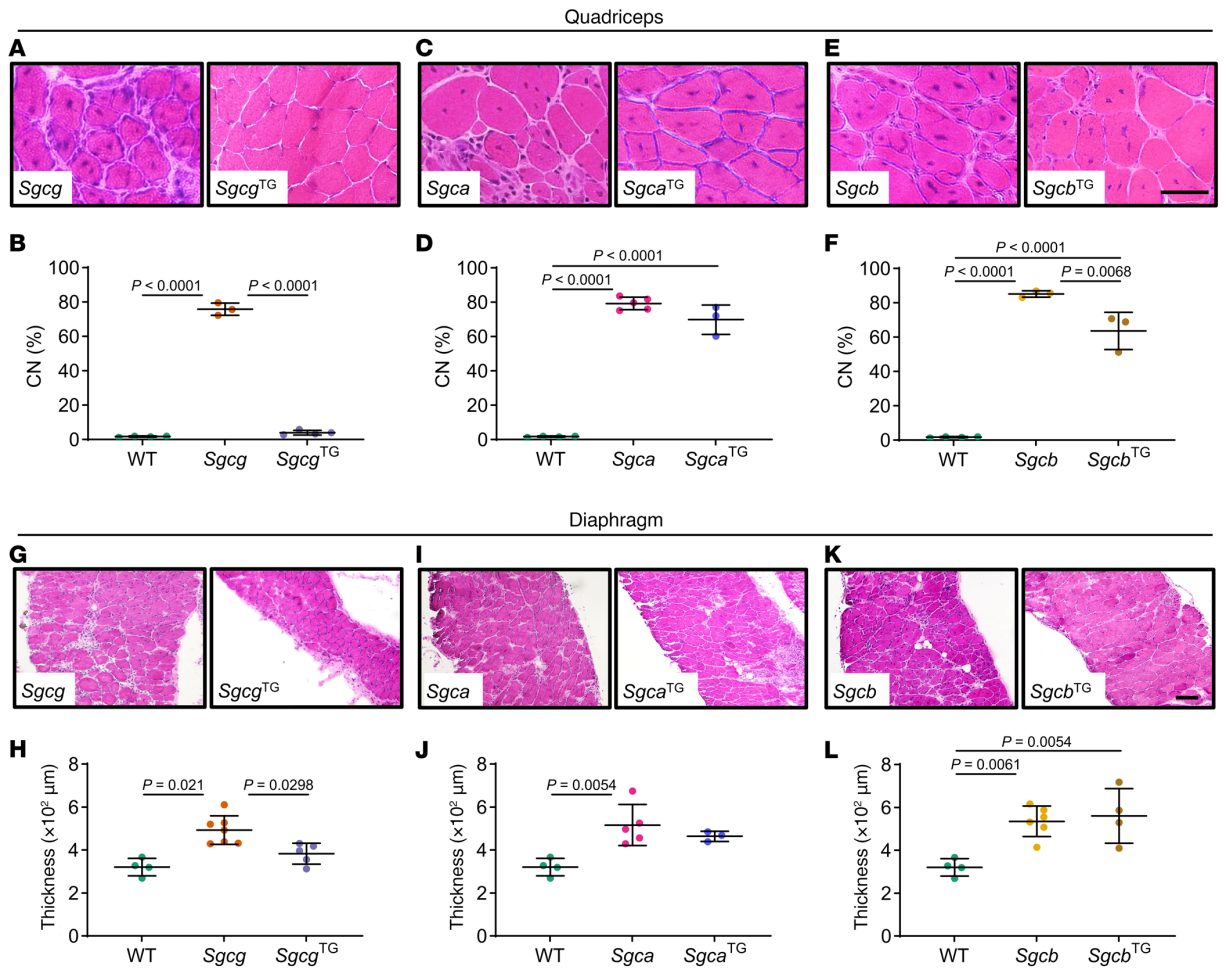
SSPN ameliorates central nucleation and reduces dystrophic pathology in γ-sarcoglycanopathy muscles. (**A**–**F**) Quantification of centrally located nuclei (CN, central nucleation) from H&E-stained quadriceps cryosections from (**A** and **B**) *Sgcg*, (**C** and **D**) *Sgca*, and (**E** and **F**) *Sgcb* mice and SSPN-transgenic littermates (*n* = 3–5 mice per genotype). The percentage of myofibers with centrally located nuclei was significantly increased in all 3 sarcoglycan-deficient lines. Overexpression of SSPN reduced central nucleation in *Sgcg* mice to WT levels, but not in *Sgca* or *Sgcb* mice. (**G**–**L**) Diaphragms from *Sgcg*^TG^ mice exhibit reduced dystrophic pathology. Low-magnification view of diaphragm muscle from (**G**) *Sgcg*, (**I**) *Sgca*, and (**K**) *Sgcb* mice and SSPN-transgenic littermates. The magnification is identical in all images. SSPN overexpression reduced diaphragm thickness in (**H**) *Sgcg* mice, but not in (**J**) *Sgca* or (**L**) *Sgcb* mice (*n* = 4–6 mice per genotype). Statistical analysis by 1-way ANOVA and Tukey’s test. Scale bars: 50 μm (**A**, **C**, and **E**); 200 μm (**G**, **I**, and **K**).

**Figure 3:**
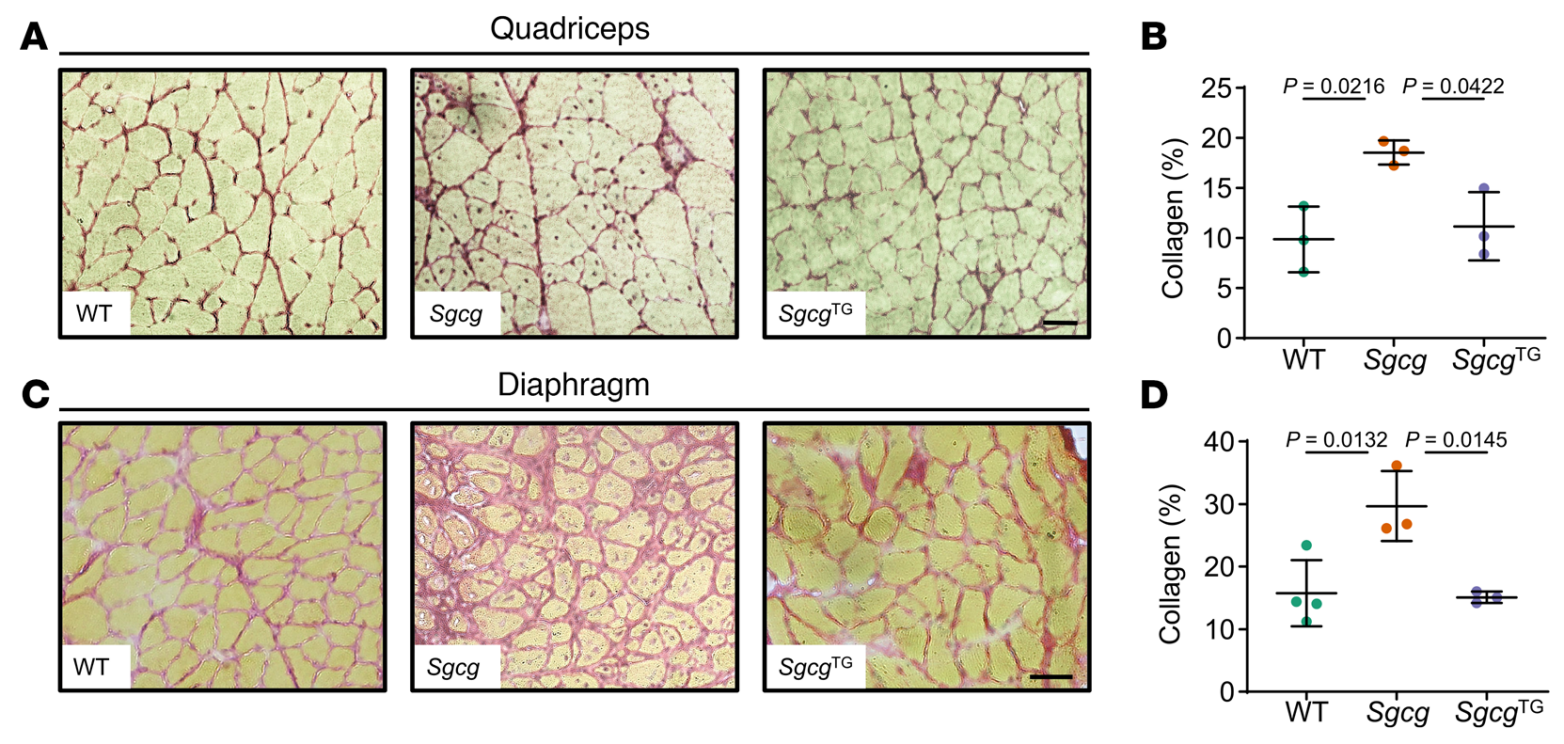
Fibrosis is prevented in *Sgcg*^TG^ muscle. Transverse cryosections and quantification of collagen area from (**A** and **B**) quadriceps and (**C** and **D**) diaphragm stained with Picrosirius Red. Overexpression of SSPN reduced collagen deposition throughout the diaphragm and quadriceps compared with *Sgcg*. *n* = 3–4 mice per genotype. Statistical analysis by 1-way ANOVA and Tukey’s test. Scale bars: 50 μm.

**Figure 4:**
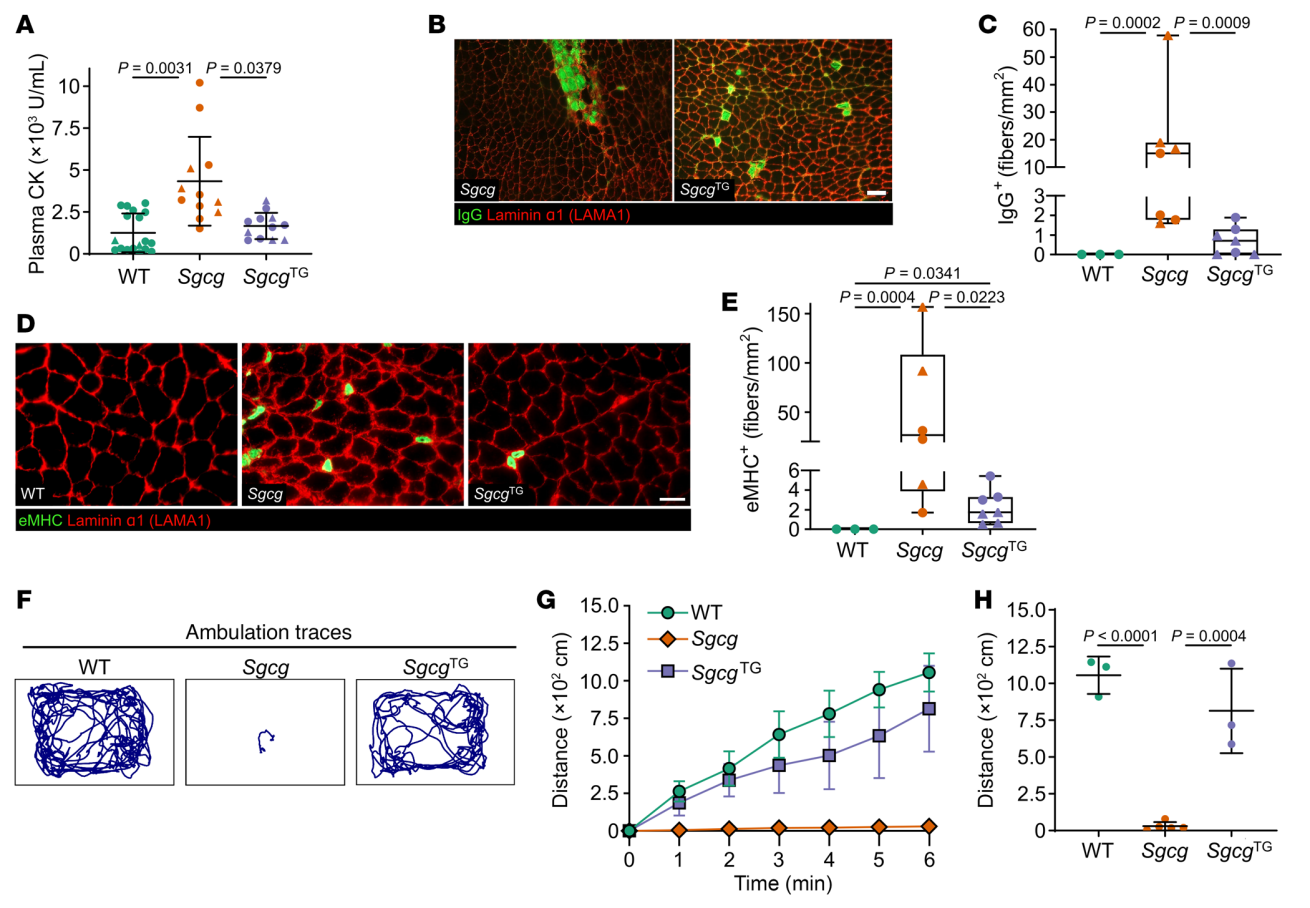
SSPN reduces membrane damage and improves muscle physiology in *Sgcg* mice. (**A**) Plasma creatine kinase (CK) levels of WT, *Sgcg*, and *Sgcg*^TG^ mice. Plasma CK in *Sgcg* mice was elevated approximately 4× that of WT mice. Overexpression of SSPN reduced CK back to WT levels. *n* = 12–18 per genotype (12–20 weeks of age). Statistical analysis by 1-way ANOVA and Tukey’s test. (**B**) Representative images of transverse sections of quadriceps muscles from 12-week-old *Sgcg* and *Sgcg*^TG^ mice stained with anti-mouse IgG antibody (green) and laminin (red). (**C**) IgG^+^ fibers counted from whole quadriceps images, *n* = 3–7. (**D**) eMHC (green) positive fibers were imaged as a measure of regeneration. Laminin (red) was used to outline fibers. (**E**) eMHC^+^ fibers were quantified and normalized to whole quadriceps image area. Both IgG^+^ and eMHC^+^ stains exhibited high variability across *Sgcg* mice, while *Sgcg*^TG^ muscle had very few positively stained fibers in both cases. Statistical analysis for IgG^+^ and eMHC^+^ fibers conducted by Kruskal-Wallis test and subsequent Conover-Iman test with Bonferroni correction. (**F**–**H**) Transgenic SSPN expression improved muscle physiology in *Sgcg* mice. (**F**) Representative traces of mouse ambulation in an open field during a 6-minute recording time. (**G** and **H**) Quantification of after-exercise activity distances from 30-week-old mice. *Sgcg*^TG^ mice traveled significantly farther distances compared with *Sgcg* littermates. *n* = 3–5 per genotype. Statistical analysis by 1-way ANOVA and Tukey’s test. Circles, male mice; triangles, female mice. Scale bars: 50 μm.

**Figure 5:**
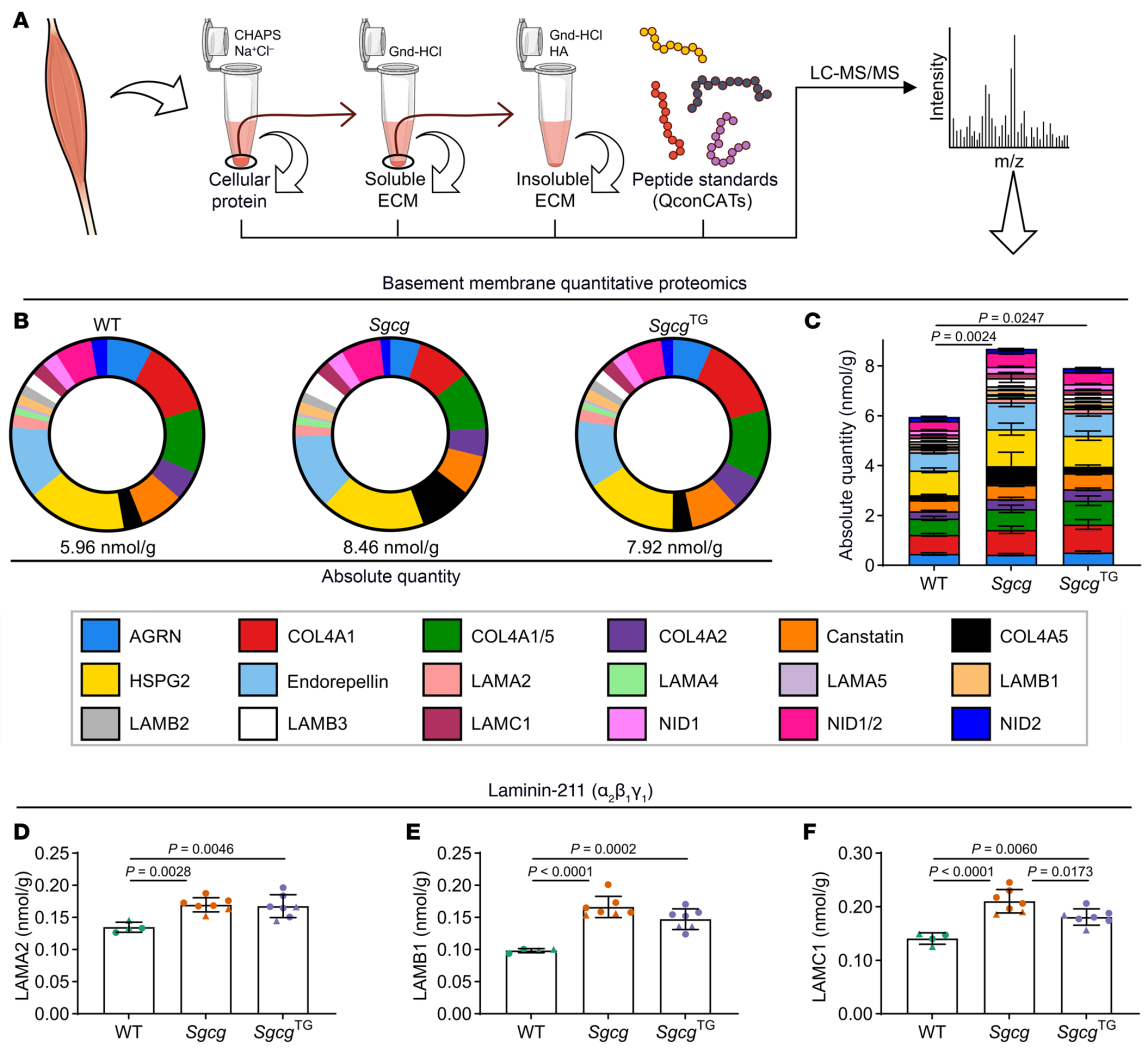
The basement membrane is expanded in *Sgcg* and *Sgcg*^TG^ muscle. Proteomics analysis was conducted using quantitative concatemers (QconCATs) to determine concentrations of basement membrane proteins. (**A**) Schematic overview of proteomics protocol designed to accurately capture difficult-to-extract ECM protein. The figure was partly generated using Servier Medical Art, provided by Servier and OpenStax, both licensed under Creative Commons Attribution 4.0 International. (**B**) Percentages of basement membrane proteins in WT, *Sgcg,* and *Sgcg*^TG^ muscle. (**C**) Comparison of total basement membrane protein content across the 3 genotypes. Basement membrane proteins were more abundant in both *Sgcg* and *Sgcg*^TG^ muscle compared with WT muscle. (**D**–**F**) Absolute quantity of LAMA2, LAMB1, and LAMC1 (protein components of laminin-211) from quantitative proteomics analysis. The laminin-211 proteins were elevated above WT in *Sgcg* and *Sgcg*^TG^ muscle. *n* = 4–7. Statistical analysis by 1-way ANOVA and Tukey’s test. Circles, male mice; triangles, female mice.

**Figure 6:**
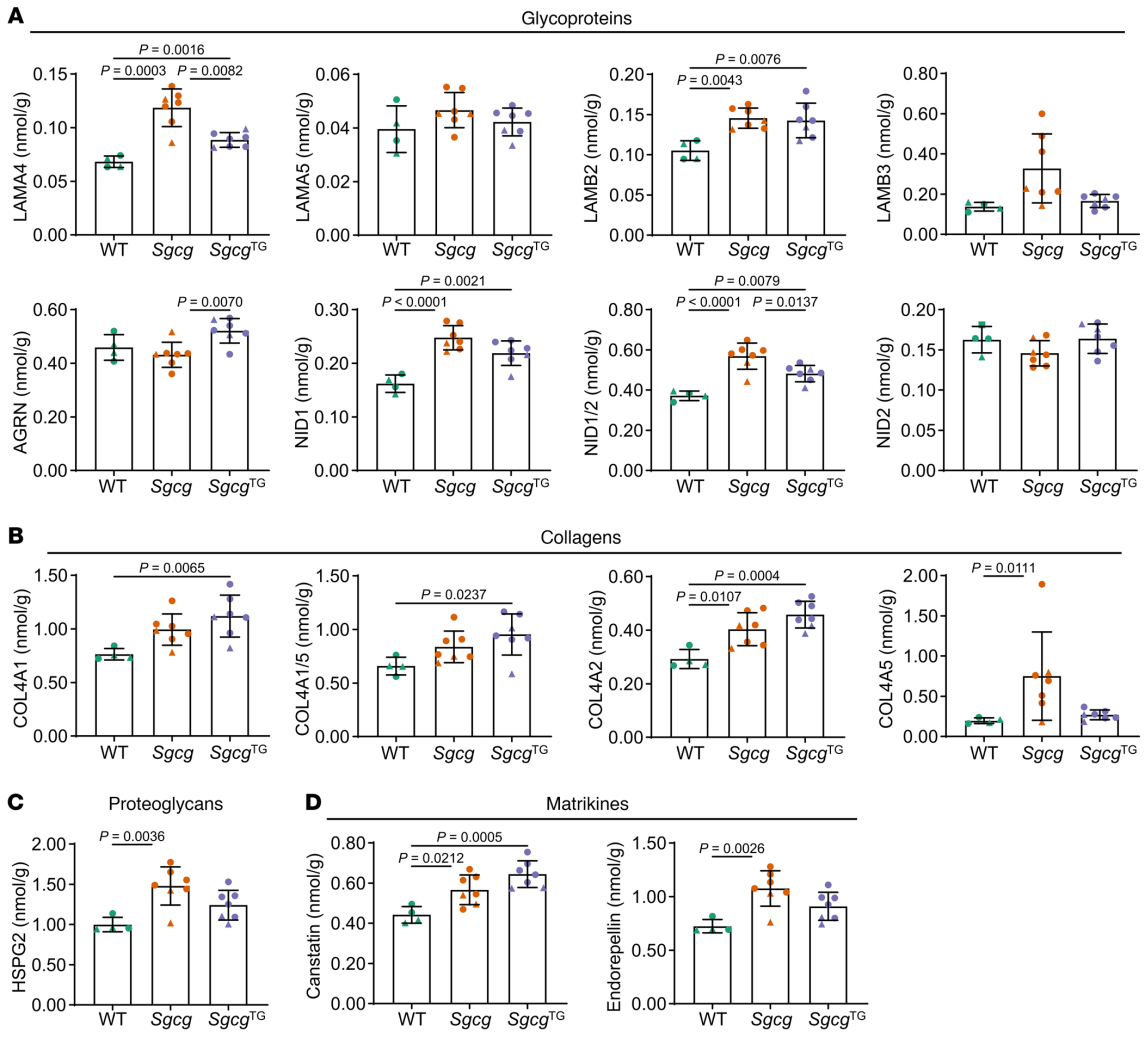
Distinct changes in basement membrane proteins in *Sgcg* and *Sgcg*^TG^ muscle. Quantitative proteomics plots of basement membrane proteins classified as (**A**) glycoproteins, (**B**) collagens, (**C**) proteoglycans, and (**D**) matrikines. The matrikines canstatin and endorepellin are peptide sequences found in the C-terminus of COL4A2 and HSPG2, respectively. NID1/2 represents the peptide sequence GNLYWTDWNR found in both NID1 and NID2. COL4A1/5 represents the peptide sequence SAPFIECHGR found in both COL4A1 and COL4A5. Type IV collagen was increased in *Sgcg*^TG^ samples, while the expanded basement membrane in *Sgcg* muscle was largely driven by regeneration-associated proteins HSPG2, endorepellin, NID1, and NID1/2. *n* = 4–7. COL4A5 and LAMB3 values were compared using Kruskal-Wallis test followed by Dunn’s test. LAMA4 values were compared using Welch’s ANOVA and Dunnett test. All other protein comparisons were conducted by 1-way ANOVA and Tukey’s test. Circles, male mice; triangles, female mice.

**Figure 7:**
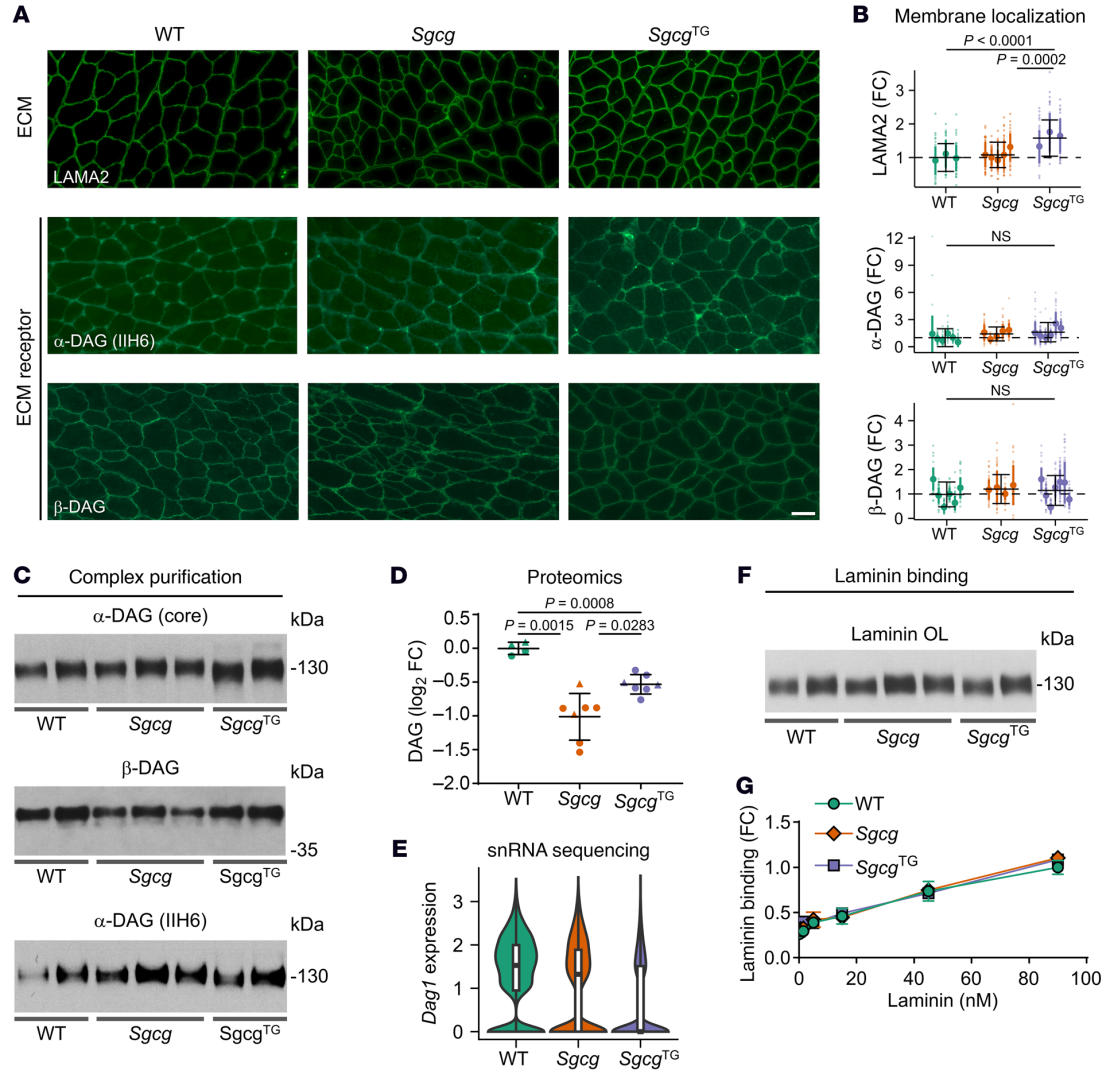
SSPN does not affect the presence of ECM receptors at the membrane or laminin binding capacity in *Sgcg* muscle. (**A**) Immunofluorescence assay quadriceps cryosections probed for laminin and dystroglycan (DAG) with (**B**) quantification. Scale bar: 50 mm; *n* = 3–6 mice per genotype, 49 individual myofiber measurements per mouse (total 147–294). Data are presented as FC relative to WT (mean ± SD) for individual mice within a genotype. The mean ± SD for each genotype is provided with black solid bars (dashed line represents mean of WT samples). Statistical analysis by fitting a generalized linear model. (**C**) Immunoblotting of eluate fractions of lectin (sWGA) purifications using the indicated antibodies (*n* = 2–3). IIH6 detects the laminin binding glycoepitope of α-DAG. (**D**) Proteomics analysis quadriceps muscle, *n* = 4–7. Data presented as log_2_(FC) relative to WT. Statistical analysis by unpaired *t* test and Benjamini-Hochberg procedure. (**E**) *Dag1* expression in myonuclei from single nuclei RNA-seq of quadriceps muscles. (**F**) Laminin overlays of sWGA-enriched eluates. (**G**) Laminin binding capacity of sWGA-enriched muscle lysates by solid phase laminin binding assay, *n* = 2–3. Circles, male mice; triangles, female mice.

**Figure 8:**
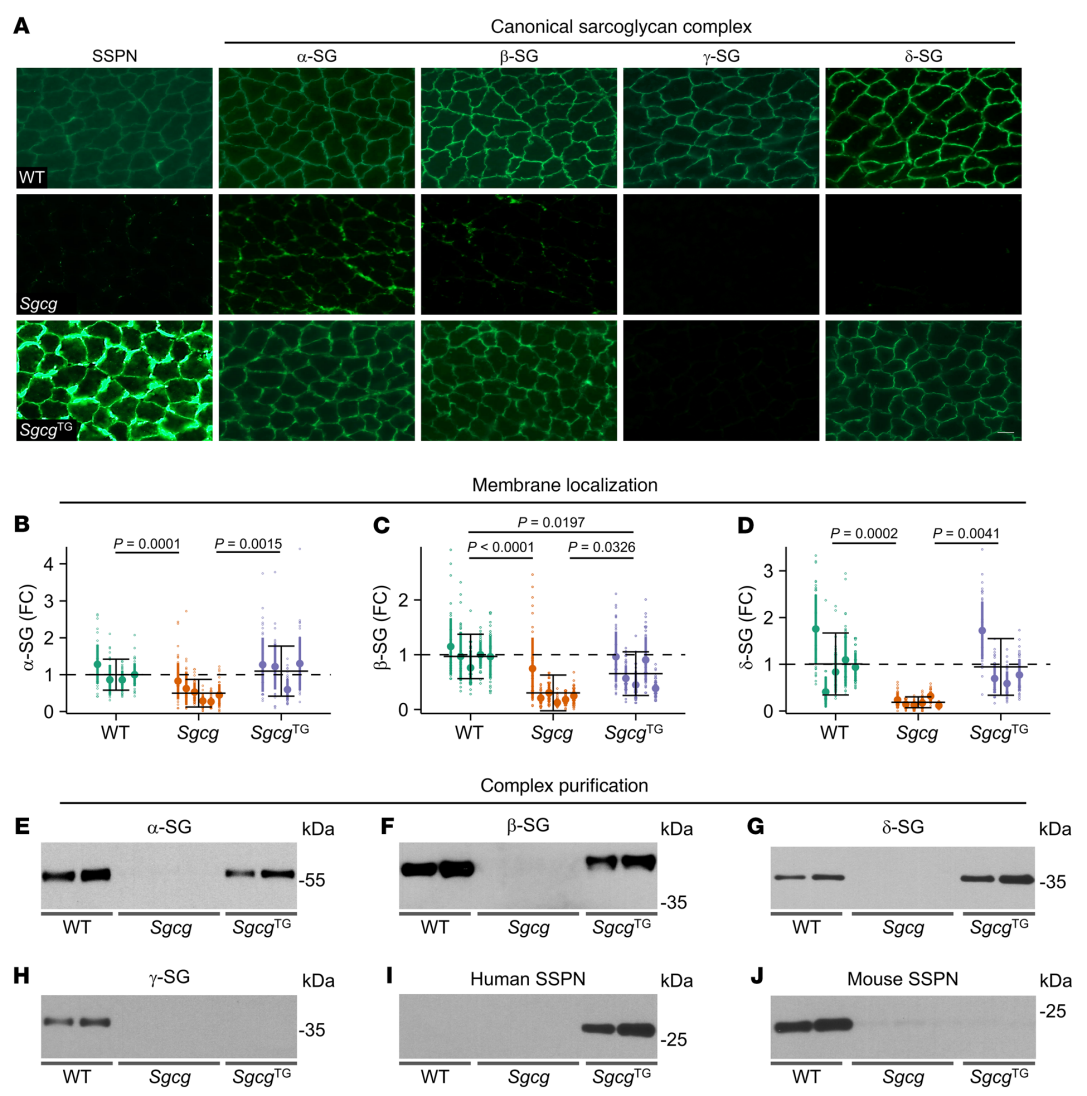
SSPN restores membrane expression protein interactions of α-, β- and δ-sarcoglycans. (**A**) Indirect immunofluorescence assays of transverse WT, *Sgcg*, and *Sgcg*^TG^ quadriceps cryosections using the indicated antibodies. Scale bar: 50 μm. (**B**–**D**) Quantification of sarcoglycan abundance at the sarcolemma, *n* = 4–6 mice per genotype, 49 individual myofiber measurements per mouse (total 196–294 myofibers per genotype). Data are presented as fold change (FC) relative to WT (mean ± SD) for individual mice within a genotype. The mean ± SD for each genotype is provided with black solid bars (dashed line represents mean of WT samples). Statistical analysis was performed by fitting a generalized linear model. (**E**–**J**) Immunoblotting of the eluate fractions of lectin (sWGA) purifications from all 3 genotypes using the indicated antibodies (*n* = 2–3 per genotype). Proteins that interact in a complex can be detected in eluate fractions.

**Figure 9:**
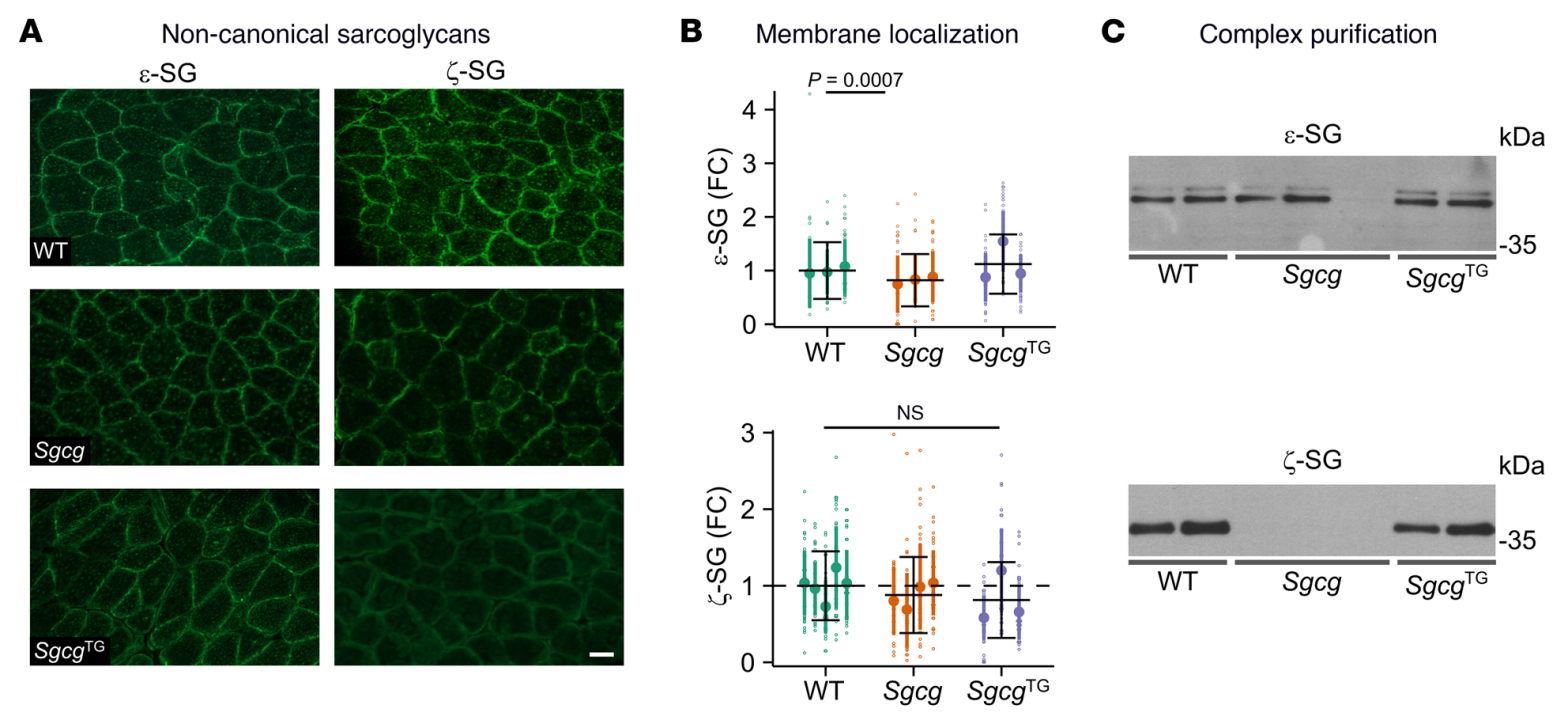
SSPN stabilizes DGC complexes containing ζ-sarcoglycan. (**A**) Indirect immunofluorescence assays of transverse WT, *Sgcg*, and *Sgcg*^TG^ quadriceps cryosections using the indicated antibodies. Scale bar: 50 μm. (**B**) Quantification of ε- and ζ-sarcoglycan abundance at the sarcolemma, *n* = 3–5 mice per genotype, 49 individual myofiber measurements per mouse (total 147–245). Data are presented as FC relative to WT (mean ± SD) for individual mice within a genotype. The mean ± SD for each genotype is provided with black solid bars (dashed line represents mean of WT samples). Statistical analysis was performed by fitting a generalized linear model. (**C**) Immunoblotting of the eluate fractions of lectin (sWGA) purifications from all 3 genotypes using the indicated antibodies (*n* = 2–3 per genotype). Proteins that interact in a complex can be detected in eluate fractions.

**Figure 10:**
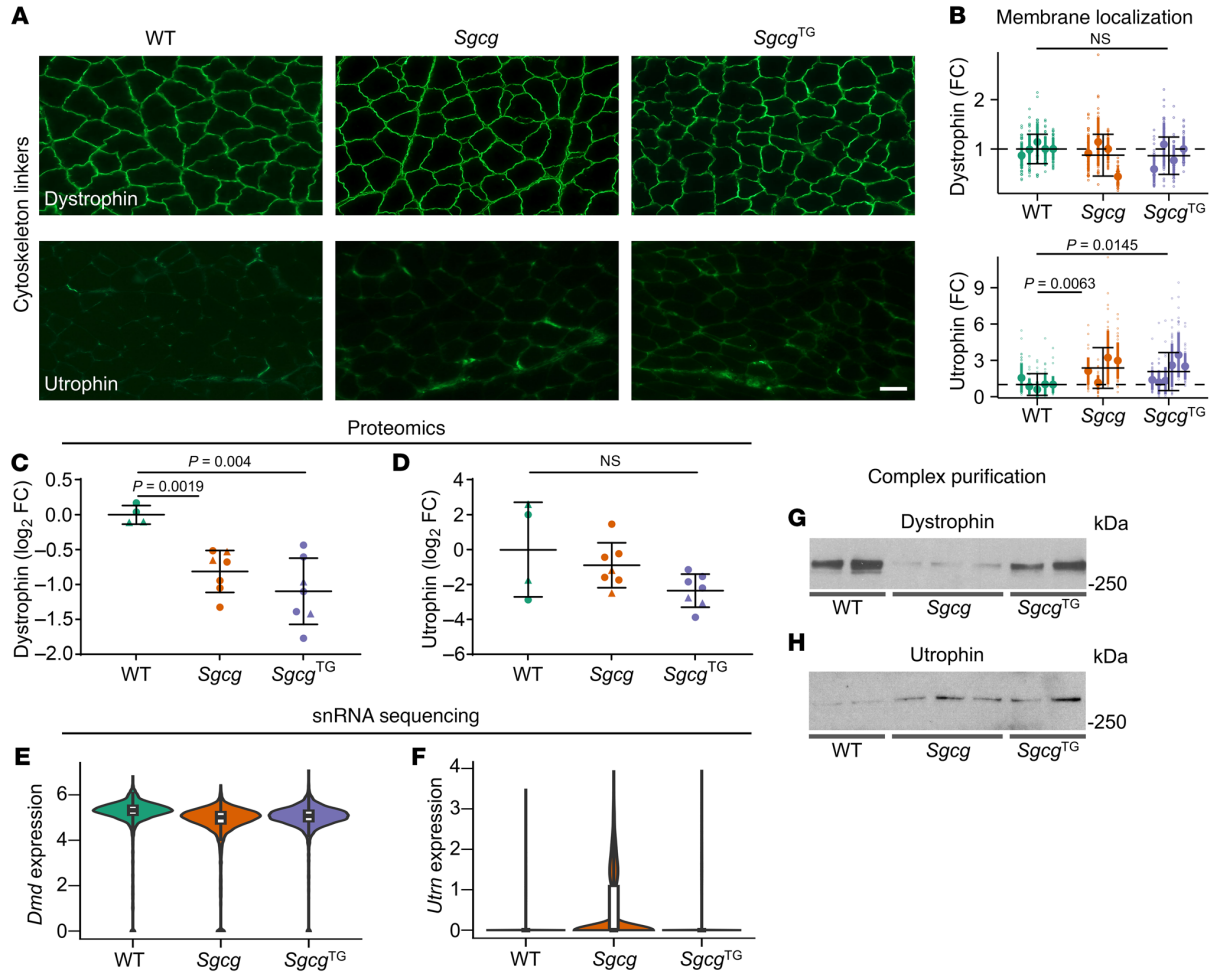
SSPN restores dystrophin-dystroglycan association. (**A**) Immunofluorescence staining and (**B**) sarcolemmal intensity quantification of dystrophin and utrophin, *n* = 4–5 mice per genotype, 49 individual myofiber measurements per mouse (total 196–245); data presented as fold change (FC) relative to WT, mean ± SD within each mouse and ± SD of all measurements per genotype. Statistical analysis by fitting a generalized linear model described in the methods section. (**C** and **D**) Relative protein levels from proteomics show dystrophin was reduced in the *Sgcg* and *Sgcg*^TG^, despite similar membrane intensity values, *n* = 4–7. Adjusted *P* values (Benjamini–Hochberg procedure) from differential protein expression analysis shown. (**E** and **F**) *Dmd* and *Utrn* mRNA expression in myonuclei from single nuclei RNA-seq. *Dmd* expression was slightly reduced in both *Sgcg* (average log_2_ FC = –0.48) and *Sgcg*^TG^ (average log_2_ FC = –0.35) compared with WT, with *Sgcg*^TG^ slightly higher than *Sgcg* (average log_2_ FC = 0.14). *Utrn* expression was elevated in *Sgcg* myonuclei (average log_2_ FC = 3.23) above WT. (**G** and **H**) sWGA enrichment of muscle lysates and immunoblotting for dystrophin and utrophin, *n* = 2–3. Dystrophin-dystroglycan association was reduced in *Sgcg* but restored in *Sgcg*^TG^ samples while utrophin-dystroglycan association was similarly increased in *Sgcg*^TG^ and *Sgcg* compared with WT.

**Figure 11:**
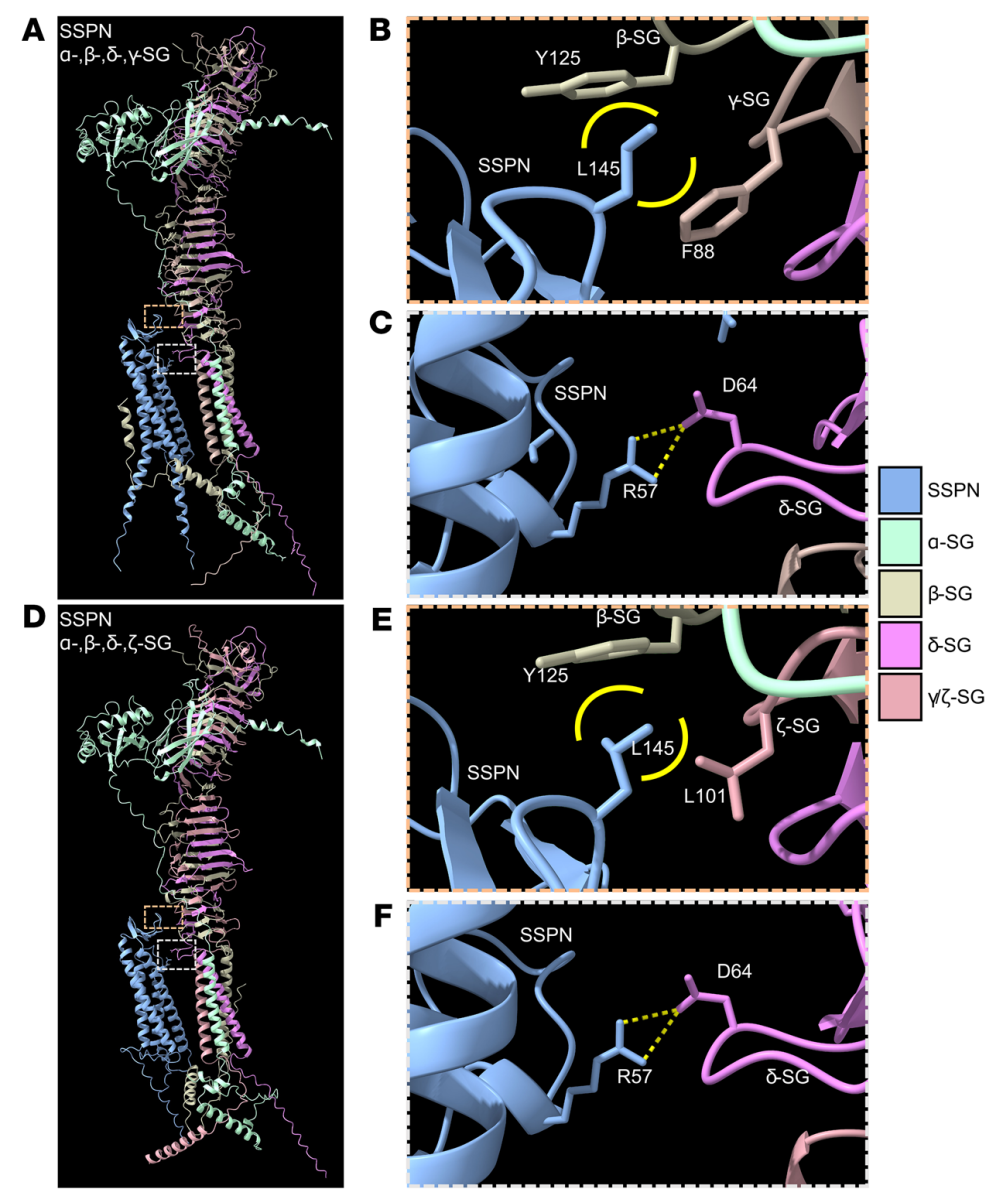
ζ-sarcoglycan replaces γ-sarcoglycan in predicted SSPN-SG structure. AlphaFold 3 predicted structures of (**A**) SSPN with α-, β-, δ-, γ-SG complex. (**B**) An inset (orange box in **A**) showing hydrophobic interactions consisting of Leu145 of SSPN in a hydrophobic pocket created by Phe88 of γ-SG and Tyr125 of β-SG. (**C**) An inset (grey box in **A**) showing a salt bridge between Arg57 of SSPN and Asp64 of δ-SG. (**D**) SSPN with α-, β-, δ-, ζ-SG complex demonstrated similarity to the canonical complex shown in **A**. (**E**) An inset (orange box in **D**) showing conserved hydrophobic interactions consisting of Leu145 of SSPN in a hydrophobic pocket created by Leu101 of ζ-SG and Tyr125 of β-SG. (**F**) An inset (grey box in **D**) showing a conserved salt bridge formed Arg57 of SSPN and Asp64 of δ-SG. Dotted yellow lines, hydrogen bonds involved in a salt bridge; yellow arcs, hydrophobic interactions.

**Figure 12:**
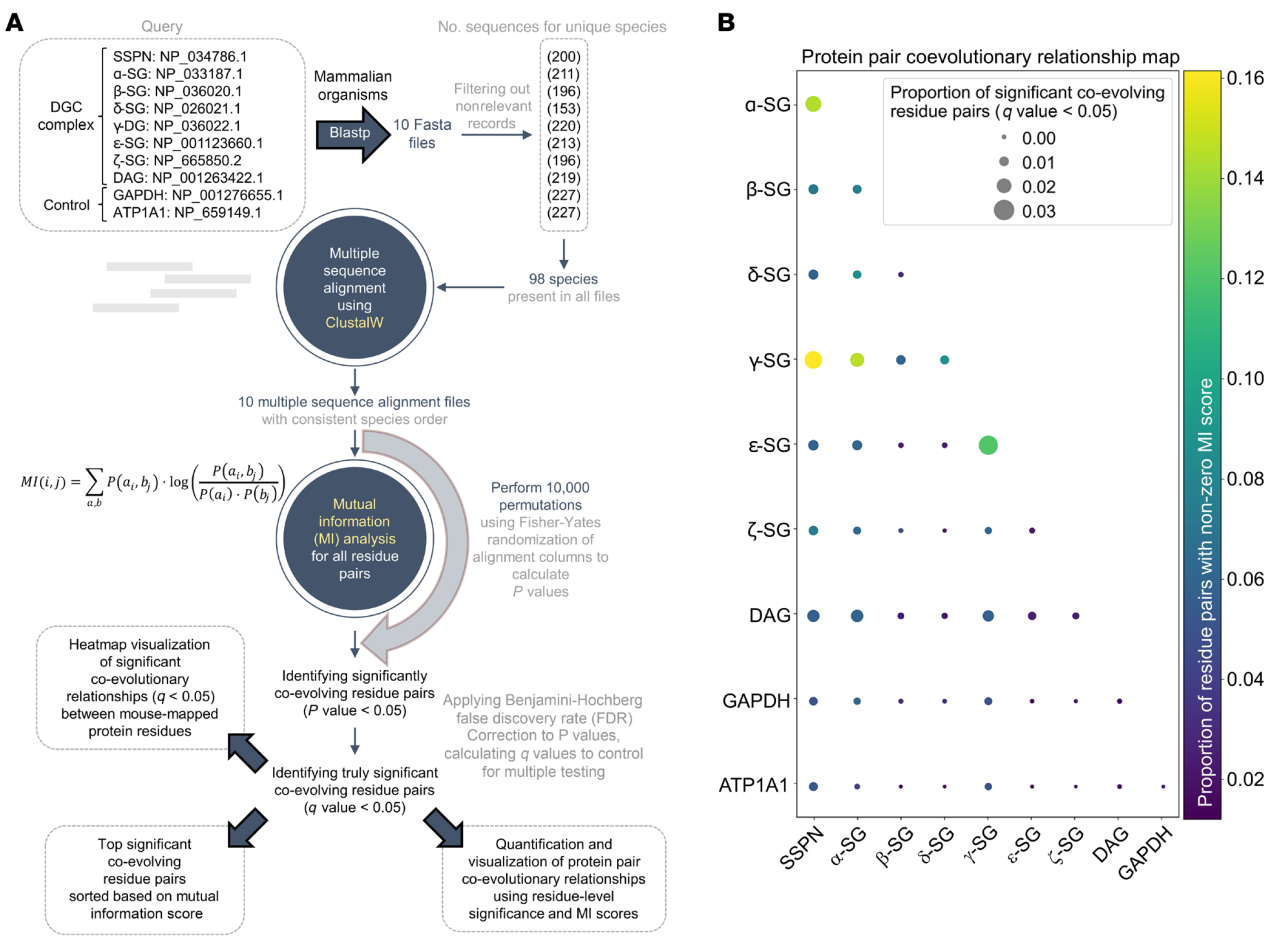
Coevolutionary analysis of protein pairs in the SG-SSPN complex and control proteins. Coevolution of residues from SSPN, α-SG, β-SG, δ-SG, γ-SG, ε-SG, ζ-SG, dystroglycan, and 2 control proteins GAPDH and ATP1A1 was analyzed. (**A**) Workflow schematic of the mutual information-based coevolutionary analysis. (**B**) Dot plot integrating mutual information scores and coevolution significance for each protein pair. Dot size represents the proportion of significantly coevolving residue pairs (*q*-value < 0.05) and color (yellow to red) indicates the fraction of residue pairs with nonzero mutual information scores. The more intense yellow color between SSPN and γ-SG indicates a higher fraction of nonzero mutual information scores for this protein pair. This analysis revealed a strong coevolutionary relationship between SSPN and γ-SG.

**Figure 13:**
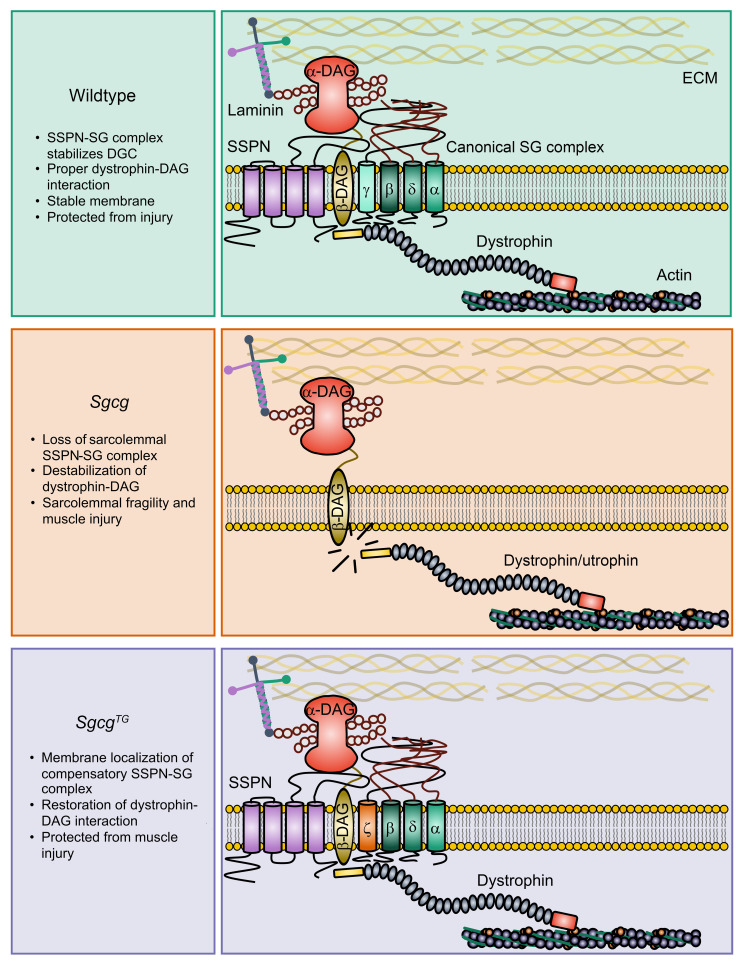
Rebuilding, rewiring and stabilization — how sarcospan prevents limb-girdle muscular dystrophy R5. The SSPN-sargoclycan complex interacts with and stabilizes the DGC and maintains dystrophin-dystroglycan association. Though expressed at lower levels in skeletal muscle, ε- and ζ-sarcoglycan form alternative sarcoglycan complexes (see discussion section for details and references). Our model suggests that SSPN overexpression restores membrane stability in γ-sarcoglycan–deficient muscle by supporting the stabilization of a lower abundance sarcoglycan complex (α-, β-, δ-, ζ-sarcoglycan). This supports restoration of dystrophin-dystroglycan binding, thereby protecting against muscle injury.

## Version 1 06/23/2025

In-Press Preview

## Version 2 09/02/2025

Electronic publication

# Supplementary material for: Sarcospan protects against LGMD R5 via remodeling of the sarcoglycan complex composition in dystrophic mice
**Source:** J Clin Invest. 2025 Jun 19;135(17):e187868. doi: 10.1172/JCI187868
**Supplement:** Supplemental data

Sarcospan rewires the sarcoglycan complex composition to stabilize the sarcolemma and prevent limb-girdle muscular dystrophy R5

Ekaterina I. Mokhonova^{1#}, Daniel Helzer^{1#}, Ravinder Malik^{1#}, Hafsa Mamsa¹, Jackson Walker¹, Mark Maslanka², Tess S. Fleiser¹, Mohammad H. Afsharinia¹, Shiheng Liu^{3,4}, Johan Holmberg^{1,5}, Z. Hong Zhou^{3,4}, Eric J. Deeds^{1,6}, Kirk C. Hansen², Elizabeth M. McNally⁷,
and Rachelle H. Crosbie^{1, 8-10*}

¹Department of Integrative Biology and Physiology, University of California Los Angeles, Los Angeles, CA, USA; ²Department of Biochemistry and Molecular Genetics, University of Colorado Anschutz Medical Campus, Aurora, CO, USA; ³Department of Microbiology, Immunology, and Molecular Genetics, University of California, Los Angeles, CA, USA; ⁴California NanoSystems Institute, University of California, Los Angeles, CA, USA; ⁵Department of Experimental Medical Science, Lund University, Lund, Sweden; ⁶Institute for Quantitative and Computational Biosciences, University of California, Los Angeles, CA, USA; ⁷Center for Genetic Medicine, Northwestern University Feinberg School of Medicine, Chicago, IL, USA; ⁸Eli and Edythe Broad Center of Regenerative Medicine and Stem Cell Research, University of California Los Angeles, Los Angeles, CA, USA; ⁹Molecular Biology Institute, University of California Los Angeles, Los Angeles, CA, USA; ¹⁰Department of Neurology, David Geffen School of Medicine, University of California Los Angeles, Los Angeles, CA, USA

#Joint co-first authors

Professor and Chair

Department of Integrative Biology & Physiology

University of California Los Angeles

610 Charles E. Young Drive East

Terasaki Life Science Building

Los Angeles, CA 90095

Contents:

Supplemental Methods

Supplemental Figures 1-10

Supplemental Tables 1-4

Supplemental References

Supplemental Methods

Animal models

C57BL/6J wildtype, *Sgca*^{+/-} (B6.129S6-*Sgca*^{tm2Kcam/J}), and *Sgcb*^{+/-} (B6.129-*Sgcb*^{tm1Kcam/1J}) (1) mice were obtained from Jackson Laboratories (Bar Harbor, ME). *Sgcg*^{+/-} mice were provided by Dr. Elizabeth McNally (Northwestern University) (2). The generation of transgenic (TG) mice harboring the full-length human SSPN (hSSPN) cDNA has been described previously (3, 4). *Sgca*^{TG}, *Sgcb*^{TG}, and *Sgcg*^{TG} mice were obtained according to the two breeding schemes outlined in Supplemental Figure 1. We crossed SG-heterozygotes (*Sgca*^{+/-}, *Sgcb*^{+/-}, *Sgcg*^{+/-}) to SSPN-TG mice (Supplemental Figure 1A) to generate transgenic SG-heterozygotes; then transgenic SG-heterozygotes were crossed to SG-heterozygotes to obtain transgenic SG-null mice (*Sgca*^{TG}, *Sgcb*^{TG}, and *Sgcg*^{TG}). In the second breeding scheme, we crossed SG-heterozygotes to each other to generate SG-deficient mice and then bred these mice to transgenic SG-heterozygotes (Supplemental Figure 1B). Transgenic SG-deficient mice were born at the expected ratio, 12.5% in the first breeding scheme and 25% in the second scheme. 30-week-old male mice were used for the ambulation and grip strength tests, while 12 to 20-week-old male and female mice were used for all remaining experiments. Mice were maintained in the Center for Health Sciences Vivarium and Terasaki Life Sciences Vivarium at the University of California, Los Angeles, according to approved protocols and guidelines by the UCLA Institutional Animal Care and Use Committee. Sample size was determined based on prior publications (5-8) using G*Power (9).

Co-evolutionary analysis of SG-SSPN complex proteins

Canonical protein sequences for sarcospan (NP_034786.1), α-SG (NP_033187.1), β-SG (NP_036020.1), δ-SG (NP_036021.1), γ-SG (NP_036022.1), ε-SG (NP_001123660.1), ζ-SG (NP_665840.2), dystroglycan (NP_001263422.1), GAPDH (NP_001276655.1, general control), and ATP1A1 (NP_659149.1, transmembrane control) were used as queries for BLASTP searches. To validate the specificity of the co-evolution signal, we employed a dual-control approach using GAPDH and ATP1A1. GAPDH, a widely expressed glycolytic enzyme, served as a general housekeeping control to distinguish our findings from general evolutionary patterns. ATP1A1, a ubiquitously expressed transmembrane protein essential for maintaining cellular ion gradients, provided a control for transmembrane proteins not known to be functionally related to the dystrophin-glycoprotein complex. This approach allowed us to differentiate the observed co-evolutionary relationship from both general evolutionary trends and those specific to transmembrane proteins. The NCBI Protein BLAST web server (<https://blast.ncbi.nlm.nih.gov/Blast.cgi?PAGE=Proteins>) was utilized with default settings, except for restricting the organism to Mammalia (taxid:40674) and setting the maximum target sequences to 5000. The resulting FASTA files were curated to retain only isoform 1 from common species across all proteins (98 records). Multiple sequence alignment was performed using ClustalW 2.1 (10). Subsequent analyses were performed using Python 3.12.5.

Mutual information (MI) was calculated for all intra-protein and inter-protein column pairs in the alignment files using the formula:

$$MI(X,Y) = \sum p(x,y) \times \log_2 \left(\frac{p(x,y)}{p(x) \times p(y)} \right)$$

High MI scores between columns suggest co-evolution, potentially indicating functional relationships between those positions in the proteins (11). MI scores were mapped to mouse protein residue pairs, excluding columns with gaps in mouse proteins. To ensure the observed MI scores were significantly higher than expected by chance, 10,000 permutation tests were

performed using Fisher-Yates randomization. *P*-values were calculated for each residue pair. The Benjamini-Hochberg procedure was applied to control the false discovery rate. Significant co-evolving residue pairs were identified using a *q*-value threshold of 0.05.

To ensure that the observed co-evolution was not constrained by individual residue conservation, the information content (IC) was calculated for each residue using the following formula:

$$IC = \log_2(20) + \sum p(x) \log_2(p(x)),$$

where $p(x)$ is the frequency of amino acid x at a given position, and $\log_2(20)$ represents the maximum possible entropy for protein sequences (as there are 20 standard amino acids). The IC score ranges from 0 to 4.2 bits, with higher values indicating greater conservation. Moderate IC scores allow for sufficient variability to be detected by mutual information analysis without being constrained by individual conservation.

Significant co-evolving residue pairs were visualized using a heatmap. The proportion of significant co-evolving residue pairs and the proportion of residue pairs with non-zero MI scores were calculated for each protein pair and visualized using a dot plot. The top significant co-evolving residue pairs were identified based on MI scores and IC values were also calculated, ensuring that the observed co-evolution was not simply a result of high individual residue conservation.

Indirect immunofluorescence staining

Freshly dissected muscles were mounted in OCT (Tissue-Tek), frozen in liquid-nitrogen chilled isopentane, and stored at -80°C for future analysis. Transverse 10 μ m quadriceps cryosections were blocked in 3% BSA in PBS for 1 hour at room temperature. The avidin/biotin blocking kit (SP-2001; Vector Laboratories) and the Mouse on Mouse (M.O.M.) immunodetection kit (BMK-2202; Vector Laboratories) were used according to the manufacturer's instructions for primary antibodies raised in mouse. Sections were incubated with the following primary antibodies in 3% BSA in PBS or M.O.M. Diluent at 4°C overnight: dystrophin (MANDYS8; D8168, 1:200; Sigma-Aldrich), utrophinM3 (MANCHO3 84A, 1:5; Developmental Studies Hybridoma Bank), a-sarcoglycan (NCL-L-a-SARC, 1:100; Leica Biosystems), β -sarcoglycan (NCL-L-b-SARC, 1:20; Leica Biosystems), γ -sarcoglycan (GTX117176, 1:4000; GeneTex), δ -sarcoglycan (ab137101, 1:100; Abcam), ϵ -sarcoglycan (2407-1-AP, 1:50; Thermo Fisher Scientific), ζ -sarcoglycan (NBP2-48536, 1:50; Novus Biologicals), β -dystroglycan (NCL-L-b-SARC, 1:20; Leica Biosystems), α -dystroglycan (DGIIH6 C4s, 1:20; Developmental Studies Hybridoma Bank), β 1D integrin (MAB1900, 1:30; Millipore), laminin (L9393; 1:200; Sigma-Aldrich), spectrin (PA5-52970, 1:200; Thermo Fisher Scientific), eMHC (F1.652, 1:25; Developmental Studies Hybridoma Bank), SSPN E2 (sc-393187; 1:50; Santa Cruz Biotechnology), type I collagen (CL50151AP-1; 1:250; Cedarlane Labs), and laminin alpha-2 (AB11576; 1:150; Abcam). Primary antibodies were detected by biotinylated anti-mouse IgG (BA-9200; 1:500; Vector Laboratories) or biotinylated anti-rabbit IgG (BA-1000; 1:500; Vector Laboratories) and fluorescein-conjugated avidin D (A-2001; 1:500; Vector Laboratories). The M.O.M. block was excluded for IgG membrane permeability staining. Laminins (L9393 and AB11576) were detected with goat anti-rabbit Alexa Fluor 594 (A-11037, 1:500; Invitrogen). Sections were mounted with Vectashield with or without DAPI (Vector Laboratories). Images were captured with a Zeiss Axio Imager M2 (Carl Zeiss Inc., Thornwood, NY, USA) with a Hamamatsu ORCA-Flash 4.0 V3 digital complementary metal oxide semiconductor camera and a plan-Apochromat 20 $\times$ /0.8 M27 objective. Exposure times were kept the same between compared

genotypes. Image analysis was performed using ImageJ 1.50i software (NIH), QuPath (12), or Zen (Carl Zeiss).

Histology

Central nucleation, muscle fiber cross-sectional area, and diaphragm thickness were visualized by H&E staining of 10 μm thick transverse cryosections as described previously (13). The percentage of fibers with central nucleation was calculated using 3-4 fields of view per cross-section, and for every region of view ~500 fibers were manually counted, totaling 1500-2000 fibers per muscle section. Diaphragm thickness was measured in ImageJ by taking an average of five measurements equally spaced along the length of the H&E-stained muscle section. Myofiber CSA was measured from 500 random, clearly demarcated fibers per sample (14) from whole quadriceps sections.

Picrosirius red staining for collagen deposition

Transverse quadriceps and diaphragm cryosections (10 μm) were stained with Picro-Sirius Red using a commercial kit (KTPSRPT; StatLab), according to the manufacturer's protocol with the following modifications developed for cryo-sections. Slides were acclimated at room temperature (RT) for 10 min and rehydrated through a series of graded alcohol washes (100%, 80% and 50%), 2 min in each solution. Sections then were soaked in distilled water for 2 min and fixed with 4% PFA/PBS for 30 min at RT, followed by two washing in distilled water, 5 min each. After staining with Wiegert hematoxylin for 5 min, slides were washed for 3 minutes in three changes of distilled water and stained in Picro-Sirius Red for 1 hour. Slides were then washed twice in 0.5% acetic acid, 1 min each wash, submersed in 90% ethanol for 30 sec, quickly dehydrated in 100% ethyl alcohol (2 changes, 30 sec each), cleared with xylene (2 changes, 5 min each), and mounted with Permount mounting medium (UN1294; Thermo Fisher Scientific). Images were captured using the same microscope setup as noted previously for indirect fluorescence analysis, except that they were widefield. The fibrotic area was measured using ImageJ 1.50i software, with each muscle section having its largest contiguous region manually drawn as a ROI and the total area in pixels of the ROI was measured. This ROI was drawn along the outside edge of an area one myofiber internal to the epimysium so that only collagen internal to the muscle was measured. The Color deconvolution 2 (15) plug-in for ImageJ was used on an RGB image to unmix the colors, with the pale-yellow color of the cytoplasm being subtracted and the red staining of collagen being kept. The output image was converted to 16-bit and the threshold function was used to exclude any remaining intracellular regions and generate a binary image representing pixels positive for collagen staining. The same manually drawn ROI was used on top of this binary image to measure the amount of collagen positive pixels, which was divided from the total pixels of the ROI to get collagen percent area.

IgG⁺ permeabilized and eMHC⁺ newly regenerated fibers

Number of IgG or eMHC positive fibers was determined by counting positively stained fibers demarcated with laminin and dividing by the quadriceps image cross-sectional area (8).

Membrane protein intensity analysis

Immunofluorescence images were quantified using the line drawing tool on ImageJ 1.50i software. Lines were drawn perpendicular to the cell membrane, and peak intensity values were plotted, denoted as "max" measurements on ImageJ. For random sampling of the images, ImageJ's

grid tool with random offset was used with the myofiber membrane closest to each grid crossing being measured. The background signal (averaged signal from the unstained centers of 5 random muscle fibers) was subtracted from each max measurement of the stained areas to get the corrected max value used for analysis. Forty-nine non-overlapping cross-sectional areas per animal were quantified.

Creatine kinase assay

Plasma was collected during tissue harvest by cardiac puncture. Immediately after collection samples were snap-frozen in liquid nitrogen and kept at -80°C. Before analysis, samples thawed on ice and diluted 1:100 in 0.9% NaCl. The creatine kinase assay and data analysis were performed by BioAssay Systems using EnzyChrom™ Creatine Kinase Assay Kit (ECPK-100). In a clear bottom 96-well plate 10 µL of each sample and 100 µL of reagent per well was loaded in triplicates. Plates were incubated for 20 min at room temperature and read OD_{340nm} at 20 min and again at 40 min. CK activity was calculated using the following equation:

$$\text{CK (U/L)} = \frac{\text{OD}_{40\text{min}} - \text{OD}_{20\text{min}}}{\text{OD}_{\text{Calibrator}} - \text{OD}_{\text{H}_2\text{O}}} \times 150 \times n,$$

where n is the dilution factor. OD_{40min} and OD_{20min} are OD_{340nm} values at 40 min and 20 min for the sample. OD_{Calibrator} and OD_{H₂O} are OD_{340nm} values of the Calibrator and water blank at 40 min. The value 150 is the equivalent activity (U/L) of the Calibrator under the assay conditions.

sWGA enrichment

Skeletal hindlimb muscles (excluding quadriceps, gastrocnemius, and tibialis anterior muscles) were snap frozen and stored at -80°C until analysis. Tissues were pulverized to a fine powder using a chilled BioPulverizor (59014N; BioSpec). Protein was extracted by Dounce homogenizing in 10x volume of chilled digitonin lysis buffer (50 mM Tris, 500 mM NaCl, 1% digitonin, pH 7.8) containing Halt protease (1860932; Thermo Scientific) and Halt phosphatase inhibitors (78428; Thermo Scientific) and solubilized for 1 hour at 4°C. Lysates were clarified by centrifugation at 20,000 xg for 20 min at 4°C. The DC Protein Assay (5000113-115; Bio-Rad) was used to determine protein concentration. Succinylated Wheat Germ agglutinin conjugated agarose beads (sWGA; AL-1023S-5; Vector Laboratories) pre-equilibrated with digitonin lysis buffer were rotated with equal amounts of protein (10 mg) overnight at 4°C. The following day, beads were spun at 1,000 xg for 5 min and rinsed five times with digitonin wash buffer (50 mM Tris, 500 mM NaCl, 0.1% digitonin, 0.2 mM PMSF, 0.75 mM benzamidine, 5 mM calpain I and 5 mM Calpain II, pH 7.8). Bound proteins were eluted with digitonin wash buffer containing 0.3 M GlcNAc (N-acetyl glucosamine; A8625; Sigma-Aldrich) for 1 hour at 4°C before concentrating with the 10 kDa filtration columns Amicon Ultra-15 (UFC901024; Millipore). sWGA eluates were stored at -80°C prior to analysis. All incubation and centrifugation steps were performed at 4°C.

Immunoblot analysis

Equimolar amounts of sWGA eluates (10-100 µg) were separated on 4-12% gradient Bolt Bis-Tris gels (NW04122BOX; Thermo Scientific) and transferred onto nitrocellulose membranes (926-31092; Li-Cor Biosciences). PageRuler Plus Prestained Protein Ladder (PI26619; Thermo Scientific) was used as a molecular weight marker. Membranes were blocked with 5% non-fat dry milk (Carnation) in TBST (50 mM Tris, 100 mM NaCl, 0.1 % Tween-20, pH 7.5) for 1 hour at RT followed by primary antibody incubation overnight at 4°C with gentle rotation. The following primary antibodies were diluted in blocking buffer: dystrophin (MANDYS8; D8168, 1:500; Sigma-Aldrich), α-sarcoglycan (NCL-L-a-SARC, 1:100; Leica Biosystems), β-sarcoglycan

(NCL-L-b-SARC, 1:75; Leica Biosystems), γ -sarcoglycan (GTX117176, 1:4000; GeneTex), δ -sarcoglycan (ab137101, 1:600; Abcam), ϵ -sarcoglycan (2407-1-AP, 1:100; Thermo Fisher), ζ -sarcoglycan (NBP2-94447, 1:400; Novus Biologicals), β -dystroglycan (MANDAG2 7D11, 1:500; Developmental Studies Hybridoma Bank), α -dystroglycan (DGIIH6 C4s, 1:50; Developmental Studies Hybridoma Bank), human SSPN (LS-C747357, 1:30,000; LifeSpan Bioscience), and mouse SSPN (Crosbie Lab 10B8, 1:2,000). Immunoblots were extensively rinsed in TBST before applying horseradish peroxidase-conjugated anti-mouse IgG (ab6789, 1:40,000; Abcam), anti-rabbit IgG (ab6721, 1:40,000; Abcam) or anti-mouse IgM (626820, 1:10,000; Thermo Scientific) secondary antibody in blocking buffer for 1 hour at room temperature. Bound antibodies were detected with SuperSignal West Pico Plus Chemiluminescence (34580; Thermo Scientific) and signal developed on GeneMate Blue Autoradiography Film (F-9023; GeneMate).

Solid phase binding assay

For laminin binding solid phase assay, 96-well Nunc MaxiSorp plates (Invitrogen) were coated with 100 μ L of sWGA eluates overnight at 4°C in bicarbonate buffer. All subsequent steps were performed at room temperature. After three washes with 0.5% BSA in Laminin Binding Buffer (LBB) (10 mM triethanolamine, 140 mM NaCl, 1 mM CaCl₂, 1 mM MgCl₂, pH 7.6), wells were blocked with 3% BSA in LBB for two hours, washed again before incubation with varying concentration of laminin (0.15 – 90nM) in 3% BSA in LBB for another two hours. After washing unbound laminin with 0.5% BSA in LBB (three times, 5 min each), plates were incubated with anti-laminin antibodies (L9393; Sigma Aldrich) for one hour and washed with 0.5% BSA in LBB as described above. HRP-conjugated goat anti-Rabbit IgG (Abcam) was added to the wells and incubated for another hour. Unbound antibodies were washed away with 0.5% BSA in LBB and signal developed using tetramethylbenzidine (1-Step Ultra TMB-ELISA Substrate Solution, Thermo Scientific). The reaction was stopped with 2 M sulfuric acid and absorbance read at 450 nM using a Spectramax M2 microplate reader (Molecular Devices).

Grip strength

The forelimb grip strength was measured using a digital force gauge (DFS II, Ametek, Berwyn, PA) connected to a horizontal pull bar. Ten trials were performed consecutively for each mouse, with a 30-second rest period between each trial. Each trial consisted of lifting the mouse by the tail so that it grasped the pull bar and then gently pulling the mouse away until it let go of the bar. This was repeated five times for each trial, then the peak force in Newtons was recorded. The peak force was then divided by the mouse's weight in grams to normalize for body mass. These and the open-field activity methods are minor modifications of those previously described (16).

Open field activity

Ambulation assays were performed as described previously (16). 30-weeks old wildtype, *Sgcg*, and *Sgcg*^{TG} males were first challenged with an exercise protocol consisting of 10 consecutive grip strength trials. Immediately after the final forelimb grip strength trial, each mouse was placed in an individual chamber and recorded for 6 min using a smartphone camera. Each video was converted into 15 frames per second MP4 file using VLC media player (Version 3.0.19, <https://www.videolan.org/vlc>). Then, the distance the mouse moved was tracked frame by frame using the open-source quantitative video analysis tool Kinovea (Version 0.9.5, <https://www.kinovea.org/>).

Sample preparation for proteomic analysis

Quadriceps muscles were collected from 8-20 weeks old mice and snap-frozen in liquid nitrogen. Tissues snap-frozen in liquid nitrogen were milled with a mortar and pestle prior to lyophilization. All following extraction buffers were applied at 200 μ L/mg of the starting tissue dry weight. Five milligrams of lyophilized material from each sample was homogenized in decellularization buffer (50 mM Tris-HCl (pH 7.4), .25% CHAPS, 25mM EDTA, 3M NaCl) at power 8 for 3 min (Bullet Blender, Model BBX24, Next Advance, Inc.) before being vortexed for 20 min at 4°C (power 7). Homogenate was spun at 18,000 x g (4°C) for 15 min and the supernatant was collected. Decellularization was repeated for a total of 3 washes, homogenizing and vortexing samples before each collection, and all washes were pooled to generate the cellular fraction. The remaining pellets were homogenized in 6 M guanidine hydrochloride (Gnd-HCl), 100 mM ammonium bicarbonate (ABC) at power 8 for 1 min and vortexed (power 5) at room temperature overnight. Homogenate was spun at 18,000 xg (4°C) for 15 min and the supernatant was collected as the soluble ECM (sECM) fraction. Pellets were then treated with freshly prepared hydroxylamine (HA) buffer (1 M $\text{NH}_2\text{OH-HCl}$, 4.5 M Gnd-HCl, 0.2 M K_2CO_3 , pH adjusted to 9.0 with NaOH). Samples were homogenized at power 8 for 1 min and incubated at 45°C with shaking (1000 rpm) for 4 h. Following incubation, the samples were spun for 15 min at 18,000 x g and the supernatant was removed and stored as the insoluble ECM (iECM) fraction. All collected fractions were immediately frozen and stored at -80°C until further proteolytic digestion. For quantitative analysis, approximately 30 μ g of protein from each fraction was combined with 500 fmol of stable isotope labeled quantitative concatemers (QconCATs (17, 18)) representing ECM, ECM-associated, and cellular proteins of interest (19) prior to digestion. Fractions were subsequently subjected to enzymatic digestion overnight (16 h) at 37°C with trypsin (1:100 enzyme to protein ratio) using a filter aided sample preparation (FASP) approach as previously described (20). For quantitative analysis, final volume was adjusted to inject 6 μ g of protein and 100 fmol of QconCAT standard for each run.

LC-MS/MS analysis for global proteomics

Digested peptides were loaded onto individual Evotips following the manufacturers protocol and separated on an Evosep One chromatography system (Evosep, Odense, Denmark) using a Pepsep column, (150 μ m inner diameter, 15 cm) packed with ReproSil C18 1.9 μ m, 120 Å resin. Samples were analyzed using the instrument default “30 samples per day” LC gradient. The system was coupled to the timsTOF Pro mass spectrometer (Bruker Daltonics, Bremen, Germany) via the nano-electrospray ion source (Captive Spray, Bruker Daltonics). The mass spectrometer was operated in PASEF mode. The ramp time was set to 100 ms and 10 PASEF MS/MS scans per topN acquisition cycle were acquired. MS and MS/MS spectra were recorded from m/z 100 to 1700. The ion mobility was scanned from 0.7 to 1.50 Vs/cm². Precursors for data-dependent acquisition were isolated within ± 1 Thomson and fragmented with an ion mobility-dependent collision energy, which was linearly increased from 20 to 59 eV in positive mode. Low-abundance precursor ions with an intensity above a threshold of 500 counts but below a target value of 20000 counts were repeatedly scheduled and otherwise dynamically excluded for 0.4 min.

Global proteomics data analysis

Data was searched using MSFragger via FragPipe v20.0. Precursor tolerance was set to ± 15 ppm and fragment tolerance was set to ± 0.08 Da. Data was searched against SwissProt restricted to *Mus musculus* with added common contaminant sequences (17,314 total sequences). Enzyme

cleavage was set to semi-specific trypsin for all samples. Fixed modifications were set as carbamidomethyl (C). Variable modifications were set as oxidation (M), oxidation (P) (hydroxyproline), deamidation (NQ), Gln->pyro-Glu (N-term Q), and acetyl (Peptide N-term). Label free quantification was performed using IonQuant v1.10.12 with match-between-runs enabled and default parameters. Cellular, sECM, and iECM fractions were searched separately and merged after database searching. Results were filtered to 1% FDR at the peptide and protein level. Further analysis was conducted using R Statistical Software to process raw intensity values. Using the DEP package (21), data was filtered by removing proteins present in less than 2/3 of the samples. The remaining raw intensity values were normalized by variance stabilizing normalization (vsN) (22). Missing values were graphically visualized using the standard DEP guide and treated as missing not at random (MNAR) due to seemingly systemic missing values in wildtype samples and the observation that missing values appeared biased towards lower intensities, suggesting these proteins are near the detection limit. Missing values were imputed using the "MinProb" method in DEP, borrowed from the MSnbase package (23) under the assumption that the majority of missing values are MNAR, of which left-centered imputation methods exhibit superior performance. The mean normalized intensity of wildtype samples was subtracted from each value to represent the data as $\log_2$ fold change since vsN approximately corresponds to a $\log_2$ transformation, with the benefits of no singularity at zero and "calibrated" intensities to promote variance stabilization (22, 24).

LC-MS/MS analysis for quantitative proteomics analysis

Quantitative analysis was carried out by liquid chromatography – selected reaction monitoring (LC-SRM) analysis on a QTRAP®5500 triple quadrupole mass spectrometer (ABSciex) couple with a UHPLC Ultimate 3000 (Thermo Fisher) as previously described (25). Each sample was injected and separated by reversed phase chromatography (Waters, Acquity UPLC BEH C18, 1.7 μm 150 $\times$ 1 mm) by running a gradient from 2% to 28% acetonitrile in 0.1% formic acid for 28 min at a flow rate of 150 $\mu\text{L}/\text{min}$. The mass spectrometer was run in positive ion mode with the following settings: source temperature of 210°C, spray voltage set to 5300 V, curtain gas of 20 psi, and source gas of 35 psi (nitrogen gas). Data were acquired using the instrument-controlled software, Analyst (v1.6.2). QconCAT transition selection, declustering potential, collision energies, and retention times were specifically optimized for each peptide of interest using the Skyline software package (26) and settings can be found in previously published data (27).

Quantitative proteomics data analysis

For targeted LC-SRM runs, files were directly loaded into the Skyline software package (version 4.2) (26). Peaks were manually validated and light to heavy ratios (12C6/13C6) for each target peptide were collected as previously described (27).

Single nuclei isolation

Quadriceps muscle from 8-12 weeks old female mice were frozen in liquid nitrogen and stored in liquid nitrogen until use. One quadriceps from wildtype, *Sgcg*, and *Sgcg*^{TG} mice were processed for sequencing. Frozen quadriceps were briefly incubated on ice then submerged in lysis buffer (10 mM Tris-HCl pH 7.4 (T2194; Sigma), 10 mM NaCl (59222C; Sigma), 3 mM MgCl₂ (M1028; Sigma), 0.1% NP40 (I8896, Sigma), 1 mM dithiothreitol (646563; Sigma), 1 U/ μL Roche RNase inhibitor (3335402001, Sigma)), minced with scissors, then dounced in lysis buffer. Samples were centrifuged at 500 $\times g$ for 5 min at 4°C and washed in BSA solution (1% BSA (130-091-376,

Miltenyi Biotec) in PBS with 1 U/ μ L RNase inhibitor). Samples were then centrifuged at 100 xg for 1 min at 4°C to pellet large debris. The supernatant was then filtered through 70 μ m and 30 μ m filters and centrifuged at 500 xg for 5 min at 4°C. Pellets were resuspended in BSA solution and nuclei were stained with 7-Aminoactinomycin D (7-AAD; 1:100 from 1 mg/mL stock; SML1633, Sigma) for 5 min on ice. Pellets were centrifuged and washed in BSA solution. 7-AAD⁺ nuclei were isolated by FACS (UCLA BSCRC flow cytometry core). Sorted nuclei were then permeabilized in permeabilization buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl₂, 0.01% Tween-20 (1662404, BioRad), 1% BSA, 0.01% NP40, 0.001% digitonin (BN2006, Thermo Fisher Scientific), 1 mM dithiothreitol, 1 U/ μ L RNase inhibitor) for 2 min on ice. Nuclei were diluted in wash buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl₂, 0.1% Tween-20, 1% BSA, 1 mM dithiothreitol, 1 U/ μ L RNAase inhibitor) and centrifuged at 500 xg for 5 min at 4°C. Nuclei were resuspended in 1 $\times$ nuclei buffer (20 $\times$ nuclei buffer (PN-2000153, 10X Genomics), 1 mM dithiothreitol, 1 U/ μ L RNase inhibitor), counted, and adjusted to 3000-8000 nuclei/ μ L.

Single nuclei library construction, sequencing, and analysis

Nuclei suspensions were submitted to the Technology Center for Genomics and Bioinformatics core at UCLA and sequenced using the 10X Genomics platform. The single cell library was prepared using Chromium Single cell 3' Library Construction. Samples were then sequenced using Illumina NovaSeq S1 (2 $\times$ 50, 1 lane). 

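The data analysed here are the lists of barcodes and of measured features for 1 WT, 1 *Sgcg*, and 1 *Sgcg* TG quadriceps, from female mice aged 8 to 12 weeks. A barcode is the sequence of 16 bases that marks the molecules of 1 droplet, and each listed barcode stands for 1 nucleus that the authors' Cell Ranger run kept. The WT library held 12749 barcodes, the *Sgcg* library 11123, and the *Sgcg* TG library 12012. The submitters' processing notes name Cell Ranger 7.2.0 and the mouse genome build mm10. Each library was measured over the same 32285 genes, of which 32235 have their identifier in GENCODE vM21, the annotation used here for gene positions. Counts per nucleus and gene were not analysed here, so the depth of each library is unknown and no mRNA level was computed.

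The same lists name, after the genes, regions of the genome given as peaks, with a separate set for each library. The WT library listed 96502 peaks that cover 82.4 megabases, the *Sgcg* library 105449 that cover 90.3 megabases, and the *Sgcg* TG library 79045 that cover 67.3 megabases. Mean widths were 854, 856, and 851 bases. Peaks listed beside genes are, in joint assays of RNA and chromatin, stretches of accessible chromatin found from all nuclei of a library together. The methods name a 3′ RNA library, and the assay, the peak caller and its threshold are not given in the sources used here. Peaks within 1000 bases of an annotated transcription start site made up 26.1% of the WT list, 24.8% of the *Sgcg* list, and 28.8% of the *Sgcg* TG list, and 12.9%, 12.8%, and 13.1% after every peak was moved by 50000 bases. Introns held a further 37.2%, 37.2%, and 34.7%. No height or score is listed with a peak, and the number of peaks depends on sequencing depth and on the nuclei sampled. With 1 library per genotype, no difference between the lists has a replicate check, and no test was made.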

The data was first processed using the 10X Genomics CellRanger pipeline. The resultant filtered count matrices were analyzed using Seurat (28) in R statistical software. Quality control steps and annotations were conducted on each sample individually using the Seurat pipeline with minor modifications. 

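Of the nuclei that the authors' Cell Ranger run kept and that are listed for each library, 2%, rounded down, come to 254 in WT, 222 in *Sgcg*, and 240 in *Sgcg* TG muscle. Leaving out that many at the top and at the bottom of the range of total counts leaves 12241 WT, 10679 *Sgcg*, and 11532 *Sgcg* TG nuclei. These are counts of nuclei only, since which nuclei lie at either end depends on the molecules counted per nucleus, not analysed here.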

An initial filtering step was performed to remove the top and bottom 2% of nuclei based on total UMI counts. Dimensionality reduction was conducted using variable genes identified through the SCTransform() Seurat function. Clustering was performed using the FindClusters() function in Seurat using the Leiden algorithm (29). Clusters were annotated using gene markers identified in previously published literature (30). Gene expression counts were normalized by dividing each gene count by the total UMI counts for that cell, multiplying this value by 10,000, adding 1, and taking the natural logarithm. Of the cell types identified, only myonuclei were selected for gene expression visualization in this study. Normalized gene counts in myonuclei are presented in the figures.

***In silico* structural analysis**

The full-length amino acid sequences and post-translational modifications of sarcospan (UniProt entry: Q14714), b-SG (P82349), d-SG (P82347), γ -SG (P82348), ζ -SG (Q8BX51), and a-SG (P82350) excluding signal peptide from *Mus musculus* were retrieved from UniProt.org and used for modeling with the AlphaFold 3 Server. The b-DAG containing structure (Supplemental Figure 10) did not contain protein post-translational modifications. For the α -, β -, δ -, γ -SG complex, sequences for all proteins except for ζ -SG were submitted as a job, while for the α -, β -, δ -, ζ -SG complex, sequences for all proteins except for γ -SG were submitted as a job. For each complex, the CIF file corresponding to the model with the highest-ranking confidence score was chosen. The CIF files were opened in UCSF ChimeraX, where all structural graphics and analyses were performed in reference to the experimental structure of SG-SSPN to ensure model validity (31). For each structure, hydrophobic interactions were found using the contacts tool in ChimeraX to find contacts between sarcospan and the sarcoglycans between two hydrophobic residues with buried solvent-accessible surface area ≥ 15 Å². For salt bridges, the contacts tool was used to find oppositely charged residues between sarcospan and the sarcoglycans with atomic distances

between them being ≤ 3 Å. Hydrogen bonding between such residues was then set to show only hydrogen bonding involved in salt bridges with a 0 Å distance tolerance and 20° angle tolerance.

The structures of β -DG (transmembrane and juxtamembrane fragments: aa. 736-773, UniProt Q62165) in complex with SSPN-SG were also predicted using AlphaFold 3. To minimize interference from unstructured regions, the cytoplasmic fragments of α -, β -, γ -, and δ/ζ -SG were excluded during prediction. The structural analysis of the β -DG-SSPN-SG complexes follows the same approach as that of the SSPN-SG complexes described above.

A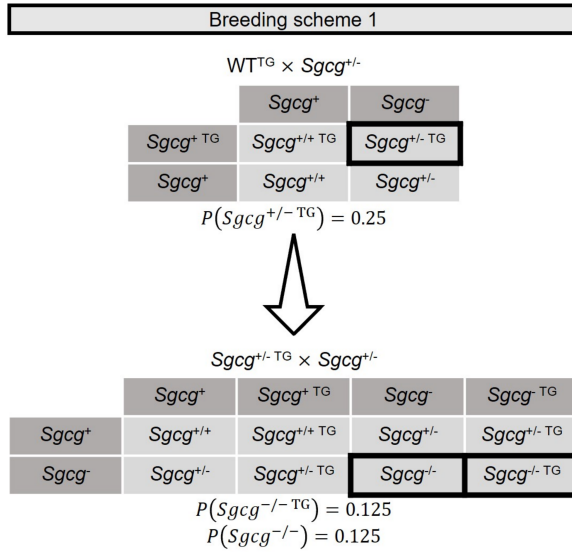**B**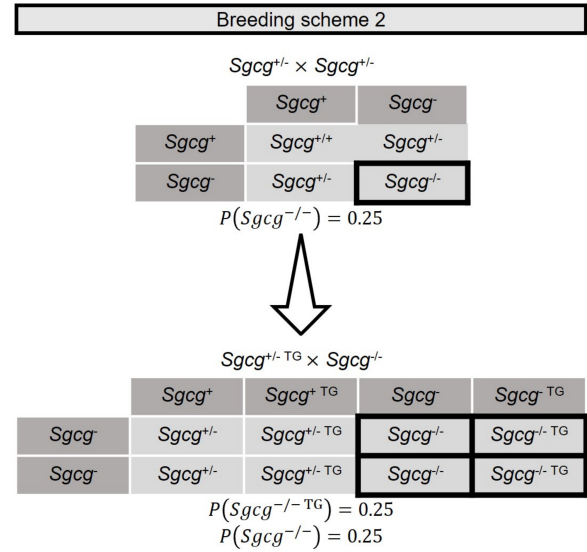

Supplemental Figure 1. Generation of sarcoglycan-deficient mice overexpressing SSPN. Two breeding schemes depicting the genotypes of male and female breeders as well as their offspring are shown. Both approaches were used in this study. While *Sgcg* mice are shown as an example in the illustration, an identical approach was used to generate *Sgca*^{TG} and *Sgcb*^{TG} mice. The probability of generating sarcoglycan-deficient mice overexpressing SSPN are provided. *Sgcg*^{-/-} and *Sgcg*^{-/-TG} mice are referred to as *Sgcg* and *Sgcg*^{TG} in the manuscript text.

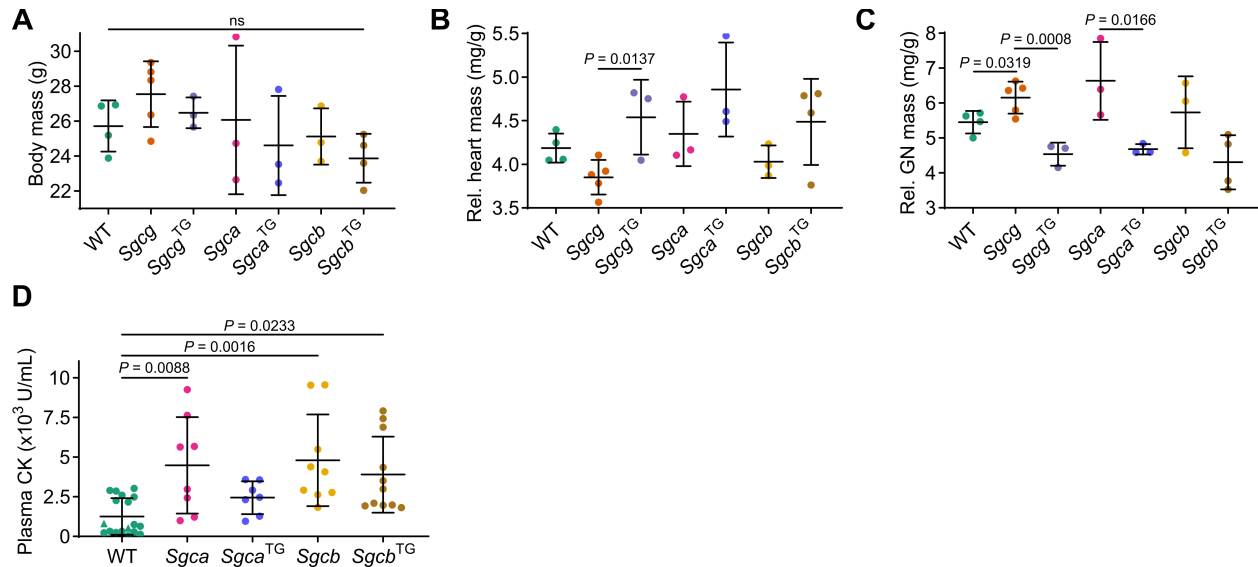

Supplemental Figure 2. Analysis of body mass, striated muscle mass, and creatine kinase release in *Sgca* and *Sgcb* mice overexpressing SSPN. (A) Body mass, (B) relative heart mass, and (C) relative gastrocnemius (GN) mass for the indicated genotypes (wildtype, *Sgcg*, *Sgcg*^{TG}, *Sgca*, *Sgca*^{TG}, *Sgcb*, and *Sgcb*^{TG}). Overexpression of SSPN decreased body and muscle mass across all three genotypes. Significant reduction of relative muscle mass was observed in *Sgca*^{TG} and *Sgcg*^{TG} mice compared to non-TG. Relative heart mass was increased in *Sgcg*^{TG} compared to *Sgcg*. (D) Overexpression of SSPN did not significantly reduce CK level in α -SG and β -SG deficient mice. In sarcoglycan deficient mice, mean plasma CK was elevated fourfold relative to wildtype mice. Mice aged 12-20 weeks (*n* = 7-18 per genotype) were analyzed. Data presented as mean $\pm$ standard deviation. Statistical analysis was performed by one-way ANOVA followed by Tukey's multiple comparison test.

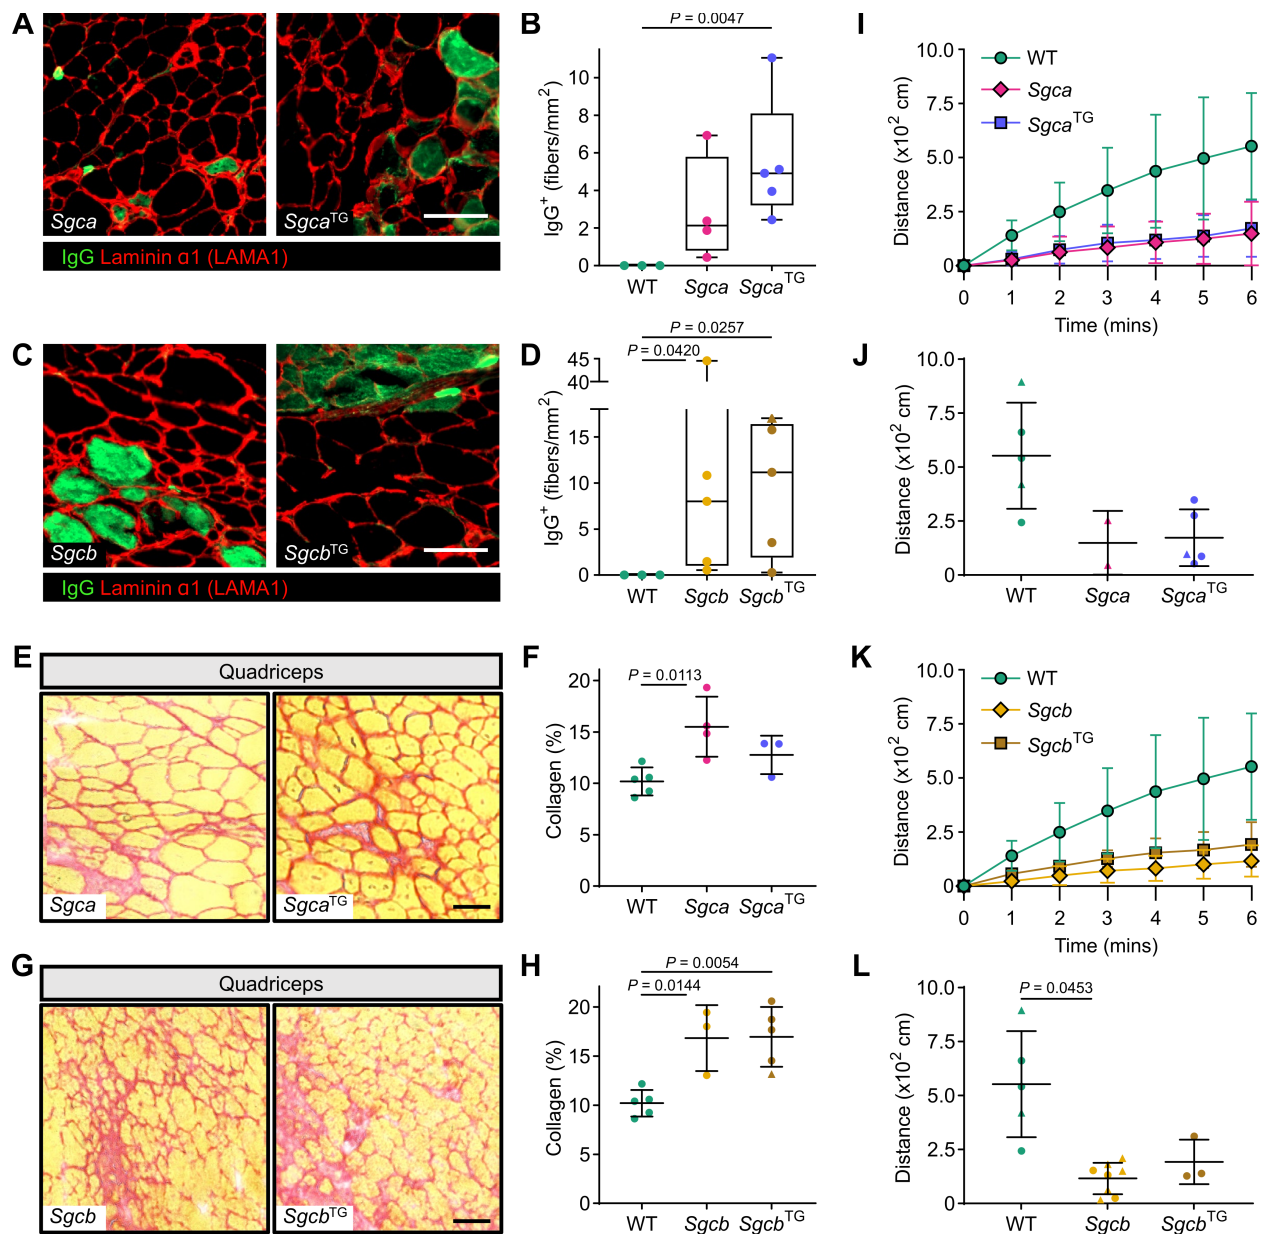

Supplemental Figure 3. SSPN does not ameliorate *Sgca* and *Sgcb* muscular dystrophy. (A) Representative images and (B) IgG⁺ fiber quantification in *Sgca* and *Sgca*^{TG} quadriceps cryosections. (C) Representative images and (D) IgG⁺ fiber quantification in *Sgcb* and *Sgcb*^{TG} quadriceps cryosections. IgG⁺ fiber density is not reduced in *Sgca*^{TG} and *Sgcb*^{TG} relative to *Sgca* and *Sgcb*, $n=3-5$ mice per genotype. Statistical analysis by Kruskal-Wallis test and Conover-Iman test with Bonferroni correction. (E) Representative images and (F) Picosirius red quantification of *Sgca* and *Sgca*^{TG} quadriceps cryosections. (G) Representative images and (H) Picosirius red quantification of *Sgcb* and *Sgcb*^{TG} quadriceps cryosections. Collagen is not reduced in *Sgca*^{TG} and *Sgcb*^{TG} compared to *Sgca* and *Sgcb* muscle, $n=3-6$ mice per genotype. Statistical analysis by one-way ANOVA and Tukey's test. Bar, 100 μ m (I) *Sgca* and *Sgca*^{TG} post-exercise ambulation distance and (J) total ambulation distance, $n=2-5$ per genotype. (K) *Sgcb* and *Sgcb*^{TG} post-exercise ambulation and (L) total ambulation distance, $n=3-5$ per genotype. Statistical analysis of total distance by Welch's ANOVA and Dunnett test. Circles, male mice; triangles, female mice.

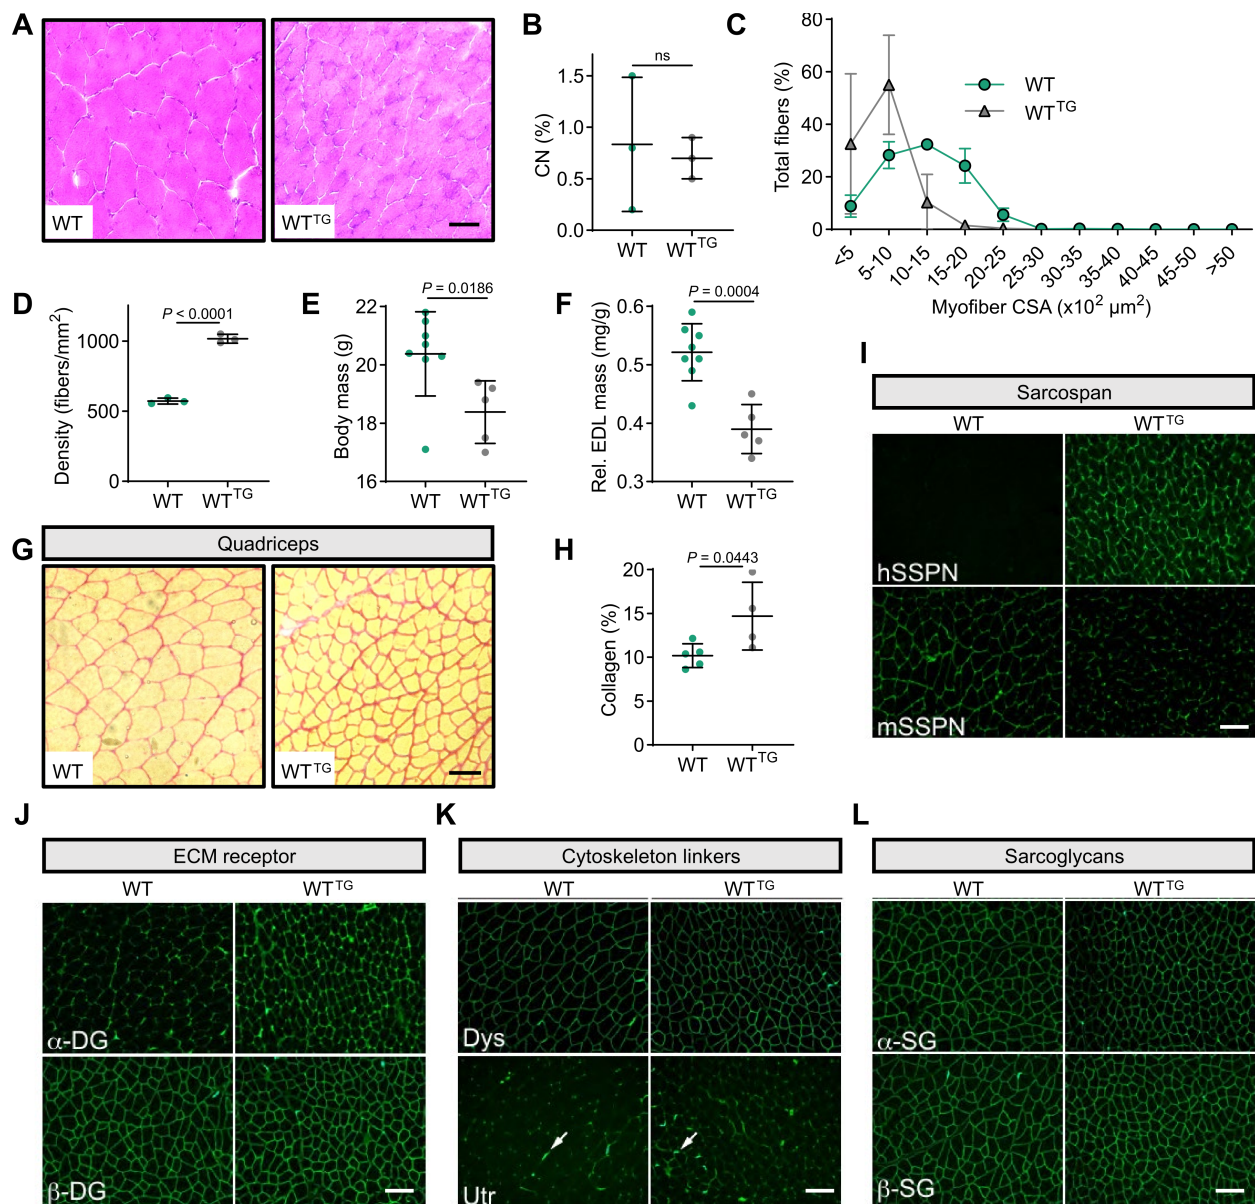

Supplemental Figure 4. SSPN decreases muscle size and body mass in wildtype mice. (A) H&E images of wildtype and wildtype SSPN-transgenic (WT^{TG}) muscle. Quantification of (B) central nucleation (CN), (C) muscle fiber CSA, and (D) muscle fiber density of wildtype and wildtype transgenic mice. Bar, 50 μ m. (E) Body mass and (F) muscle mass (extensor digitorum longus relative to body mass) of wildtype and wildtype transgenic mice. SSPN reduces muscle fiber area, increases fiber density, and reduces body mass and muscle mass in wildtype mice. Statistical analysis by Welch's unpaired *t*-test (B); unpaired *t*-test (D) and (F); Wilcoxon-rank sum test (E). (G) Representative images and (H) quantification of Picrosirius red stained (collagen) wildtype and wildtype transgenic quadriceps showing that collagen is more abundant in transgenic muscle. Bar, 100 μ m. Immunofluorescence images of wildtype and wildtype transgenic quadriceps muscle probed for (I) sarcospan, (J) alpha- and beta-dystroglycan (DG), (K) dystrophin (Dys) and utrophin (Utr), and (L) alpha- and beta-sarcoglycan (SG). Bar, 200 μ m.

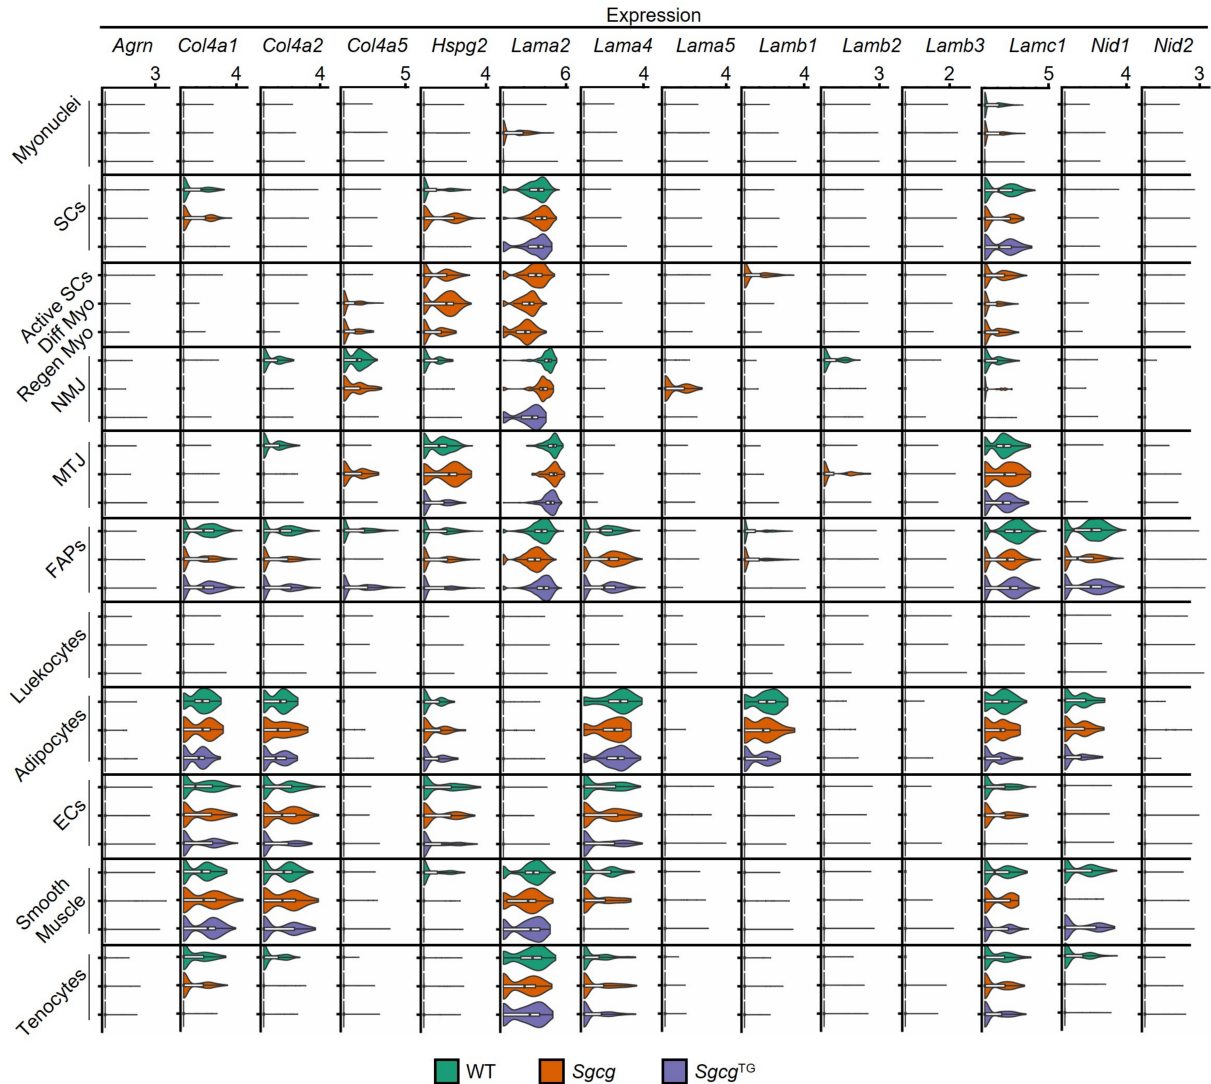

Supplemental Figure 5. Cell-type specific basement membrane expression patterns in skeletal muscle reveal decreased expression of the laminin-nidogen-perlecan-Col IV structural backbone in FAPs. Normalized gene expression values encoding fourteen basement membrane proteins (top row) from distinct cell populations (first column) identified in single nuclei RNA sequencing data from wildtype (green) *Sgcg* (orange), and *Sgcg*^{TG} (purple) quadriceps muscle. Basement membrane protein expression was increased in myogenic lineage cells (SCs, Diff Myo, Regen Myo) and decreased in FAPs from *Sgcg* quadriceps relative to wildtype FAPs. SCs, satellite cells; Diff Myo, differentiating myoblasts; Regen Myo, regenerating myonuclei; NMJ, neuromuscular junction; MTJ, myotendinous junction; FAPs, fibro-adipogenic progenitors; ECs, endothelial cells.

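The plotted values are counts of molecules per gene and nucleus, divided by the total of that nucleus, scaled and put on a natural log scale as the supplemental methods describe, and shown by cell population. Each population was named by the authors from marker genes after clustering each library on its own. The 14 genes encode the laminin chains, collagen IV chains, nidogens, perlecan, and agrin of the basement membrane, and each is in the gene list of all 3 libraries. Laminin-211 is made of the chains encoded by *Lama2*, *Lamb1*, and *Lamc1*. *Lama2*, at 640 kb the longest of the 14, lies on chromosome 10 from 26980036 to 27619758 in mm10, *Lamb1* on chromosome 12 from 31265234 to 31329644, and *Lamc1* on chromosome 1 from 153218922 to 153332786. The genes of 2 collagen IV chains, *Col4a1* and *Col4a2*, are neighbours on chromosome 8, from 11198423 to 11312826 and from 11312805 to 11449287, and overlap at their ends. *Hspg2*, which encodes perlecan, lies on chromosome 4 from 137468769 to 137570630. *Nid1* lies on chromosome 13 from 13437551 to 13512269 and *Nid2* on chromosome 14 from 19751265 to 19811787. With 1 library per genotype, nuclei of a population are not replicates of the genotype.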

A

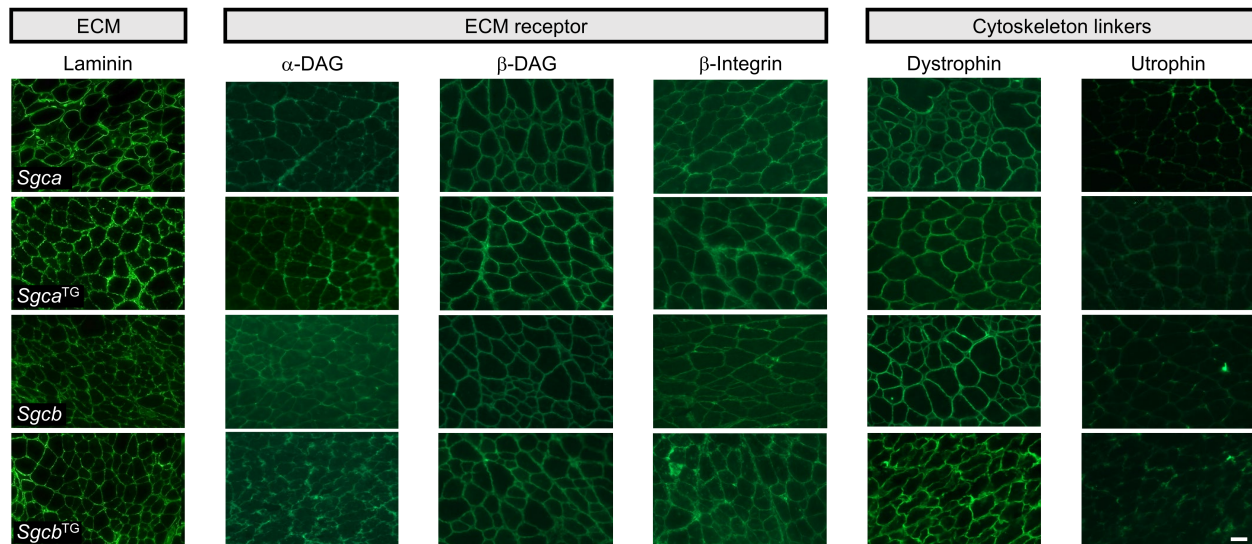

B

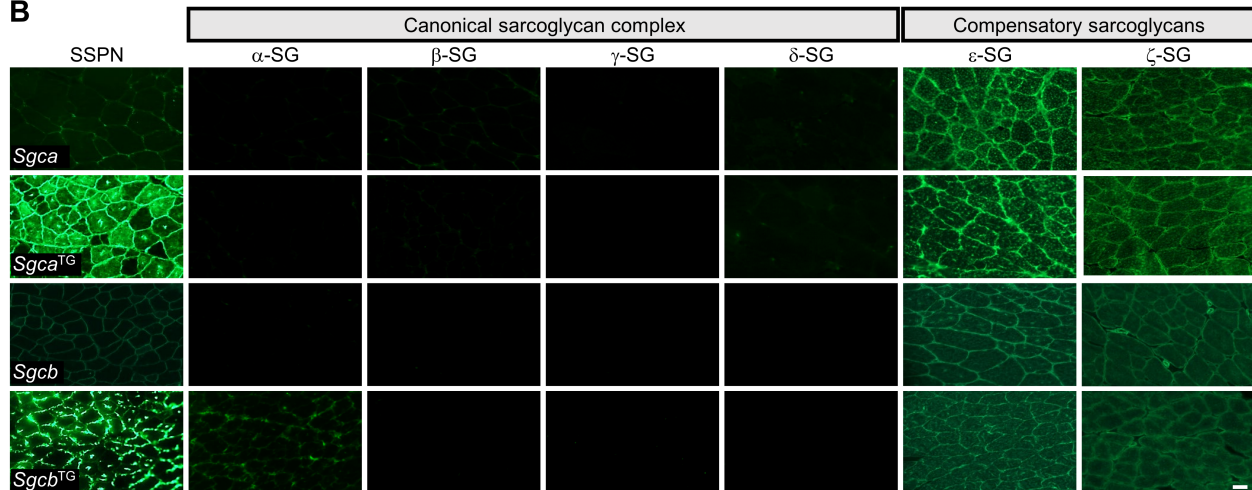

Supplemental Figure 6. SSPN fails to restore sarcoglycan membrane localization in *Sgca* and *Sgcb* skeletal muscle. (A) Indirect immunofluorescence assays of transverse *Sgca*, *Sgca*^{TG}, *Sgcb*, and *Sgcb*^{TG} quadriceps cryosections using antibodies to a marker of the basement membrane (laminin), laminin receptors (α -/ β -dystroglycan and β 1-integrin), and two cytoskeletal linkers (dystrophin and utrophin), as indicated. While β 1-integrin was slightly increased in *Sgcb*^{TG} mice compared to *Sgcb*, all other proteins were unaffected by SSPN overexpression. Bar, 50 μ m. (B) Indirect immunofluorescence assays of transverse *Sgca*, *Sgca*^{TG}, *Sgcb*, and *Sgcb*^{TG} quadriceps cryosections using antibodies to SSPN and the indicated SGs. Unlike *Sgcb* muscle, SSPN failed to restore membrane localization of the canonical SGs. SSPN did not alter expression of the non-canonical SGs. Bar, 50 μ m.

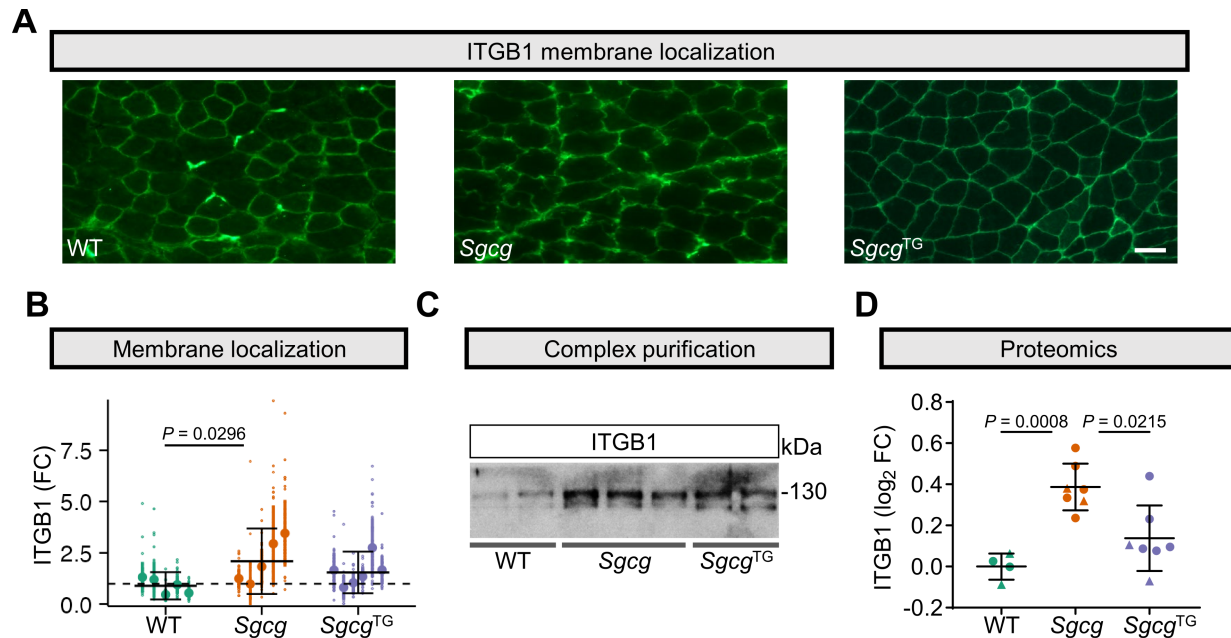

Supplemental Figure 7. Increased $\beta 1$ -integrin expression in *Sgcg* muscle associates with dystroglycan to compensate for DGC destabilization. (A) Indirect immunofluorescence assays of transverse wildtype, *Sgcg*, and *Sgcg*^{TG} quadriceps cryosections probed with $\beta 1$ -integrin antibodies. Bar, 50 μ m. (B) Quantification of $\beta 1$ -integrin abundance at the sarcolemma, $n = 5$ -6 per genotype, 49 individual myofiber measurements per mouse (total 245-294). Data are presented as fold change (FC) relative to wildtype (mean $\pm$ standard deviation) for individual mice within a genotype. The mean $\pm$ standard deviation for each genotype is provided with black solid bars (dashed line represents mean of wildtype samples). Statistical analysis was performed by fitting a generalized linear model. (C) Immunoblotting of the eluate fractions of lectin (sWGA) purifications from all three genotypes using $\beta 1$ -integrin antibodies ($n=2$ -3 per genotype). Proteins that interact in a complex can be detected in eluate fractions. $\beta 1$ -integrin robustly associates with dystroglycan in *Sgcg* and *Sgcg*^{TG} samples, but not wildtype. (D) Relative protein abundance from global proteomics analysis revealed increased integrin $\beta 1$ in *Sgcg* compared to wildtype and reduced to near wildtype levels in *Sgcg*^{TG}. Statistical analysis for proteomics data conducted by unpaired t -tests and Benjamini-Hochberg procedure. Circles, male mice; triangles, female mice.

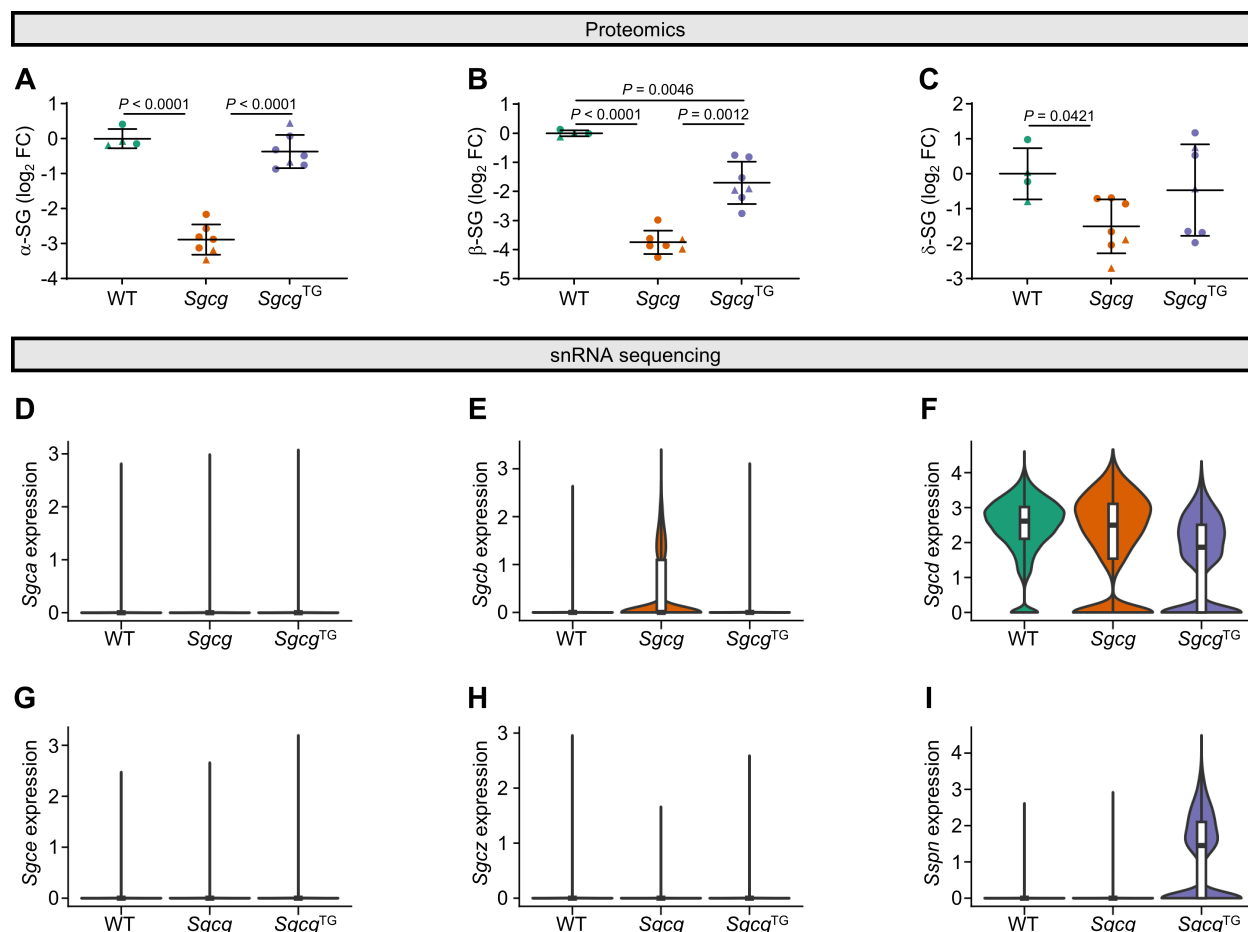

Supplemental Figure 8. SSPN increases total protein abundance of canonical sarcoglycans in *Sgcg* skeletal muscle without affecting their gene expression. (A-C) The absence of γ -sarcoglycan in skeletal muscle decreased total protein abundance of α -, β - and δ -sarcoglycan, while transgenic SSPN expression increased total protein levels of sarcoglycans in *Sgcg*^{TG} muscles (n = 4-7 per genotype). Circles, male mice; triangles, female mice. (D-I) Expression of sarcoglycans and SSPN in myonuclei from single nuclei RNA sequencing. Sarcoglycans, except *Sgcd*, were expressed at low levels across all genotypes. Violin plots show gene expression distributions in myonuclei. Boxplots overlay violin plots showing median, interquartile range, and minimum and maximum values. Despite subtle differences in expression, relative protein abundances of sarcoglycans are significantly different between genotypes. Differential protein expression conducted on entire dataset by pairwise two-sided *t*-tests followed by Benjamini-Hochberg procedure to control for false discovery rate.

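Each violin shows the spread, over the nuclei that the authors named myonuclei in 1 library, of the natural log of a gene's scaled count. A 3′ library counts molecules from the end of the transcript that carries the poly(A) tail. In nuclei much of the RNA is not yet spliced, so long genes with long introns can be counted differently from short ones. *Sgcd* and *Sgcz* are the longest of these genes, while *Sgca* spans 13.5 kb, *Sgcb* 15.0 kb, *Sspn* 33.6 kb, and *Sgce* 72.9 kb. The legend gives low levels for all sarcoglycans except *Sgcd*, yet *Sgcz* at 1139 kb is longer than *Sgcd* at 1093 kb. No effect of length on the plotted levels was tested here. *Sspn* lies on the plus strand of chromosome 6 from 145931641 to 145965223 in mm10. The gene list holds 1 entry for the mouse gene *Sspn* and 0 entries under the human symbol SSPN. The transgene is a human cDNA, so its transcripts have no entry of their own in that list.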

Mouse MG-----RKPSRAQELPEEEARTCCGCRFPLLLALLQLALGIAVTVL
 Human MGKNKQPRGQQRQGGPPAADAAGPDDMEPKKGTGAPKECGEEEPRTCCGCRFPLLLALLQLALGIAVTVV
 Rabbit MGKDRQPRGQQRQG-----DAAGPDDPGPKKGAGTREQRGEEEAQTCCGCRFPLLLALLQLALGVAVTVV

Mouse GFLMASISPSLLVRDTPFWAGSIVCVVAYLGLFMLCVSYQVDERTCVQFSMKVFYFLLSALGLMVOMLAV
 Human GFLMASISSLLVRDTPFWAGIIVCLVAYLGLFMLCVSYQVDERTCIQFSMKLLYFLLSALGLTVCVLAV
 Rabbit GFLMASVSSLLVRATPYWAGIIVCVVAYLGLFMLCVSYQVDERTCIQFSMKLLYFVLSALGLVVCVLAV

Mouse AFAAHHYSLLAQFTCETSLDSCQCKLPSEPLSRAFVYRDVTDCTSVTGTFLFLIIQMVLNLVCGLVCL
 Human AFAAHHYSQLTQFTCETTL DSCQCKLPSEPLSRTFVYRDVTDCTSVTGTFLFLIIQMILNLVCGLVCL
 Rabbit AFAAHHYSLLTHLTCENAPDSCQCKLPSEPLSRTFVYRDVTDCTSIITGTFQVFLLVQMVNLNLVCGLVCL

Mouse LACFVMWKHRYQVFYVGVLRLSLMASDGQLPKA
 Human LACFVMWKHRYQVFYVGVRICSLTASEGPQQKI
 Rabbit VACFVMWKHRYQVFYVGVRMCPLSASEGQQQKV

Supplemental Figure 9. SSPN extracellular loop Leu145 is conserved across species. Multiple Sequence alignment of murine (UniProt ID Q62147), rabbit (UniProt ID P82352), and human SSPN (UniProt Q14714) proteins. Note that murine Leu145 is conserved with human Leu172 and rabbit Leu167 (black arrow). The SEPLSR amino acid sequence is in the large extracellular loop of SSPN.

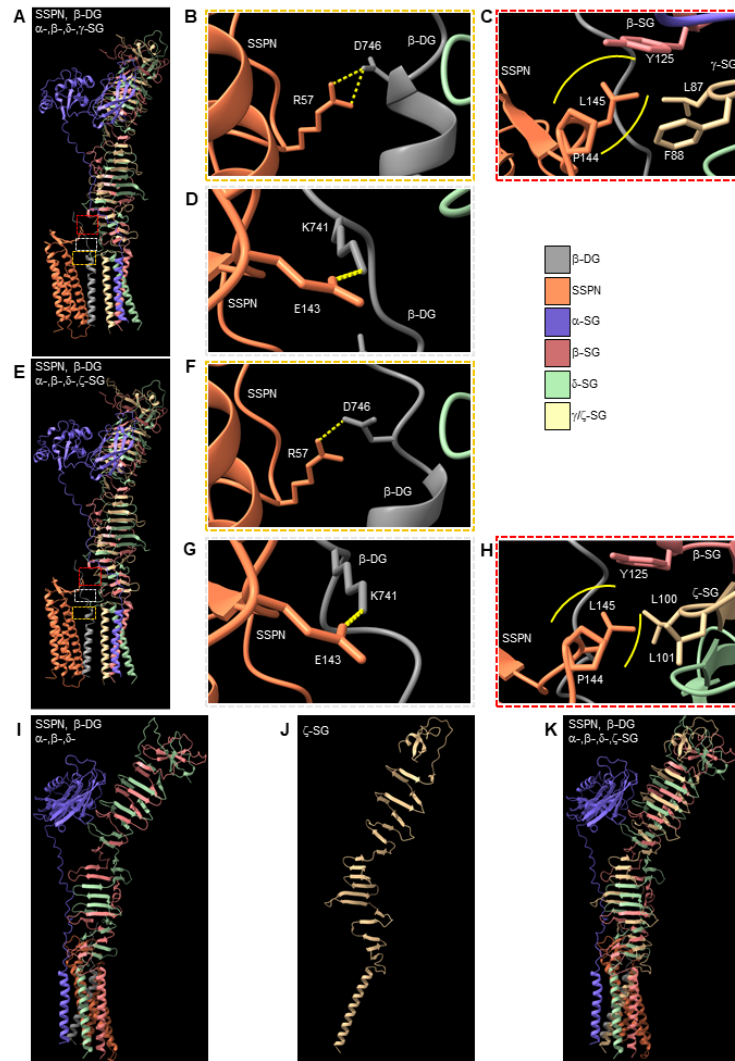

Supplemental Figure 10. Structure and interaction sites are conserved in the predicted ζ -SG and γ -SG containing β -DG-SSPN-SG complexes. AlphaFold 3 predicted structures of (A) β -DG (aa. 736-773) and SSPN associating with the α -, β -, δ -, γ -SG complex. (B) An inset (orange dashed box in (A)) showing the site of a salt bridge between Arg57 of SSPN and Asp746 of β -DG. (C) An inset (red dashed box in (A)) showing the hydrophobic interactions between Pro144 and Leu145 of SSPN, Leu87 and Phe88 of γ -SG, and Tyr125 of β -SG. (D) An inset (grey dashed box in (A)) showing the salt bridge formed between Glu143 of SSPN and Lys741 of β -DG. (E) β -DG (aa. 736-773) and SSPN associating with the α -, β -, δ -, ζ -SG complex demonstrates high similarity with the canonical γ -SG containing complex shown in (A). (F) An inset (orange dashed box in (E)) showing a conservation of the salt bridge shown in (B). (G) An inset (grey dashed box in (E)) showing conservation of the salt bridge shown in (D). (H) An inset (red dashed box in (E)) showing a conservation of the hydrophobic interactions shown in (C) with Leu100 and Leu101 of ζ -SG taking the place of Leu87 and Phe88 of γ -SG. Dotted yellow lines, hydrogen bonds involved in a

salt bridge; yellow arcs, hydrophobic interactions. **(I)** The complex without γ -SG, showing an open binding pocket that can be filled by **(J)** ζ -SG to form the **(K)** α -, β -, δ -, ζ -SG complex.

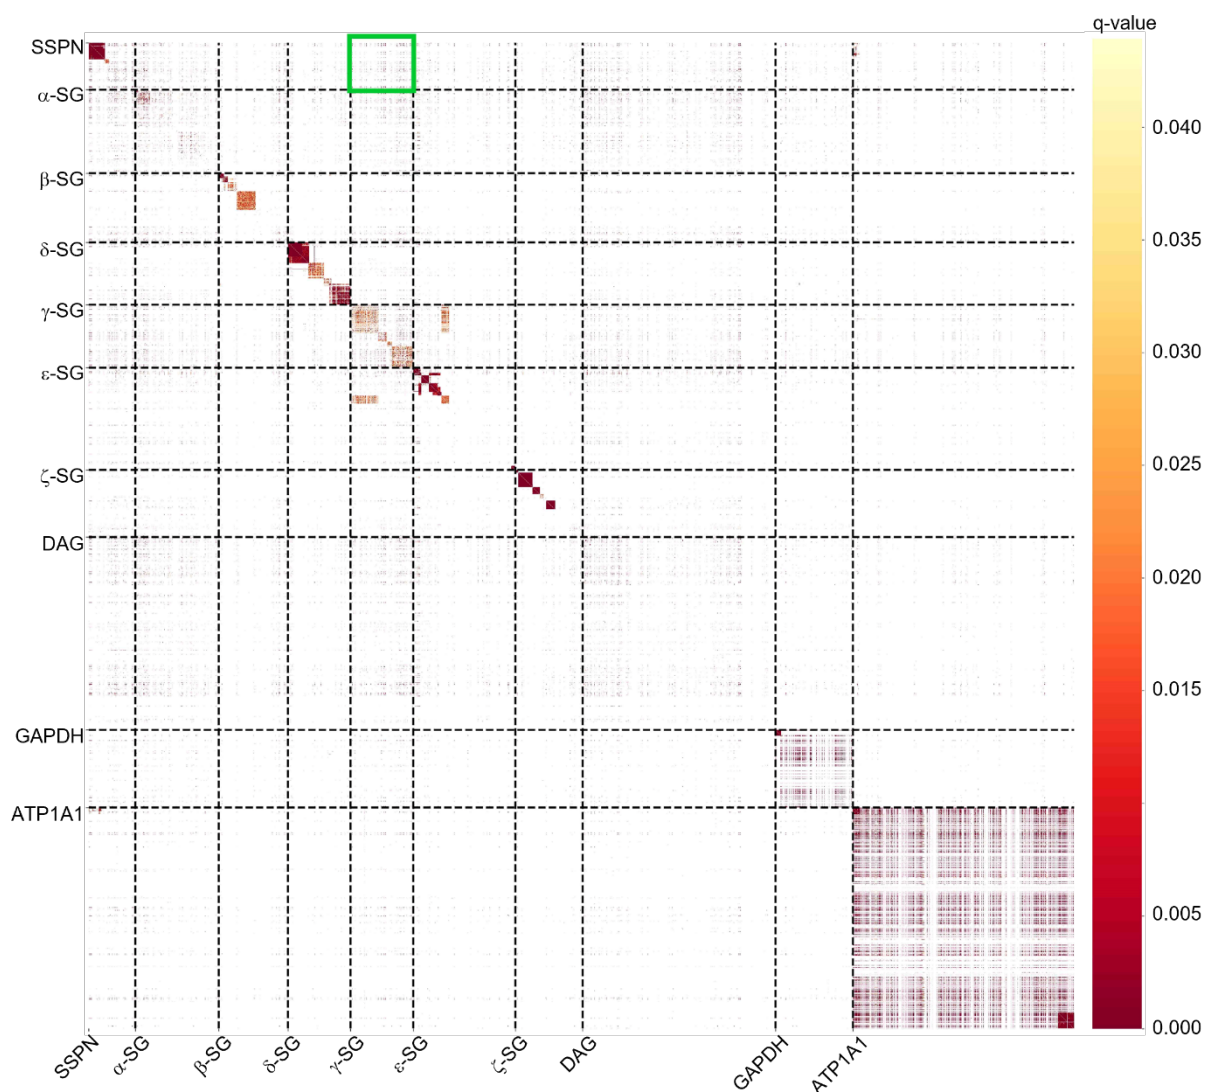

Supplemental Figure 11. Heatmap visualization of significant co-evolutionary relationships (q -value < 0.05) between protein residues. The diagonal represents intra-protein residue pairs, showing a higher proportion of significant co-evolution. Notably, the highest fraction of inter-protein co-evolving residue pairs was observed between SSPN and γ -SG (bordered with green). Note that residue numbers (not shown) are mapped to the corresponding residue numbers in the mouse protein sequence as a reference.

Supplementary Table 1. Quantitative proteomics reveals dysregulated deposition of the core basement membrane proteins in early stage *Sgcg* muscle.

**Protein**	**WT (%)**	**<i>Sgcg</i> (%)**	**<i>Sgcg</i>^{TG} (%)**
**AGRN**	7.7±0.4	5.1±1.3*	6.7±1.0
**COL4A1**	12.8±0.0	11.5±1.5	14.1±1.2 [#]
**COL4A1/5**	11.0±0.8	9.7±0.9	12.0±1.8 [#]
**COL4A2**	4.9±0.3	4.7±0.4	5.8±0.3 [#]
**Canstatin**	7.4±0.5	6.6±0.8	8.1±0.3 [#]
**COL4A5**	3.3±0.4	8.1±4.5	3.4±0.9
**HSPG2**	16.8±0.4	17.1±1.7	15.6±1.0
**Endorepellin**	12.2±0.3	12.4±1.1	11.5±0.7
**LAMA2**	2.3±0.2	2.0±0.2	2.1±0.1
**LAMA4**	1.2±0.2	1.4±0.1	1.1±0.2 [#]
**LAMA5**	0.7±0.1	0.5±0.1	0.5±0.1
**LAMB1**	1.7±0.2	1.9±0.2	1.9±0.1
**LAMB2**	1.8±0.1	1.7±0.2	1.8±0.2
**LAMB3**	2.3±0.3	3.6±1.4	2.1±0.4 [#]
**LAMC1**	2.4±0.2	2.4±0.2	2.3±0.1
**NID1**	2.7±0.4	2.9±0.4	2.8±0.2
**NID1/2**	6.3±0.8	6.6±0.5	6.1±0.4
**NID2**	2.7±0.3	1.7±0.4*	2.1±0.4

Nidogen, perlecan, laminin, and Col IV form the core structural backbone of the basement membrane. Values from data presented in Figure 5B. The absolute quantity of basement membrane proteins was determined by mass spectrometry using quantitative concatemers (QconCATs) (17, 18). Each basement membrane protein is represented as a percentage of the total basement membrane to assess basement membrane compositional shift. Values show mean ± standard deviation. The matrikines canstatin and endorepellin produced from peptide sequences found in the C-terminus of COL4A2 and HSPG2 proteins, respectively. NID1/2 represents the peptide sequence GNLYWTDWNR found in both NID1 and NID2. COL4A1/5 represents the peptide sequence SAPFIECHGR found in both COL4A1 and COL4A5. Statistical analysis conducted by Kruskal-Wallis test and Dunn's test. *Statistically different from wildtype; [#]statistically different from *Sgcg*.

Supplementary Table 2. Summary of quantitative proteomic analysis of absolute concentration and solubility of basement membrane proteins.

Protein	Absolute Quantity (nmol/g)			ECM Solubility (%)		
	WT	<i>Sgcg</i>	<i>Sgcg</i> ^{TG}	WT	<i>Sgcg</i>	<i>Sgcg</i> ^{TG}
**AGRN**	0.46±0.05	0.43±0.05	0.52±0.05 [#]	82.4±7.6	85.8±3.9	84.0±4.7
**COL4A1**	0.76±0.05	0.99±0.15	1.11±0.19*	73.6±4.7	75.1±3.4	77.0±3.8
**COL4A1/5**	0.66±0.08	0.84±0.15	0.95±0.19*	72.7±6.4	78.9±3.2	76.59±6.2
**COL4A2**	0.29±0.04	0.40±0.06*	0.46±0.05*	53.0±3.4	55.1±8.9	60.09±6.5
**Canstatin**	0.44±0.04	0.57±0.07*	0.64±0.07*	67.9±1.7	62.7±6.1	70.89±4.6 [#]
**COL4A5**	0.20±0.04	0.75±0.55*	0.27±0.06	N/A	N/A	N/A
**HSPG2**	1.00±0.09	1.48±0.24*	1.24±0.18	86.2±2.7	86.6±3.8	86.11±3.0
**Endorepellin**	0.72±0.06	1.08±0.17*	0.91±0.13	86.0±2.5	86.5±3.4	85.9±2.9
**LAMA2**	0.13±0.01	0.17±0.01*	0.17±0.02*	82.4±2.3	83.9±2.2	79.6±2.6 [#]
**LAMA4**	0.07±0.01	0.12±0.02*	0.09±0.01 [‡]	N/A	N/A	N/A
**LAMA5**	0.04±0.01	0.05±0.01	0.04±0.01	70.6±12.7	69.7±4.6	65.5±9.9
**LAMB1**	0.10±0.00	0.17±0.02*	0.15±0.02*	80.4±3.4	82.8±4.9	78.5±4.7
**LAMB2**	0.11±0.01	0.15±0.01*	0.14±0.02*	82.2±1.3	84.2±2.5	83.3±2.9
**LAMB3**	0.14±0.02	0.33±0.17*	0.17±0.03	75.3±15.2	87.3±7.0	79.2±7.4
**LAMC1**	0.14±0.01	0.21±0.02*	0.18±0.02 [‡]	84.6±1.2	86.0±2.7	83.3±3.5
**NID1**	0.16±0.02	0.25±0.02*	0.22±0.02*	89.3±2.2	89.8±3.0	89.4±2.0
**NID1/2**	0.37±0.02	0.57±0.06*	0.48±0.04 [‡]	91.4±2.9	90.1±1.3	91.1±1.5
**NID2**	0.16±0.02	0.15±0.02	0.16±0.02	84.5±2.9	81.2±5.3	84.3±4.2

The absolute quantity of basement membrane proteins determined by mass spectrometry and quantitative concateners (17, 18). Absolute protein quantity values summarized from Fig. 5 and 6. Samples were fractionated based on solubility by chemical denaturation and absolute quantities of proteins were determined by mass spectrometry. Briefly, proteins were extracted into fractions and defined as cellular, soluble extracellular matrix (sECM), or insoluble extracellular matrix (iECM). The proportion of protein quantified in the sECM fraction compared to the total ECM was defined as percent solubility (solubility (%) = $\frac{sECM}{sECM+iECM} \times 100$). Data represent mean ± standard deviation. The matrikines canstatin and endorepellin are peptide sequences found in the C-terminus of COL4A2 and HSPG2 proteins, respectively. NID1/2 represents the peptide sequence GNLYWTDWNR found in both NID1 and NID2. COL4A1/5 represents the peptide sequence SAPFIECHGR found in both COL4A1 and COL4A5. Protein concentrations, excluding COL4A5, LAMA4, LAMB3, were compared using one-way ANOVA with Tukey's multiple comparisons test. COL4A5 and LAMB3 were compared using Kruskal-Wallis test followed by Dunn's test. LAMA4 concentrations were compared using Welch's ANOVA and Dunnett test. One-way ANOVA and Tukey's test was used to compare solubility, except for canstatin, HSPG2, endorepellin, LAMA2, LAMB3, and NID1/2. Solubility for canstatin, HSPG2, endorepellin, and LAMA2 was compared by Kruskal-Wallis test followed by Dunn's test. LAMB3 and NID1/2 solubility were compared using Welch's ANOVA and Dunnett test. *Statistically different from wildtype; [#]statistically different from *Sgcg*; [‡]statistically different from wildtype and *Sgcg*; N/A, no protein detected in either sECM or iECM, making solubility calculation invalid.

Supplemental Table 3. Mammalian multiple sequence alignment reveals binding site conservation between SSPN and γ -sarcoglycan or ζ -sarcoglycan.

**Protein**	**Murine AA site**	**Identical Residue Conserved**	**Similar Residue Conserved**
γ -SG	Phe88	97%	100%
ζ -SG	Leu101	100%	100%
SSPN	Leu145	98%	100%

Multiple sequence alignments showed that binding site residues between SSPN and either γ -sarcoglycan or ζ -sarcoglycan are highly conserved in both identity and similarity. This demonstrates necessity of these binding sites in SSPN-SG interaction and support exchangeability of γ -sarcoglycan or ζ -sarcoglycan in the SSPN-SG complex. AA, amino acid.

Supplementary Table 4. Top 20 co-evolving residue pairs ranked by mutual information (MI) score in descending order.

**Protein1**	**Residue1**	**IC Score1**	**Protein2**	**Residue2**	**IC Score2**	**MI Score**
**SSPN**	Pro163	1.82	**DAG**	Asn70	2.32	1.06
**SSPN**	Leu162	2.40	**DAG**	His74	2.58	1.06
**γ-SG**	Val312	2.10	**GAPDH**	Cys136	2.05	1.05
**γ-SG**	His78	1.55	**DAG**	Asn70	2.32	1.03
**γ-SG**	Ala131	1.94	**DAG**	Asn70	2.32	1.02
**γ-SG**	Val65	2.35	**DAG**	Asn70	2.32	1.02
**α-SG**	Leu491	2.50	**DAG**	Trp71	2.30	1.01
**SSPN**	Pro150	2.04	**γ-SG**	Asp233	2.15	1.01
**γ-SG**	Val104	2.96	**ϵ-SG**	Asp472	3.25	1.00
**SSPN**	Pro157	2.02	**γ-SG**	Lys326	2.04	0.99
**SSPN**	Leu162	2.40	**DAG**	Gly800	2.67	0.98
**α-SG**	Val282	1.92	**DAG**	Asn70	2.32	0.98
**SSPN**	Pro150	2.04	**γ-SG**	Lys326	2.04	0.98
**SSPN**	Pro150	2.04	**γ-SG**	Val312	2.10	0.97
**SSPN**	Pro163	1.82	**γ-SG**	His78	1.55	0.96
**α-SG**	Arg292	2.59	**γ-SG**	Arg284	2.70	0.95
**α-SG**	Thr176	1.64	**γ-SG**	His78	1.55	0.95
**α-SG**	Arg244	2.82	**DAG**	His74	2.58	0.94

To ensure co-evolution was not constrained by individual conservation, information content (IC) was calculated for each residue (maximum score 4.2). The top co-evolving pairs demonstrate moderate conservation, avoiding highly conserved regions and allowing for variability necessary for mutual information analysis. Five of these top pairs are between SSPN and γ -SG, highlighting their strong co-evolutionary relationship while accounting for conservation bias. Note that residue numbers refer to the specific residue in the corresponding mouse protein sequence.

REFERENCES

1. Durbeej M, Cohn RD, Hrstka RF, Moore SA, Allamand V, Davidson BL, et al. Disruption of the beta-sarcoglycan gene reveals pathogenetic complexity of limb-girdle muscular dystrophy type 2E. *Mol Cell*. 2000;5(1):141-51.
2. Hack AA, Ly CT, Jiang F, Clendenin CJ, Sigrist KS, Wollmann RL, et al. Gamma-sarcoglycan deficiency leads to muscle membrane defects and apoptosis independent of dystrophin. *J Cell Biol*. 1998;142(5):1279-87.
3. Marshall JL, Holmberg J, Chou E, Ocampo AC, Oh J, Lee J, et al. Sarcospan-dependent Akt activation is required for utrophin expression and muscle regeneration. *J Cell Biol*. 2012;197(7):1009-27.
4. Peter AK, Marshall JL, and Crosbie RH. Sarcospan reduces dystrophic pathology: stabilization of the utrophin-glycoprotein complex. *J Cell Biol*. 2008;183(3):419-27.
5. Gibbs EM, Marshall JL, Ma E, Nguyen TM, Hong G, Lam JS, et al. High levels of sarcospan are well tolerated and act as a sarcolemmal stabilizer to address skeletal muscle and pulmonary dysfunction in DMD. *Hum Mol Genet*. 2016;25(24):5395-406.
6. Mamsa H, Stark RL, Shin KM, Beedle AM, and Crosbie RH. Sarcospan increases laminin-binding capacity of alpha-dystroglycan to ameliorate DMD independent of Galgt2. *Hum Mol Genet*. 2022;31(5):718-32.
7. Seo YE, Baine SH, Kempton AN, Rogers OC, Lewis S, Adegboye K, et al. Systemic γ -sarcoglycan AAV gene transfer results in dose-dependent correction of muscle deficits in the LGMD 2C/R5 mouse model. *Mol Ther Methods Clin Dev*. 2023;28:284-99.
8. Boyer JG, Huo J, Han S, Havens JR, Prasad V, Lin BL, et al. Depletion of skeletal muscle satellite cells attenuates pathology in muscular dystrophy. *Nat Commun*. 2022;13(1):2940.
9. Faul F, Erdfelder E, Buchner A, and Lang A-G. Statistical power analyses using G*Power 3.1: Tests for correlation and regression analyses. *Behavior Research Methods*. 2009;41(4):1149-60.
10. Thompson JD, Higgins DG, and Gibson TJ. CLUSTAL W: improving the sensitivity of progressive multiple sequence alignment through sequence weighting, position-specific gap penalties and weight matrix choice. *Nucleic Acids Res*. 1994;22(22):4673-80.
11. Gloor GB, Martin LC, Wahl LM, and Dunn SD. Mutual information in protein multiple sequence alignments reveals two classes of coevolving positions. *Biochemistry*. 2005;44(19):7156-65.
12. Bankhead P, Loughrey MB, Fernández JA, Dombrowski Y, McArt DG, Dunne PD, et al. QuPath: Open source software for digital pathology image analysis. *Sci Rep*. 2017;7(1):16878.
13. Peter AK, and Crosbie RH. Hypertrophic response of Duchenne and limb-girdle muscular dystrophies is associated with activation of Akt pathway. *Exp Cell Res*. 2006;312(13):2580-91.
14. Flores I, Welc SS, Wehling-Henricks M, and Tidball JG. Myeloid cell-mediated targeting of LIF to dystrophic muscle causes transient increases in muscle fiber lesions by disrupting the recruitment and dispersion of macrophages in muscle. *Hum Mol Genet*. 2021;31(2):189-206.
15. Landini G, Martinelli G, and Piccinini F. Colour deconvolution: stain unmixing in histological imaging. *Bioinformatics*. 2021;37(10):1485-7.
16. Gibbs EM, and Crosbie-Watson RH. A Simple and Low-cost Assay for Measuring Ambulation in Mouse Models of Muscular Dystrophy. *J Vis Exp*. 2017(130).
17. Beynon RJ, Doherty MK, Pratt JM, and Gaskell SJ. Multiplexed absolute quantification in proteomics using artificial QCAT proteins of concatenated signature peptides. *Nat Methods*. 2005;2(8):587-9.
18. Pratt JM, Simpson DM, Doherty MK, Rivers J, Gaskell SJ, and Beynon RJ. Multiplexed absolute quantification for proteomics using concatenated signature peptides encoded by QconCAT genes. *Nat Protoc*. 2006;1(2):1029-43.
19. Johnson TD, Hill RC, Dzieciatkowska M, Nigam V, Behfar A, Christman KL, et al. Quantification of decellularized human myocardial matrix: A comparison of six patients. *Proteomics Clin Appl*. 2016;10(1):75-83.
20. Wiśniewski JR, Zougman A, Nagaraj N, and Mann M. Universal sample preparation method for proteome analysis. *Nat Methods*. 2009;6(5):359-62.
21. Zhang X, Smits AH, van Tilburg GB, Ovaa H, Huber W, and Vermeulen M. Proteome-wide identification of ubiquitin interactions using UbiA-MS. *Nat Protoc*. 2018;13(3):530-50.

22. Huber W, von Heydebreck A, Sültmann H, Poustka A, and Vingron M. Variance stabilization applied to microarray data calibration and to the quantification of differential expression. *Bioinformatics*. 2002;18 Suppl 1:S96-104.
23. Gatto L, Gibb S, and Rainer J. MSnbase, Efficient and Elegant R-Based Processing and Visualization of Raw Mass Spectrometry Data. *J Proteome Res*. 2021;20(1):1063-9.
24. Välikangas T, Suomi T, and Elo LL. A systematic evaluation of normalization methods in quantitative label-free proteomics. *Brief Bioinform*. 2018;19(1):1-11.
25. Hill RC, Calle EA, Dzieciatkowska M, Niklason LE, and Hansen KC. Quantification of extracellular matrix proteins from a rat lung scaffold to provide a molecular readout for tissue engineering. *Mol Cell Proteomics*. 2015;14(4):961-73.
26. MacLean B, Tomazela DM, Shulman N, Chambers M, Finney GL, Frewen B, et al. Skyline: an open source document editor for creating and analyzing targeted proteomics experiments. *Bioinformatics*. 2010;26(7):966-8.
27. Goddard ET, Hill RC, Barrett A, Betts C, Guo Q, Maller O, et al. Quantitative extracellular matrix proteomics to study mammary and liver tissue microenvironments. *Int J Biochem Cell Biol*. 2016;81(Pt A):223-32.
28. Hao Y, Stuart T, Kowalski MH, Choudhary S, Hoffman P, Hartman A, et al. Dictionary learning for integrative, multimodal and scalable single-cell analysis. *Nat Biotechnol*. 2024;42(2):293-304.
29. Traag VA, Waltman L, and van Eck NJ. From Louvain to Leiden: guaranteeing well-connected communities. *Sci Rep*. 2019;9(1):5233.
30. Petrany MJ, Swoboda CO, Sun C, Chetal K, Chen X, Weirauch MT, et al. Single-nucleus RNA-seq identifies transcriptional heterogeneity in multinucleated skeletal myofibers. *Nat Commun*. 2020;11(1):6374.
31. Liu S, Su T, Xia X, and Zhou ZH. Native DGC structure rationalizes muscular dystrophy-causing mutations. *Nature*. 2024.

How the deposited data were processed for this re-analysis (not part of the article)

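Nuclei from the quadriceps of 1 WT, 1 *Sgcg*, and 1 *Sgcg* TG female mouse aged 8 to 12 weeks were profiled on the 10x Genomics platform. The authors deposited, for each library, a list of barcodes and a list of features, which carry no count, height or score beside any entry. The barcodes are those that the authors' Cell Ranger run kept (version 7.2.0 and build mm10 in the submitters' processing notes), before their removal of 2% of nuclei at either end of the total count per nucleus. The features are 32285 genes, the same in all 3 libraries, and peaks that differ between libraries. The paper's methods name a 3′ RNA library. The assay behind the peaks, the caller and its threshold are not given in the sources used here.

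The comparisons planned before the data were examined need counts per nucleus and gene (*Dmd*, *Utrn*, *Dag1*, the sarcoglycans and *Sspn* in myonuclei, basement membrane genes by cell population, and shares of cell populations). Such counts were not analysed here, and the lists hold another kind of value than the planned design assumed. No mRNA level was computed and no cell population was named. The genes named are those the paper names for these nuclei and members of gene and marker lists fixed before the data were examined. Which members of those lists are named one by one was chosen after their numbers of peaks had been seen. All work on peaks was chosen after the lists had been seen.

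Barcodes were counted and compared between libraries. Peaks were compared by overlap with bedtools 2.31.1, with a minimum of 1 base, or of 50% of both peaks in the alternative. Genes, exons and start sites came from GENCODE vM21 on GRCm38, the build that mm10 names, and 32235 of the 32285 gene identifiers were found there. A peak was assigned to the first that held of a start site within 1000 bases, an exon, an intron, or the space between genes. For 21689 protein coding genes on chromosomes other than that of the mitochondria, the peaks of each library within 2000 bases of the gene were counted, with 0 bases, 10000 bases, or 1000 bases around start sites as alternatives. For a gene list, the share of 1 library among the peaks of a pair of libraries was taken. Peaks were summed over members, so a peak within reach of more than 1 member, as at *Col4a1* and *Col4a2*, was counted for each. Its exact (Clopper-Pearson) 95% interval covers counting error only, and neighbouring peaks are not independent. The share was placed among 10000 random lists of the same size. Each member was replaced by a gene drawn from the 200 with the most similar number of peaks over the 3 libraries. In the percentages of random lists given, a random list with the same share counts with a weight of 0.5. A list is said to stand apart only where more than 95% of random lists lay strictly lower, or strictly higher, and each library had a peak, a rule set after the percentages had been seen. The percentage describes these libraries and is not a p-value. Of the lists, 22 had a peak in any library.

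The computation was tested on lists simulated from the WT peaks for the comparison of *Sgcg* with WT. With 50% of the peaks removed at 200 genes, the share at those genes came out at 32.3%, where 33.3% was put in, and at the 21489 other genes at 50.0%. All 20 of 20 lists of thinned genes fell below 95% of random lists, as did 1 of 20 lists of other genes. These lists held 10 genes each, and genes with few WT peaks were left out of them. The simulated loss was larger than that seen at the myonuclear markers and the dystrophin complex genes. Detection of smaller differences, or at genes with few peaks, was not tested. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used. The depth per library is unknown, and with 1 library per genotype no test between genotypes was made.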

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

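The paper does not report on the peaks listed beside the genes. Every comparison of peaks was chosen after the lists had been seen. The bounds for the leukocyte and myonuclear markers were set before their shares were computed, and the tests by number of barcodes, by covered length, and by regions missing from a list were chosen after those values were seen.

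The *Sgcg* library listed 105449 peaks against 96502 in the WT library, while the *Sgcg* TG library listed 79045. A larger number of nuclei is argued against as the cause, since the *Sgcg* library had the fewest barcodes, 11123. Deeper sequencing of the same mix of nuclei was not settled. In both the WT and *Sgcg* TG libraries and not in the *Sgcg* library, 7000 regions were listed. In both the *Sgcg* and *Sgcg* TG libraries and not in the WT library, 3565 were listed. More depth alone would not be expected to give this order. That comparison was chosen with its values known, and depth and the peak threshold are unknown, so it cannot decide. The bound set first did not settle the question of depth either. The *Sgcg* share of *Sgcg* and WT peaks at myonuclear marker genes was 46.3% with an interval of 40.5% to 52.1%. Another mix of cell types stays open. The *Sgcg* share at leukocyte markers was 64.5%, above 98.3% of random lists, but above only 80.6% of them without *F13a1*. The 64.5% rests on 20 *Sgcg* and 11 WT peaks, with an interval of 45.4% to 80.8%. A difference of chromatin between genotypes was not tested.

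The *Sgcg* TG peaks were shared with the WT list in 89.4% (exact 95% interval 89.1% to 89.6%) and with the *Sgcg* list in 85.0% (84.8% to 85.3%). The length covered runs the other way, since the *Sgcg* list covers 90.3 megabases and the WT list 82.4. Another mix of cell types in the *Sgcg* library stays open, with the *Sgcg* TG share of *Sgcg* TG and WT peaks at leukocyte markers, 42.1%, above 31.8% of random lists. It rests on 8 and 11 peaks. The genotype stays open as well, with no replicate to test it.

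*Dmd* held 34 peaks in WT, 14 in *Sgcg*, and 20 in *Sgcg* TG muscle, and *Sgcd* 30, 14, and 22. Fewer myonuclei among the nuclei of the *Sgcg* library stays open as a cause. The 13 myonuclear marker genes with a peak held 158 peaks in WT, 136 in *Sgcg*, and 117 in *Sgcg* TG muscle. From WT to *Sgcg* they fell less in proportion than *Dmd* and *Sgcd*, and the *Sgcg* TG library, not the *Sgcg* library, was lowest. Depth per library is unknown, so this order cannot decide. The *Sgcg* share at these markers lay above 1.82% of random lists only. Without *Trdn*, which held 61 WT and 45 *Sgcg* peaks, that share was 48.4%, above 13.8% of random lists, so a single gene decides it, and at start sites alone it was 50.0%, above 38.6% of them. Whether the chromatin of these genes differs between genotypes within myonuclei cannot be told apart from the mix of nuclei in these lists.

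Against the WT library, 3 of 22 lists in *Sgcg* and 2 of 22 in *Sgcg* TG muscle lay above 95% of random lists, where chance gives 1.1 in each. Lower than 95% of random lists were 2 of 22 lists in *Sgcg* muscle, the myonuclear markers and the genes of the dystrophin complex at 47.0%, and 0 of 22 in *Sgcg* TG muscle, where chance again gives 1.1 in each. In *Sgcg* muscle the lists above were the leukocyte markers, the macrophage genes at 65.6%, and the regeneration genes at 58.2%. The macrophage share rests on 21 *Sgcg* and 11 WT peaks, with an interval of 46.8% to 81.4%. The macrophage list holds 5 of the leukocyte markers, and the dystrophin complex list holds *Dmd* and *Sgcd*. In *Sgcg* TG muscle the lists above were the markers of neuromuscular junction myonuclei at 52.1% and the basement membrane genes at 47.6%. There all genes gave 45.1%. The endothelial markers at 51.1% passed only with ties counted at a weight of 0.5, since 94.9% of random lists lay strictly lower. Of 14 basement membrane genes, 4 held more and 8 fewer peaks in *Sgcg* TG than in WT muscle, of 5 endothelial markers 2 held more and 1 fewer, and of 7 neuromuscular junction markers 2 held more and 0 fewer. Of the 7 lists that stood apart without ties, 0 did when only peaks at start sites were counted. The endothelial share was 50.0% without *Flt1*, above 89.4% of random lists, and it was above 94.5% and 90.2% of them without *Pecam1* or *Ptprb*. The basement membrane share was 47.0% without *Lamb3*, above 90.0%, and it was above 93.4% and 91.1% without *Nid1* or *Nid2*.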

How the results depend on the processing

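The alternatives for peaks were chosen after the lists had been seen, and those for barcodes before the data were examined. The number of barcodes did not change when sequences were counted without their suffix, and it was 12372 in WT, 10733 in *Sgcg*, and 11634 in *Sgcg* TG muscle without barcodes that another library also held. With an overlap of at least 50% of both peaks, the shared part was 76.5% (WT with *Sgcg*), 72.9% (WT with *Sgcg* TG), 70.0% (*Sgcg* with WT), 63.3% (*Sgcg* with *Sgcg* TG), 89.0% (*Sgcg* TG with WT), and 84.5% (*Sgcg* TG with *Sgcg*), each lower by under 1 percentage point. Each of these parts lay below the counting interval of the main setting. On chromosomes 1 to 19 alone, no shared part left its counting interval. Of the 7 gene lists that stood apart against WT, strictly beyond 95% of random lists on either side, 7 still did with peaks within the gene only, 7 within 10000 bases, and 0 at start sites. The *Sgcg* TG endothelial list did so in no setting, with 94.9% of random lists strictly lower in the main one. Within the gene only, the *Sgcg* TG endothelial share was 50.0%, above 89.3% of random lists. Lists that stood apart only in an alternative numbered 1 within the gene (*Sgcg* TG regeneration genes), 3 within 10000 bases (*Sgcg* TG adipocyte markers, fiber type genes, and macrophage genes), and 3 at start sites (interstitial matrix genes in both, *Sgcg* TG adipocyte markers). Start sites gave *Sgcg* shares of 52.9% at genes of the dystrophin complex and 50.0% at regeneration genes and myonuclear markers. At leukocyte markers the *Sgcg* share was 80.0% (4 peaks against 1, above 84.2% of random lists). The *Sgcg* TG share was 50.0% at neuromuscular junction and endothelial markers and 49.1% at basement membrane genes. Both shares were 100.0% at macrophage genes (4 and 2 peaks against 0, too few to place). At leukocyte markers the *Sgcg* TG share was 66.7% (2 peaks against 1). The cause was not tested. No stricter peak threshold could be set, as no score is listed. The alternatives planned for *Dmd*, *Utrn*, *Dag1*, the sarcoglycans, *Sspn*, basement membrane genes and shares of cell populations (filter on total counts, log scale, thinning, doublets, clustering) were not run, since they need counts per nucleus. Depth per library is unknown and limits every comparison of peaks.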

Other observations

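All peak comparisons here were chosen after the lists had been seen, on gene lists fixed before the data were examined. The members named as examples were chosen after their numbers of peaks had been seen. Of 6 leukocyte markers, 5 held more peaks in *Sgcg* than in WT muscle and 1 held fewer, while 0 held more and 2 held fewer in *Sgcg* TG than in WT muscle. *F13a1*, a gene of resident macrophages, held 2 peaks in WT, 7 in *Sgcg*, and 1 in *Sgcg* TG muscle. *Ptprc*, which encodes the pan-leukocyte antigen CD45, held 0, 2, and 0, and *Adgre1* and *Lyz2* each held 0, 1, and 0. *C1qa* held 0, 1, and 1. The leukocyte marker with fewer in *Sgcg* than in WT muscle was *Mrc1*, which held 7, 6, and 5. Over the 8 macrophage genes, 6 held more peaks in *Sgcg* than in WT muscle and 1 held fewer. Without *F13a1* the *Sgcg* share at the macrophage genes was 60.9%, above 83.4% of random lists.

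Of 8 genes of regeneration, 4 held more and 3 fewer peaks in *Sgcg* than in WT muscle, with 78 against 56 peaks in all. *Ncam1*, a cell adhesion gene of regenerating and denervated fibers, held 6 peaks in WT, 23 in *Sgcg*, and 6 in *Sgcg* TG muscle. *Myh3*, embryonic myosin, held 3, 5, and 4, and *Runx1* held 25, 32, and 24. The 3 with fewer were *Myod1* with 4, 1, and 2, *Myog* with 3, 2, and 2, and *Pax7* with 11, 10, and 9. Without *Ncam1* the *Sgcg* share at the regeneration genes was 52.4%, above 62.6% of random lists, and at start sites alone the share of all 8 was 50.0%, above 40.7% of them.

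Of 14 basement membrane genes, 6 held more and 2 fewer peaks in *Sgcg* than in WT muscle. Summed over the genes there were 159 against 143 peaks, a share of 52.6% where all genes gave 51.4%. *Lama2* held 16 peaks in WT, 28 in *Sgcg*, and 14 in *Sgcg* TG muscle, *Lama4* 4, 7, and 5, and *Col4a2* 22, 18, and 16. The lists do not assign peaks to cell populations, whereas the paper's statement on basement membrane genes is about mRNA in named cell populations. Of 10 genes of the interstitial matrix, 3 held more and 2 fewer peaks in *Sgcg* than in WT muscle, a share of 53.2%, above 72.9% of random lists. At start sites alone the share was 57.1%, above 98.6% of them. That value rests on 16 *Sgcg* and 12 WT peaks, with an interval of 37.2% to 75.5%.

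Of the 17 genes of the dystrophin complex, 9 held more and 6 fewer peaks in *Sgcg* than in WT muscle, while the *Sgcg* share of their summed peaks was 47.0%, above 0.85% of random lists only. At start sites alone the share was 52.9%, above 89.9% of random lists. Over the whole genes it was 49.3% without *Dmd*, above 13.1% of random lists, and 48.8% without *Sgcd*, above 8.16%. Each was left out alone. *Dmd* held 34 peaks in WT and 14 in *Sgcg* muscle, and *Sgcd* 30 and 14. The low share rests largely on *Dmd* and *Sgcd* and is not a result apart from theirs, given above. *Utrn* held 33 peaks in WT, 38 in *Sgcg*, and 28 in *Sgcg* TG muscle, *Dag1* 9, 8, and 6, *Nos1* 22, 17, and 17, and *Sspn* 5, 6, and 5. *Sgcg* TG muscle gave a share of 44.2% against WT at these genes, above 42.9% of random lists. The 17 lists of the *Sgcg* comparison that were not strictly beyond 95% of random lists on either side had shares from 46.2% to 56.8%, and the 20 such lists of the *Sgcg* TG comparison from 40.6% to 51.2%.

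Of 131763 separate regions in the union of the lists, 63413 were listed in all 3 libraries, 27307 in the *Sgcg* library alone, 14987 in the WT library alone, and 4770 in the *Sgcg* TG library alone. Chromosome Y, which the female mice lack, held 12 listed peaks in the WT library, 15 in the *Sgcg* library, and 13 in the *Sgcg* TG library. The *Sgcg* and WT libraries had 197 barcodes in common, *Sgcg* TG and WT 185, and *Sgcg* TG and *Sgcg* 198. If barcodes were drawn at random from 1 pool, these numbers correspond to pools of 720000, 828000, and 675000 barcodes, with exact Poisson 95% intervals of 626000 to 832000, 717000 to 961000, and 587000 to 780000.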
